# Perinatal exposure to the fungicide ketoconazole alters hypothalamic control of puberty in female rats

**DOI:** 10.3389/fendo.2023.1140886

**Published:** 2023-04-03

**Authors:** Delphine Franssen, Hanna K. L. Johansson, David Lopez-Rodriguez, Arnaud Lavergne, Quentin Terwagne, Julie Boberg, Sofie Christiansen, Terje Svingen, Anne-Simone Parent

**Keywords:** endocrine disrupting chemicals (EDCs), hypothalamus, puberty, transcriptome, reproduction

## Abstract

**Introduction:**

Estrogenic endocrine disrupting chemicals (EDCs) such as diethylstilbestrol (DES) are known to alter the timing of puberty onset and reproductive function in females. Accumulating evidence suggests that steroid synthesis inhibitors such as ketoconazole (KTZ) or phthalates may also affect female reproductive health, however their mode of action is poorly understood. Because hypothalamic activity is very sensitive to sex steroids, we aimed at determining whether and how EDCs with different mode of action can alter the hypothalamic transcriptome and GnRH release in female rats.

**Design:**

Female rats were exposed to KTZ or DES during perinatal (DES 3-6-12μg/kg.d; KTZ 3-6-12mg/kg.d), pubertal or adult periods (DES 3-12-48μg/kg.d; KTZ 3-12-48mg/kg.d).

**Results:**

Ex vivo study of GnRH pulsatility revealed that perinatal exposure to the highest doses of KTZ and DES delayed maturation of GnRH secretion before puberty, whereas pubertal or adult exposure had no effect on GnRH pulsatility. Hypothalamic transcriptome, studied by RNAsequencing in the preoptic area and in the mediobasal hypothalamus, was found to be very sensitive to perinatal exposure to all doses of KTZ before puberty with effects persisting until adulthood. Bioinformatic analysis with Ingenuity Pathway Analysis predicted “Creb signaling in Neurons” and “IGF-1 signaling” among the most downregulated pathways by all doses of KTZ and DES before puberty, and “PPARg” as a common upstream regulator driving gene expression changes. Deeper screening ofRNAseq datasets indicated that a high number of genes regulating the activity of the extrinsic GnRH pulse generator were consistently affected by all the doses of DES and KTZ before puberty. Several, including MKRN3, DNMT3 or Cbx7, showed similar alterations in expression at adulthood.

**Conclusion:**

nRH secretion and the hypothalamic transcriptome are highly sensitive to perinatal exposure to both DES and KTZ. The identified pathways should be exploredfurther to identify biomarkers for future testing strategies for EDC identification and when enhancing the current standard information requirements in regulation.

## 1 Introduction

Age distribution of pubertal signs in humans has been changing over the last decades. It is characterized by an extended distribution towards earliness for initial pubertal stages and towards lateness for final pubertal stages (1). This phenomenon is concomitant with an increased incidence rate in reproductive disorders (1, 2). Such rapid trends suggest that environmental factors play a causal role. Indeed, the programming of pubertal maturation and fertility is finely tuned by sex steroids and highly sensitive to environmental factors (3, 4). A growing body of evidence points towards an association between exposure to endocrine disrupting chemicals (EDCs) and recent changes in pubertal timing or reproductive health (5). While initial studies reported an impact of such environmental factors on male fertility (6), epidemiological data, together with animal models, now indicate that female reproductive health is also sensitive to environmental chemicals (7–10). Epidemiological studies reported associations between prenatal or childhood exposure to estrogenic EDCs such as dichlorodiphenyltrichloroethane (DDT) or bisphenol A with early or late puberty in girls (11–13). Impaired fecundity or premature menopause have also been reported after exposure to diethylstilbestrol (DES) (14, 15), PCOS after exposure to bisphenol A (16), and premature ovarian failure after exposure to perfluoroalkyl chemicals (17). Following such observations, initial animal studies focused on modeling effects of developmental and adult exposure to estrogenic EDCs on pubertal development, ovulation, and fertility. Estrogenic EDCs such as DES, bisphenol A and dichlorodiphenyltrichloroethane have been shown to alter the timing of vaginal opening or first estrus (18–22); reviewed in (1) and disrupt the preovulatory luteinizing hormone (LH) surge, ovarian follicle maturation and fertility in rodents (23–25). In addition, steroid synthesis inhibitors such as phthalates and the fungicide ketoconazole (KTZ) which are known to alter male reproductive function (26–28), have been recently described to impair female reproductive health (29, 30).

We recently showed that perinatal exposure to KTZ and DES delays vaginal opening in female rats without affecting bodyweight (21). This opened up the question of possible effects on central regulation of puberty onset. In the present study, we investigate the brain from the same animal litters to explore hypothalamic mechanisms potentially involved in the disruption of puberty. The reproductive organs have long been considered the major target of EDCs, but brain structures such as the hypothalamus, also appear to be highly sensitive to EDCs (31). GnRH neurons regulate all aspects of reproduction through their pattern of release. The secretory activity of GnRH neurons depends on trans-synaptic and glial inputs mediated by neurotransmitters and cell-cell signaling molecules produced in the preoptic area (POA) and the mediobasal hypothalamus (MBH) (32). New methods have provided more information regarding the transcriptional regulation of the hypothalamic network coordinating reproduction (33–35). This tightly organized network controlling GnRH secretion throughout development appears to be exquisitely sensitive to EDCs (10, 36).

KTZ is a first-generation antifungal imidazole known to disrupt steroid hormone synthesis by inhibiting various cytochrome P450 (CYP) enzymes (37–39). Recent data showed that KTZ, at low concentration (0.041-1.2 μM) induced an inhibition of CYP17A1 as it led to an accumulation of progestagens and corticosteroids and a decrease in androgens and estrogens. At higher concentrations, KTZ suppressed all steroids synthesis (40). DES is a synthetic estrogen (41–43). Its effects appear to be mediated by ERα as mice deficient in ERα (ERαKO) do not develop genital anomalies observed in wild-type mice after DES exposure (44–47). DES activate MAP kinase and PI3K pathways and induce ERK phosphorylation (48, 49).

Although deleterious effects of EDCs on reproductive function are now well recognized, current regulations are still insufficient for identifying windows of sensitivity and effects on female reproductive health (50). Better test methods to identify EDCs are necessary and require a better understanding of modes of action as well as the identification of biomarkers. To address this issue, this study aimed to determine the influence of two EDCs with different modes of action on the hypothalamic transcriptome governing GnRH release.

## 2 Methods

### 2.1 Chemicals

Ketoconazole (KTZ - CAS no. 65,277-42-1, purity 98%) was purchased from BOC Sciences Inc. (USA), and diethylstilbestrol (DES- CAS no. 56-53-1, purity ≥ 99%) from Sigma/Aldrich (cat.no. D4628). To use as control and vehicle, corn oil was purchased from Sigma/Aldrich (cat.no. C8267).

### 2.2 Animals and experimental design

Housing and exposure of the rats were performed in the National Food Institute facilities, Technical University of Denmark (Lyngby, Denmark). Ethical approval was obtained from the Danish Animal Experiments Inspectorate under the authorization number 2015-15-0201-00553. The National Food Institutes In-house Animal Welfare Committee for animal care and use oversaw the experiments. The animals were housed in High Temperature Polysulfone (PSU) cages with Tapvei wooden shelters. The cages were placed in ScanTainers (Ventilated Cabinets from Scanbur) with controlled environmental conditions: 12 h light (21.00 - 9.00 h): 12 h dark (9.00–21.00 h) cycle, humidity 55% ± 5, temperature 22°C ± 1°C and ventilation changing air 50–60 times per hour. Animals were fed Altromin 1314 (soy and alfalfa free) and tap water (BPA free bottles 84- ACBT0702SU; Polysulfone 700 mL w/ring square) ad libitum. As illustrated in **Figure 1**, three different exposure scenarios were used: *perinatal, pubertal*, and *adult*. For perinatal exposure (21), time-mated nulliparous Sprague-Dawley rats (CD IGS Rat, Crl : CD(SD), Charles River Laboratories, Sandhofer Weg 7, Sulzfeld, Germany) were supplied on gestation day (GD) 3. The day when a vaginal plug was detected was designated GD 1. On GD 4, animals were pseudo-randomly distributed into seven groups with similar body weight distributions. Dams were exposed by oral gavage with either chemical or vehicle once daily from GD 7 until birth and from the day after birth until postnatal (PND) 22. Doses for DES were 0; 3; 6; 12 µg/kg bw/day and doses for KTZ were 0; 3; 6; 12 mg/kg bw/day. For pubertal and adult exposure, females were exposed by oral gavage with either chemical or vehicle once daily from PND 23 to 49-52 or from PND 63 to 91-94, respectively. The exact day of study termination differed in a four-day interval to enable dissection in the di-estrous stage. The doses for DES were 0; 3; 12; 48 µg/kg bw/day and the doses for KTZ were 0; 3; 12; 48 mg/kg bw/day.

**Figure 1:**
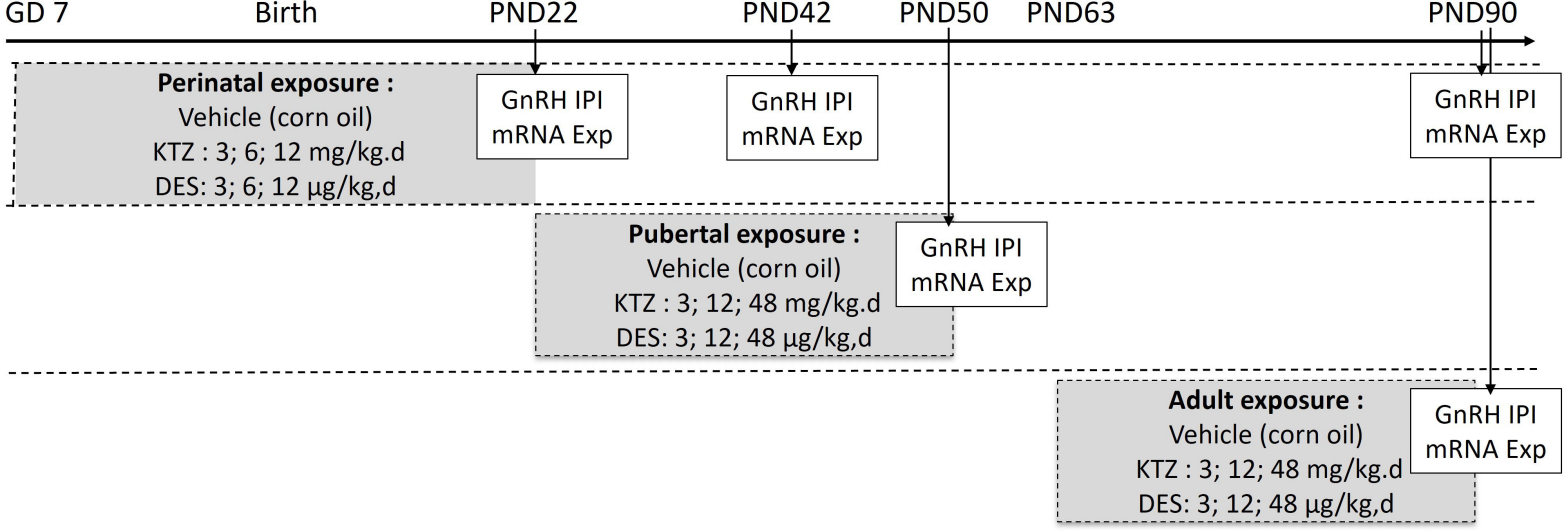
Exposure protocol. Rats were exposed to vehicle or diethylstilbestrol (DES) or ketoconazole (KTZ) during the perinatal period (gestation day (GD) 7 to postnatal day (PD) 22), pubertal period (PD22 to PD50) or adulthood (PD63 to PD90). Arrows indicate the age at which GnRH secretion and hypothalamic mRNA studies were conducted. GnRH IPI, GnRH interpulse interval; mRNA Exp, mRNA expression.

### 2.3 Hypothalamic explant incubation and GnRH assay

In order to assess the effect of DES or KTZ exposure on GnRH frequency, GnRH interpulse interval was measured using a hypothalamic explant incubation system followed by a GnRH radioimmunoassay, as described previously (51, 52). For the perinatally exposed animals, hypothalamic explant incubation was conducted for low and high dose groups of both DES and KTZ on PND 22, 42 and 90. For animals exposed during pubertal and adult periods all doses of DES and KTZ were included and hypothalamic explant incubation conducted on PND 50 and 90 respectively. Briefly, after decapitation, brains were collected to dissect the hypothalamus. Hypothalamic explants were transferred into an individual chamber, in a static incubator, submerged in MEM. The *ex vivo* explants incubation chamber contained a water-saturated atmosphere of O_2_ at 37.5°C. Incubation medium was then collected and renewed every 7.5 min for a period of 4 hours. The GnRH released into the incubation medium was measured in duplicate using a radioimmunoassay method as described previously (53). In short, samples were preincubated with CR11-B81 (AB_2687904) rabbit anti-GnRH antiserum (initial dilution 1:20,000) (provided by Dr.V.D.Ramirez, Urbana, Illinois) during 24h at 4°C. GnRH labeled with ^125^I (30,000 CPM) and rabbit serum (dilution 1:100) were added for 24h at 4°C. Finally, precipitation was induced by a solution of sheep anti-rabbit antiserum (dilution 1:200; CER Groupe), polyethylene glycol (60g=L), tween, and cellulose. Radioactivity was counted on a gamma-counter (Wallac CliniGamma). The intra-assay and inter-assay coefficients of variation were 7% and 10% and the limit of detection was 5pg/100 µl.

### 2.4 Hypothalamic mRNA extraction

Expression of hypothalamic genes in females was analyzed by RNA-seq after perinatal exposure (at PND22, PND42 and PND90) and by real-time RT-PCR after pubertal and adult exposures. After decapitation, the pre-optic area (POA) and the mediobasal hypothalamus (MBH) were rapidly dissected and frozen. The brain was placed ventral side up. The dissection began by two sagittal incisions along the lateral hypothalamic sulci. Two transversal incisions were made 2 mm ahead from the anterior boundaries of the optic chiasm and along the caudal margin of the mammillary bodies. Finally, a frontal incision was made under the ventral surface of the hypothalamus. Total RNA was extracted from the MBH and POA using Universal RNA mini kit (Qiagen,Venlo, Netherlands) following the manufacturer’s instructions.

### 2.5 RNA sequencing

RNA-seq analysis was carried out on total RNA extracted from MBH and POA of female rats at PND22, PND42 and PND90 after perinatal exposure to vehicle, DES (3; 6; 12 µg/kg bw/day) or KTZ (3; 6; 12 mg/kg bw/day) (n = 5/each group; 210 samples in total). Library preparation and sequencing were performed at the GIGA Genomics facility (University of Liège, Belgium). RNA integrity was verified on the Agilent Bioanalyser with RNA 6000 Nano chips, RIN scores were > 7.5 for all samples. Illumina Truseq stranded mRNA Sample Preparation kit was used to prepare libraries from 1 microgram of total RNA. Libraries were quantified by qPCR with the KAPA Library Quantification Kits for Illumina^®^ platforms. Sequencing was performed on Illumina^®^ NovaSeq™6000 Sequencing System. The average read-depth of the data is ~25-30M reads. The data were processed through the nf-core “rnaseq” pipeline version 1.4.2 (https://nf-co.re/rnaseq/1.4.2). The quality control of the samples was assessed with FastQC software v0.11.8 (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Reads were aligned on the Rattus Norvegicus genome, using Rnor_6.0 genome build and annotations from the Ensembl release v102 (ensembl.org) using STAR software v2.6.1d (https://github.com/alexdobin/STAR). Gene expression was determined using featureCounts v1.6.4. QCs of mapping and quantification were assessed with ~80-85% of mapping rate and ~65-70% of assignation rate. Raw data were deposited on the GEO repository under accession number GSE225359.

### 2.6 RNA-seq data analysis

The count matrix was imported in R environment and analyzed using the *DESeq2* package (54). Differentially Gene Expression Analyses were performed by pairwise comparisons using classical *DESeq2* methods, and differentially expressed genes were selected using an adjusted p-value (FDR) lower than 0.05 and no threshold on the log2 Fold Change (Log2FC). Samples were clustered using Principal Component Analysis while we used Venn Diagram (using ggVennDiagram) to cross results from the different groups.

### 2.7 Ingenuity pathway analysis

Datasets generated by the RNA-seq analysis, including log2-fold change and adjusted p-value, were imported into the Ingenuity Pathway Analysis Tool (v01-20-04 version). In IPA, differentially expressed genes (DEG) are mapped to genetic networks available in the Ingenuity database and then ranked by score. The score is generated based on hypergeometric distribution, where the negative logarithm of the significance level is obtained by Fisher’s exact test at the right tail (55, 56). The Z-score >2 was defined as the threshold of significant activation, whilst Z-score <−2 was defined as the threshold of significant inhibition. The Comparison Analysis tool of IPA was used to study canonical pathways and upstream regulators among the different doses of KTZ and DES. The threshold for significance for the heat map of canonical pathways was a Z-score >2. The heatmap were then filtered for “*Neurotransmitters & other nervous system signaling*”, “*Hormone biosynthesis”, “Nuclear receptor signaling”* and *“Growth factor signaling*” representing around 100 canonical pathways.

### 2.8 RT-qPCR

Reverse transcription of 500 nanograms of RNA for each sample (n= 6/group) was performed using the Transcriptor first strand cDNA synthesis kit (Roche, Germany). For real-time semi quantitative RT.PCR reactions (RT-qPCR), FastStart Universal SYBR Green Master (Rox) (Roche, Germany) and a LightCycler 480 system (Roche, Germany) were used. Four microliters of cDNA (previously 10-fold diluted) were added to a mix of 5 μl of SYBR green, 0.3 μl of both forward and reverse primers and 0.4 μl of nuclease-free water. Cycle threshold (Ct) values were obtained from each individual amplification curve and the average Ct was calculated for each target gene in each sample. Quantification of relative gene expression was performed according to the 2−ΔΔCt method, which takes into account reaction efficiency depending on primers (57). All assays had amplification efficiencies between 1.9 and 2.1. β-actin was used as normalizing gene. The primer sequences and information are provided in **Supplemental Table 1**.

### 2.9 Statistics

For the analyses of GnRH interval interpulse and the RT-qPCR, numerical values were expressed as mean ± SEM. As the data followed a normal distribution, a one-way ANOVA followed by a Newman-Keuls multiple test were performed. For the analysis of the RNAsequencing analysis, the DEGs were identified by adjusted p-value >0.05.

## 3 Results

### 3.1 Perinatal exposure to KTZ or DES slows down maturation of GnRH pulsatile secretion

We previously showed that perinatal exposure to DES or KTZ delays vaginal opening in female rats without affecting bodyweight (21). Because puberty results from the activation of GnRH secretion, this opened up the question of a potential delayed activation of GnRH secretion caused by exposure to DES and KTZ. Pulsatile GnRH secretion from individually incubated hypothalamic explants displays a developmental acceleration between day 5 and day 25, before the onset of puberty (58). Consistently, exposures to EDCs that advance or delay pubertal onset are associated with an acceleration or retardation of GnRH release, respectively (9, 19, 20), indicating the sensitivity of such an assay. We aimed to study the effect of perinatal exposure to KTZ or DES on GnRH secretion on PND22. GnRH interpulse interval (GnRH IPI) was significantly increased by exposure to EDCs (F_4,18_ = 4.727; p=0.0088). *Post hoc* analyses indicated that the exposures to 12 µg/kg/d of DES and 12 mg/kg/d of KTZ significantly increased GnRH interpulse interval at 22 days of age compared to the Control group (p = 0.02 and p = 0.02 respectively; **Figure 2A**), indicating a delay of the maturation of GnRH secretion. This was consistent with the significant delay in vaginal opening reported in the same animals for all doses of DES or KTZ at 6 mg/kg/d (21).

**Figure 2:**
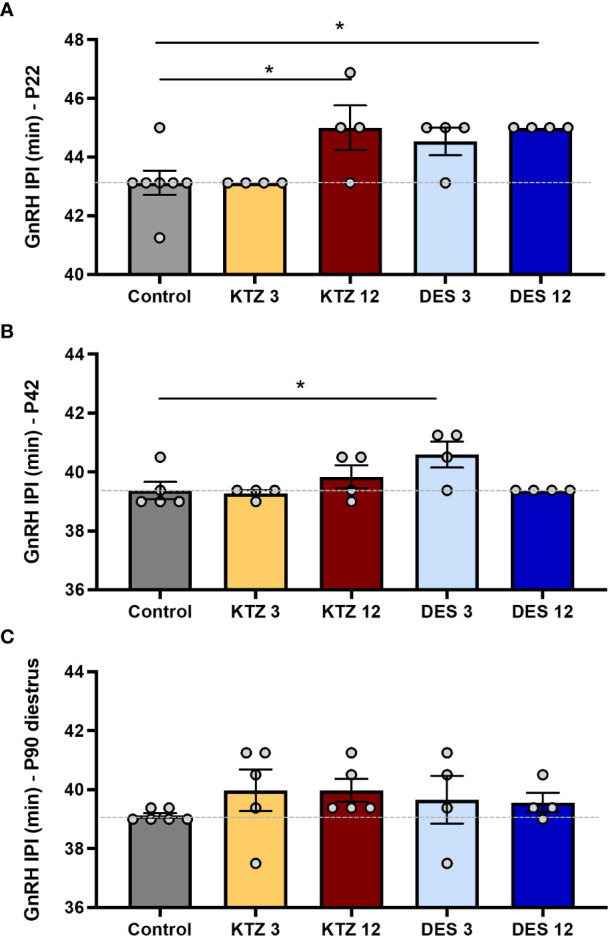
Effects of perinatal exposure to KTZ and DES on pulsatile GnRH secretion from hypothalamic explants *in vitro*. **(A)** GnRH interpulse interval *ex vivo* using hypothalamic explants obtained on PND 22 from female rats perinataly exposed to vehicle (control), DES (3 or 12 µg/kg bw/day) or ketoconazole (3 or 12 mg/kg bw/day). **(B)** and **(C)** GnRH interpulse interval *ex vivo* using hypothalamic explants after perinatal exposure to vehicle, DES or KTZ and obtained on PND 42 and PND 90 respectively. Data are mean (n=4-6) +/- SEM; *p < 0.05 versus control at the same age. The dotted line indicates the mean interpulse interval for the control group.

To determine whether the effects of DES and KTZ persisted later in life, we studied GnRH pulsatile release after puberty: at PND42 and during adulthood (diestrus stage) at PND90. ANOVA analysis of GnRH interpulse interval at PND 42 showed a significant effect of exposure (F_4,16_ = 3.312; p=0.0371). *Post hoc* analyses revealed that only the lowest dose of DES (3 µg/kg/d) significantly increased GnRH interpulse interval on PND 42 (p = 0.0301; **Figure 2B**). Alterations of GnRH release caused by exposure to DES or KTZ before puberty did not persist on PND90 (**Figure 2B, C**).

### 3.2 Pubertal or adult exposure to KTZ or DES did not affect GnRH pulsatile secretion

We also aimed at determining whether there was a sensitive exposure window for DES and KTZ effects on GnRH secretion. GnRH pulsatile release was studied immediately after pubertal or adult (diestrus stage) exposure to DES and KTZ. The ANOVA tests did not indicate any significant disruption of GnRH pulsatility after pubertal (F_6.27_ = 0.347; p=0.905) or adult exposure (F_6.28_ = 1.109; p=0.382) (**Supplemental Figure 1**).

### 3.3 Perinatal exposure to KTZ or DES disrupts the hypothalamic transcriptome

Because gestational and lactational exposure to DES and KTZ delayed vaginal opening and maturation of GnRH secretion, we hypothesized that the transcriptional activity of the glial and neuronal network governing GnRH secretion, in the mediobasal hypothalamus (MBH) and in preoptic area (POA), would be sensitive to perinatal exposure to KTZ or DES. 

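The mediobasal hypothalamus (MBH), which holds the arcuate and ventromedial nuclei, and the preoptic area (POA), which holds many of the cell bodies of GnRH neurons, were sequenced in 210 libraries, 105 per tissue. Each tissue had 7 groups of 5 libraries at postnatal day (PND) 22, 42 and 90, which makes 42 groups. They were a vehicle group (control), 3 groups exposed through the dams to ketoconazole (KTZ), an azole antifungal that inhibits steroidogenic enzymes, at 3, 6 or 12 mg/kg per day, and 3 groups exposed to diethylstilbestrol (DES), a synthetic estrogen, at 3, 6 or 12 µg/kg per day. The authors prepared stranded poly(A) libraries and ran the reads through the nf-core rnaseq pipeline version 1.4.2, with FastQC 0.11.8, alignment by STAR 2.6.1d to Rnor_6.0 and counting by featureCounts 1.6.4 on Ensembl release 102. The values given here use the counts assigned to genes in the deposited table of each tissue, which summed to between 12455770 and 25347848 per library in the MBH (median 19719799) and between 12116064 and 24247711 in the POA (median 18134872). In 5 of 12 comparisons the mean totals of the 5 control and the 15 exposed libraries differed at a two-sided p under 0.05 by an exact permutation test, not adjusted over the 12. By this exact permutation test the controls were shallower in the POA at PND22 for KTZ (13816342 and 16935732, p = 0.00226) and in the POA at PND42 for KTZ (16217497 and 19173115, p = 0.0101) and DES (16217497 and 18690862, p = 0.0449), and deeper in the MBH at PND42 for KTZ (22325427 and 18731372, p = 0.047) and DES (22325427 and 20663087, p = 0.0475).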

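Counts assigned per library in the MBH at PND22 were 18459642 to 22522907 (median 20719423) for the control, 19731315 to 24844687 (median 20651934) for KTZ 3 mg/kg, 17238992 to 19599911 (median 18632878) for KTZ 6 mg/kg, 18658051 to 23513820 (median 20455024) for KTZ 12 mg/kg, 18742287 to 22412483 (median 20268996) for DES 3 µg/kg, 17855000 to 23779317 (median 21094063) for DES 6 µg/kg and 16472714 to 24204447 (median 20782730) for DES 12 µg/kg. Counts assigned per library in the MBH at PND42 were 20543108 to 24235728 (median 22437499) for the control, 12455770 to 25347848 (median 17714534) for KTZ 3 mg/kg, 13540275 to 24200294 (median 18952461) for KTZ 6 mg/kg, 16135632 to 21627314 (median 18893819) for KTZ 12 mg/kg, 18610125 to 23420282 (median 21860381) for DES 3 µg/kg, 19127138 to 21426604 (median 20581141) for DES 6 µg/kg and 19003406 to 22870148 (median 20438841) for DES 12 µg/kg. Counts assigned per library in the MBH at PND90 were 16919455 to 22416287 (median 18271370) for the control, 16091865 to 22999078 (median 16786615) for KTZ 3 mg/kg, 16009208 to 19556191 (median 16224823) for KTZ 6 mg/kg, 16366492 to 19585751 (median 17446637) for KTZ 12 mg/kg, 16431601 to 21122319 (median 20341530) for DES 3 µg/kg, 17241611 to 23009720 (median 20310189) for DES 6 µg/kg and 14683787 to 21950162 (median 15851452) for DES 12 µg/kg. Counts assigned per library in the POA at PND22 were 12601314 to 15521703 (median 13111764) for the control, 14986129 to 19554963 (median 17438299) for KTZ 3 mg/kg, 14082111 to 18199259 (median 17047557) for KTZ 6 mg/kg, 15493672 to 19942036 (median 16171463) for KTZ 12 mg/kg, 12715694 to 18739874 (median 14488251) for DES 3 µg/kg, 12116064 to 16737134 (median 14270763) for DES 6 µg/kg and 14288115 to 18471793 (median 17728108) for DES 12 µg/kg. Counts assigned per library in the POA at PND42 were 15592294 to 16979710 (median 16131953) for the control, 15972813 to 20184414 (median 17586582) for KTZ 3 mg/kg, 15820012 to 21116572 (median 18134872) for KTZ 6 mg/kg, 19452429 to 23548467 (median 20834731) for KTZ 12 mg/kg, 14197063 to 21144327 (median 16493836) for DES 3 µg/kg, 17440626 to 19422710 (median 18706562) for DES 6 µg/kg and 19656342 to 22647562 (median 20151510) for DES 12 µg/kg. Counts assigned per library in the POA at PND90 were 16856857 to 20687509 (median 20001209) for the control, 17274754 to 18361336 (median 18080169) for KTZ 3 mg/kg, 18083267 to 22964418 (median 21244664) for KTZ 6 mg/kg, 14445513 to 23715069 (median 19381469) for KTZ 12 mg/kg, 18477428 to 21257084 (median 20635960) for DES 3 µg/kg, 19055220 to 24247711 (median 21891961) for DES 6 µg/kg and 14126814 to 23676715 (median 19447255) for DES 12 µg/kg.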

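The counts were used as deposited. Genes were kept by filterByExpr over the 35 libraries of a tissue and age (minimum count 10), library sizes were scaled by TMM, and each dose was compared with the 5 control libraries of its tissue and age by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at a threshold of 0.05. The test covered 15423, 15402 and 15247 genes in the MBH and 14981, 15162 and 15380 in the POA at PND22, PND42 and PND90. Expression levels are given as TMM-scaled CPM (mean ± SD of 5 libraries). The lists of pathway genes and of cell type markers were fixed before the data were examined. A list's members were counted after adjustment over all genes tested and again when adjusted over the list alone. Each list was also compared with the other genes by camera at a preset correlation between genes; of 1536 such tests 360 passed the threshold, and 0 of these passed it with a correlation estimated from the libraries. In simulated counts with known changes at MBH PND22, edgeR recovered 90% of genes changed by a log2 fold change of 1 and 28% of those changed by 0.5 among 15423 genes.
A region score, the mean log2 CPM of 23 arcuate and ventromedial markers minus that of 11 preoptic markers, had a median of 1.48 in the MBH and -1.08 in the POA, and 12 libraries of each table lay nearer to the other table's median. An age score was taken from the POA controls, as the mean log2 CPM of 187 genes that rose from PND22 to PND90 minus that of 227 genes that fell, each by a log2 fold change of more than 1. A library was counted as matching its label when its age score lay nearest to the POA controls of its labelled age. Of the 79 exposed POA libraries that lay nearer to the POA median of the region score, 77 matched. The POA controls define the score and are not counted there. Without that filter, and with these controls, 93 of all 105 POA libraries matched, and 27 of all 105 MBH libraries did. In the POA at PND90, 0 of the 5 libraries labelled KTZ 6 mg/kg and 0 of the 5 labelled 12 mg/kg matched. In 71 genes whose residual levels fell into 2 peaks across the 210 libraries, a form that inherited differences can take but whose inheritance was not tested, 84 pairs of libraries were each other's nearest, and 6 of these pairs carried 1 animal number. Groups are therefore named by their labels, as libraries labelled with a tissue, age and dose.

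**Figure D1:**
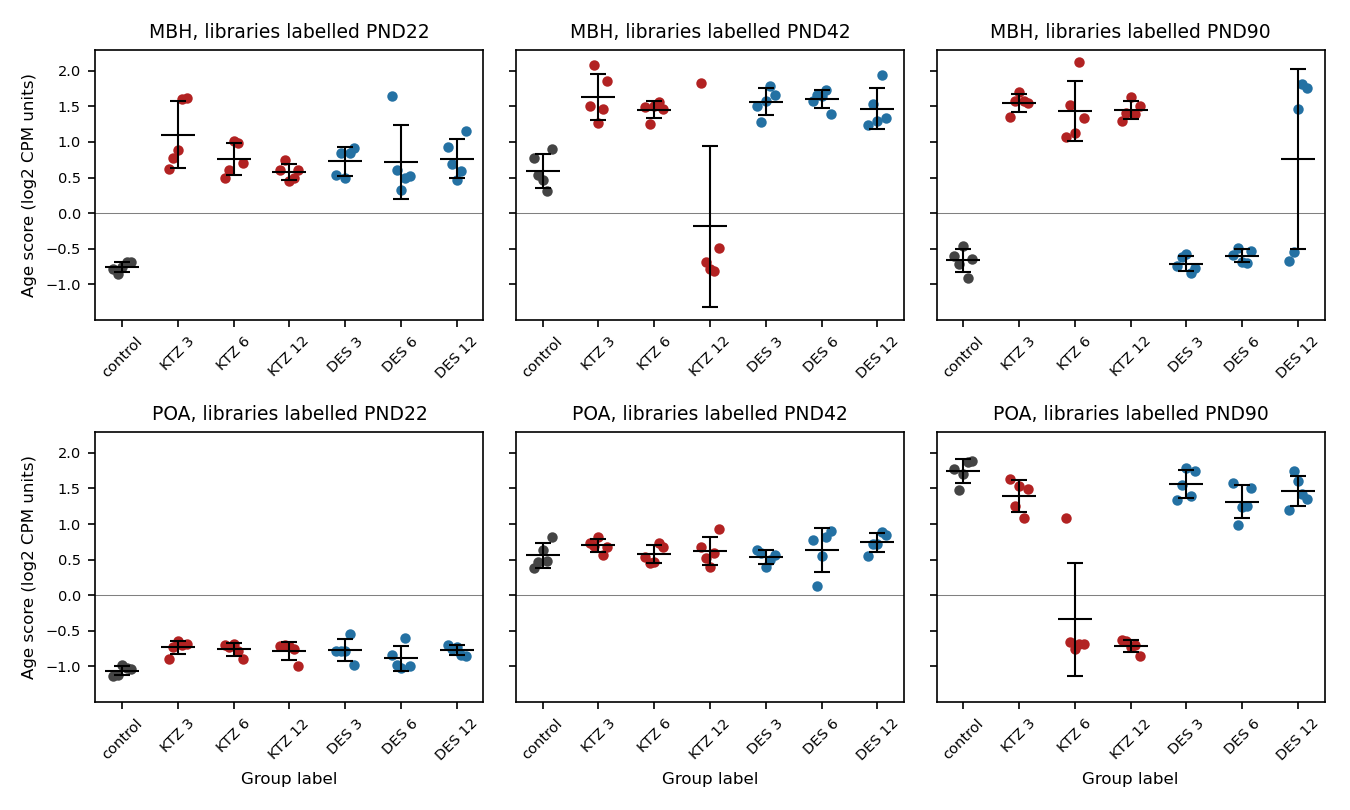
Age score of each library (vertical axis, log2 units) by labelled group (horizontal axis), for the MBH and the POA at PND22, PND42 and PND90. Each point is 1 library, grey for control, red for KTZ and blue for DES, and the black bars give the mean and SD of the 5 libraries of a group. The POA controls lie at -1.06 ± 0.07 at PND22, 0.56 ± 0.18 at PND42 and 1.74 ± 0.16 at PND90, and the libraries labelled control of the MBH lie at -0.76 ± 0.07, 0.60 ± 0.24 and -0.67 ± 0.16 at these ages.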

To explore this hypothesis, RNA-seq was performed on MBH or POA total RNA obtained from females at different developmental time points (PND 22, 42 and 90) after perinatal exposure to the three doses of KTZ or DES (5 biological replicates per group).

In the MBH, the principal component analysis (PCA plot, **Figure 3**) indicated that the transcriptional profiles of control and EDC exposed samples were readily distinguishable at specific ages. At PND22, the three doses of KTZ or DES were clearly separated from the control group. 

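In the MBH libraries labelled PND22, among genes with an average log2 CPM of at least 1 and all exposed libraries on one side of the control mean, those with the largest change at all 3 doses of KTZ were higher in the exposed libraries and included markers of thalamic relay neurons. Shox2, a transcription factor of the thalamus, had log2 fold changes of 7.70, 7.96 and 8.04 at 3, 6 and 12 mg/kg (control 0.0786 ± 0.0809 CPM). Prkcd (ENSRNOG00000016346), a protein kinase C isoform of thalamic relay neurons, rose from 11.8 ± 2.63 CPM to 226 ± 26.4, 246 ± 152 and 281 ± 170 CPM, with a log2 fold change at 3 mg/kg of 4.25 (standard error 0.18, edgeR adjusted p = 1.91e-07). Mybpc1, Ptpn3 and Wnt9b changed by 4.93, 4.27 and 4.50 at 3 mg/kg. Of 14 measured thalamic markers, 10 rose at all 3 doses of KTZ and 0 fell.
On the 500 most variable genes, the exposed libraries lay 34.3 apart from the controls on the first component for KTZ (SD 1.99 among 5 controls and 8.21 among 15 exposed libraries; exact permutation test, two-sided p = 6.45e-05, the smallest that 5 against 15 allow). For DES the distance was 24.1 (SD 2.68 and 13.4, exact permutation test, two-sided p = 0.00103). Adjusted over the 12 combinations of tissue, age and compound, these p values were 0.000387 and 0.00412. The libraries DES 3 µg/kg replicate 3 and DES 12 µg/kg replicate 4 had scores of -24.3 and -14.7, where the controls had -21.6 to -15.2. Their region scores were -0.73 and -1.41, nearer to the POA median. Between 3, 6 and 12 mg/kg of KTZ, the mean thalamic marker score was 4.91 ± 0.32, 4.96 ± 0.56 and 5.01 ± 0.73, with 2.84 ± 0.14 in the controls (mean log2 CPM, SD, n = 5).

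**Figure D2:**
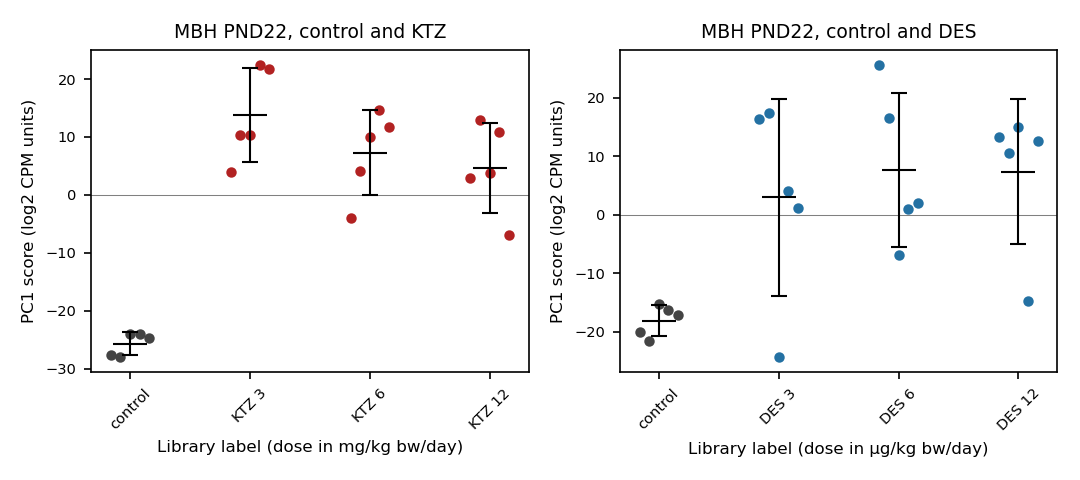
Score on the first principal component (vertical axis, units of log2 CPM) of each MBH library labelled PND22, by labelled group (horizontal axis), from one analysis of control and KTZ and one of control and DES. Each point is 1 library and the black bars give the mean and SD of the 5 libraries of a group. The mean score of exposed libraries differs from that of the controls by 34.3 for KTZ and by 24.1 for DES.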

The first two components explained 68% of total point variance for KTZ (**Figure 3A**) and 58% of total variability for DES (**Figure 3C**). 

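For DES at PND22 in the MBH, the genes with the largest change at all 3 doses, at the same minimum average, also included markers of neurons outside the mediobasal nuclei. Zic1, a transcription factor of septal and thalamic neurons, rose by log2 fold changes of 2.26, 2.41 and 2.59 at 3, 6 and 12 µg/kg, and Vip, the peptide of suprachiasmatic neurons, by 3.27, 3.75 and 3.38. Alox15, which encodes an arachidonate lipoxygenase, had log2 fold changes of -3.33, -3.13 and -3.13 (control 54.3 ± 19.1 CPM, n = 5). Among the POA controls Alox15 changed from PND22 to PND42 by -2.88 (standard error 0.29, edgeR adjusted p = 4.45e-05). Of the 14 thalamic markers, 8 rose at all 3 doses of DES and 0 fell, and of 10 ventromedial markers 6 fell and 0 rose. The thalamic marker score was 4.38 ± 1.19, 4.57 ± 0.90 and 4.69 ± 0.63 in the libraries labelled DES 3, 6 and 12 µg/kg. The first component carried 39.3% of the variance of the 500 genes for control and KTZ and 29.9% for control and DES, and the first 2 components carried 49.8% and 48.9%.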

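At PND42 in the MBH, Hdc and Hcrt, genes of posterior and lateral hypothalamic neurons, were lower in the libraries labelled KTZ 6 mg/kg. Hdc (ENSRNOG00000010262), the enzyme of histamine synthesis, had a log2 fold change of -4.25 (standard error 0.21, edgeR adjusted p = 2.58e-07), and Hcrt, the orexin precursor, of -4.39 (standard error 0.22, edgeR adjusted p = 2.58e-07). Gnrh1, which encodes the GnRH precursor, was higher by 3.63 (standard error 0.35, edgeR adjusted p = 8.16e-05). Of 10 lateral hypothalamic and mammillary markers, 7 fell and 2 rose at 6 mg/kg (the same counts when adjusted over the list alone), and of 12 preoptic markers 8 rose and 1 fell (9 and 1 over the list alone). The region score of these 5 libraries was -0.85 ± 0.22, nearer to the POA median in all 5, while 3 of the libraries labelled KTZ 3 mg/kg and 2 of those labelled 12 mg/kg were nearer to it. On the first component the exposed libraries lay 26.4 from the controls for KTZ (SD 4.11 among 5 controls and 19.6 among 15 exposed libraries; exact permutation test, two-sided p = 0.0153, adjusted p = 0.0459) and 5.57 for DES (SD 12.6 and 12; exact p = 0.383, adjusted p = 0.46). Of the 15 libraries labelled KTZ, 5 (3 mg/kg replicates 1 and 2 and 12 mg/kg replicates 2, 3 and 5) had scores between -28.5 and -14.1, where the controls had -24.1 to -14.1, and the other 10, those nearer to the POA median of the region score, had 13.2 to 23.2.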

At PND42, there were no clear clustering between EDC samples and control. 

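At PND90 in the MBH, blood cell genes and the matrix genes Eln and Col3a1 were lower in the libraries labelled KTZ. Eln, which encodes elastin, had log2 fold changes of -2.96, -3.25 and -3.25 at 3, 6 and 12 mg/kg and Col3a1, a fibrillar collagen, of -2.74, -3.12 and -3.54. Pnlip (ENSRNOG00000017725), a lipase, was lower by -2.67 on the log2 scale at 3 mg/kg (standard error 0.12, edgeR adjusted p = 7.37e-09). Of 7 blood cell genes, 7 fell at each dose (7 when adjusted over the list alone), with list medians of -2.58, -2.65 and -2.19; camera's adjusted p was 1.07e-06, 8.26e-07 and 4.67e-06 at the preset correlation, and the adjusted p was 0.712, 0.712 and 0.789 with an estimated correlation. Hba-a2, an alpha globin, had a log2 fold change of -2.86 at 3 mg/kg (standard error 0.21, edgeR adjusted p = 6.54e-07), and in the POA controls its change from PND22 to PND90 was -2.34 (standard error 0.26, edgeR adjusted p = 0.000141). The exposed libraries lay 31.3 from the controls on the first component for KTZ (SD 3 among 5 controls and 6.09 among 15 exposed libraries; exact permutation test, two-sided p = 6.45e-05). For DES at all doses the distance was 7.24 (SD 3.51 and 14.6, exact permutation test p = 0.314, adjusted p = 0.431). That distance pools the 3 doses. At 12 µg/kg, replicates 3, 4 and 5 had scores of 31.6, 25.6 and 28.9, where the controls had -9.95 to -1.55. Replicates 1 and 2 of that dose had 3.68 and -1.19. The age score was -0.67 ± 0.16 in the libraries labelled control, and 1.55 ± 0.13, 1.43 ± 0.42 and 1.44 ± 0.13 in those labelled KTZ 3, 6 and 12 mg/kg.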

At PND90, the three groups exposed to KTZ, or the highest dose of DES were clearly separated from the controls (**Figure 3A, C**).

**Figure 3:**
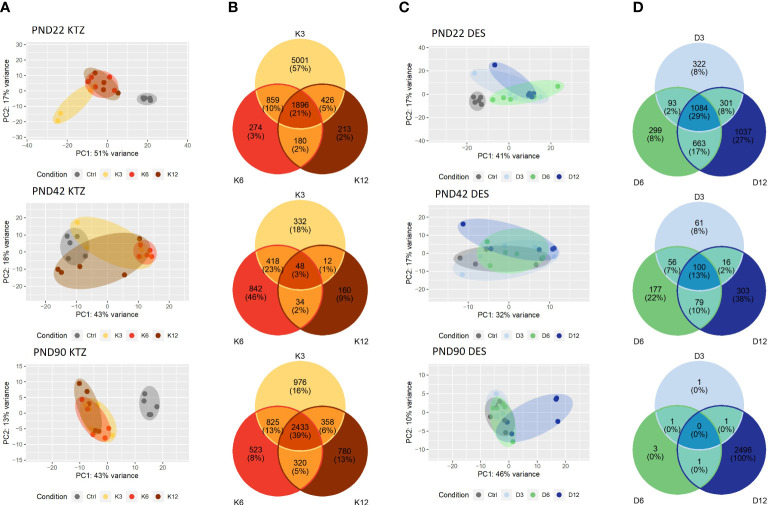
Effects of perinatal exposure to KTZ or DES on the mediobasal hypothalamus transcriptome. **(A, C)** Principal activity component (PCA) plot showing the dispersion of the transcriptome of MBH samples on PND 22, 42 or 90 after perinatal exposure to vehicle (control) or DES (D3: 3; D6: 6; or D12: 12 µg/kg bw/day) or KTZ (K3: 3; K6: 6; or K12: 12 mg/kg bw/day). Panels **(B, D)**: Venn diagrams representing the number of differentially expressed transcripts based on an adjusted p-value of 0.05 for all 3 doses of KTZ **(B)** or DES **(D)** compared to controls. N=5 samples/group.

We conducted differential expression analysis with an adjusted p-value threshold of 0.05 on each set of raw expression measures. 

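At PND22 in the MBH, markers of the ventromedial nucleus were lower and markers of mature oligodendrocytes were higher in the libraries labelled KTZ. Of 10 ventromedial markers, 10, 9 and 9 fell at 3, 6 and 12 mg/kg and 0 rose (10, 9 and 9 when adjusted over the list alone; medians -1.23, -0.81 and -1.06). Nr5a1, the transcription factor SF-1 of that nucleus, had log2 fold changes of -1.59, -1.68 and -1.19. Of 18 oligodendrocyte markers, 14, 15 and 13 rose and 0 fell (16, 15 and 15 over the list alone), with Tf, which encodes transferrin, at 1.79, 1.74 and 1.85. Their camera adjusted p was 7.08e-06, 8.7e-07 and 2.97e-06 at the preset correlation and 0.806 at each dose with an estimated correlation. Within POA controls Tf rose from PND22 to PND42 by 1.58 (standard error 0.25, edgeR adjusted p = 0.000645). With edgeR, 5878 genes (3141 higher, 2737 lower), 4964 (2495 and 2469) and 5606 (2740 and 2866) changed at 3, 6 and 12 mg/kg, and 3340 changed at all 3 doses, 1693 higher and 1647 lower, where independent lists would share 688. For DES, 2316 (1189 and 1127), 844 (469 and 375) and 5440 (2754 and 2686) genes changed at 3, 6 and 12 µg/kg and 614 at all 3 doses (353 and 261; independent lists, 44.7). The 3 doses share 5 control libraries: 4 simulations with no effect gave at most 0 genes at all 3 doses and a mean correlation of log2 fold changes of 0.51 for KTZ and 0.50 for DES (covariance 0.0433 and 0.0506), where the data gave 0.85 and 0.87 (0.277 and 0.224). Without control replicate 1 the count at all 3 doses was 2127 for KTZ and 144 for DES, and without the library DES 6 µg/kg replicate 1 it was 1174 for DES. Leaving out 1 library moved the count at KTZ 3 mg/kg to 3564 (without control replicate 1), at DES 3 µg/kg to between 1007 (without control replicate 1) and 4580 (without DES 3 µg/kg replicate 3) and at DES 6 µg/kg to between 181 (without control replicate 1) and 2279 (without DES 6 µg/kg replicate 1). In fits with a term for the run of animal numbers, 3267 genes changed at KTZ 6 mg/kg, 200 at DES 6 µg/kg, 176 at DES 12 µg/kg and 45 at all 3 doses of DES. At DES 12 µg/kg a single run held both control and exposed libraries, and at 3 and 6 µg/kg some exposed libraries lay in a run without a control. The DES fits with this term therefore compare few libraries. The age score was -0.76 ± 0.07 in the libraries labelled control, 1.10 ± 0.47, 0.76 ± 0.23 and 0.58 ± 0.11 in those labelled KTZ 3, 6 and 12 mg/kg, and 0.72 ± 0.20, 0.72 ± 0.52 and 0.77 ± 0.28 in those labelled DES 3, 6 and 12 µg/kg.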

The MBH appeared to be very sensitive to perinatal exposure to DES or KTZ before puberty as the mRNA expression of 1896 hypothalamic genes was significantly affected by all three doses of KTZ (**Figure 3B**); and 1084 genes by all three doses of DES (**Figure 3D**) on PND22. 

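At PND42 in the MBH, Ugt8 was lower and Qdpr and C3 were higher at each dose in the libraries labelled DES. Ugt8 (ENSRNOG00000009345), which makes the myelin lipid galactosylceramide, had log2 fold changes of -1.13, -1.15 and -1.39 at 3, 6 and 12 µg/kg (standard errors 0.10, 0.11 and 0.12; edgeR adjusted p = 0.000247, 0.00105 and 0.00062), and in the POA controls it changed by -1.81 (standard error 0.19, edgeR adjusted p = 9.03e-05) from PND22 to PND90. Qdpr, the dihydropteridine reductase that recycles tetrahydrobiopterin, rose by 1.02, 1.11 and 1.06, and C3, the complement component, by 1.51, 1.63 and 1.87. Of 7 blood cell genes, 6, 0 and 0 fell and 0 rose at the 3 doses, and 7, 7 and 7 fell when adjusted over the list alone. Of 18 oligodendrocyte markers, 4, 4 and 3 fell and 0 rose (12, 10 and 9 fell over the list alone, where 1 rose at 12 µg/kg). For DES, edgeR called 48, 74 and 49 genes at 3, 6 and 12 µg/kg and 16 at all 3 doses, 4 higher and 12 lower. Leaving out 1 library moved these counts, at 3 µg/kg to 30 and 94 without control replicates 1 and 5 and 31 and 28 without DES 3 µg/kg replicates 2 and 5, at 6 µg/kg to 28, 17, 30 and 576 without control replicates 1, 2, 3 and 5 and 27, 29, 13 and 48 without DES 6 µg/kg replicates 1, 2, 3 and 4, at 12 µg/kg to 10, 5, 18 and 25 without control replicates 1, 2, 3 and 4 and 15, 18, 15 and 84 without DES 12 µg/kg replicates 1, 2, 3 and 4 and at all 3 doses to 7, 4 and 10 without control replicates 1, 2 and 3 and 10 without DES 12 µg/kg replicate 2. For KTZ it called 50, 1595 and 2 genes at 3, 6 and 12 mg/kg and 0 at all 3 doses (2292, 4136 and 2272 genes at an unadjusted p under 0.05 per dose), while 48 genes were shared by 3 and 6 mg/kg; DESeq2 on the same pairs of groups called 28 at all 3 doses. Leaving out 1 library moved the 2 genes at 12 mg/kg to 1 without control replicate 4 and 877, 0, 0 and 0 without KTZ 12 mg/kg replicates 1, 3, 4 and 5 (DESeq2 on all libraries of the pair called 293), and without KTZ 12 mg/kg replicate 1 19 genes changed at all 3 doses. The count at 3 mg/kg lay between 10 (without control replicate 2 or KTZ 3 mg/kg replicate 4) and 117 (without KTZ 3 mg/kg replicate 2) and that at 6 mg/kg between 863 (without control replicate 2) and 2062 when 1 library was left out. The age score was 0.60 ± 0.24 in the libraries labelled control and 1.56 ± 0.19 and 1.47 ± 0.29 in those labelled DES 3 and 12 µg/kg, and all 15 libraries labelled DES were nearest to PND90. Libraries labelled KTZ 3, 6 and 12 mg/kg had age scores of 1.64 ± 0.33, 1.46 ± 0.12 and -0.19 ± 1.13. All of those labelled KTZ 3 and 6 mg/kg were nearest to PND90. Of those labelled KTZ 12 mg/kg, 4 were nearest to PND22 and 1 to PND90, and replicate 1 had 1.83. By the region score 3, 5 and 2 libraries of these groups lay nearer to the POA median.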

On PND 42, 48 genes were affected by all 3 doses of KTZ and 100 genes by the 3 doses of DES. On PND90, 2433 genes are affected by the three doses of KTZ while only the highest dose of DES altered a high number of genes (2496). 

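In the MBH libraries labelled KTZ at PND90, markers of oligodendrocyte precursors and of dividing cells were lower than in the control. Of 10 precursor markers, 8, 9 and 9 fell at 3, 6 and 12 mg/kg and 0 rose (8, 9 and 9 when adjusted over the list alone), and camera's adjusted p was 0.000209, 3.25e-06 and 5.01e-05 (0.711, 0.447 and 0.711 with an estimated correlation). Gpr17, a receptor of differentiating oligodendrocytes, had log2 fold changes of -2.36, -2.47 and -2.34. Of 13 markers of immature neurons and dividing cells, 9, 9 and 9 fell and 1, 1 and 0 rose (9, 11 and 9 and 1, 1 and 0 over the list alone), with Top2a, a topoisomerase of dividing cells, at -2.08, -2.32 and -2.21. For comparison, in POA controls Gpr17 changed from PND22 to PND90 by -2.22 (standard error 0.16, edgeR adjusted p = 6.54e-06) and Top2a by -1.98 (standard error 0.32, edgeR adjusted p = 0.0011). Of 14 astrocyte markers, 10, 3 and 5 rose and 0 fell (12, 11 and 5 over the list alone). For DES at 12 µg/kg, Dot1l, a histone methyltransferase, had a log2 fold change of -1.01 (standard error 0.10, edgeR adjusted p = 0.00159) and Hdac7, a histone deacetylase, of -0.69. For KTZ, 5008 genes (2563 higher, 2445 lower), 2930 (1348 and 1582) and 4655 (2157 and 2498) changed at 3, 6 and 12 mg/kg, and 2227 changed at all 3 doses, 1084 higher and 1143 lower (independent lists would share 294). The count at 6 mg/kg was 1907 without KTZ 6 mg/kg replicate 2. With shared controls and no effect, simulation gave at most 0 genes at all 3 doses and a correlation of 0.49 (covariance 0.0247), against 0.88 (0.208) in the data. For DES, edgeR called 0, 0 and 857 genes (235 higher, 622 lower) at 3, 6 and 12 µg/kg, with 1226, 1822 and 3889 at an unadjusted p under 0.05. The count at 12 µg/kg was 239 without control replicate 2 and 1604 without DES 12 µg/kg replicate 2. Of the libraries labelled DES 12 µg/kg, 2 had an age score nearest to PND22 and 3 nearest to PND90, while the 5 labelled control and the 10 labelled DES 3 and 6 µg/kg were all nearest to PND22.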

The list of DEG was deposited on the Figshare repository under accession link: https://figshare.com/s/778fbb8f785c97d5d9ee.

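Genes whose response to KTZ differed between the tissues at PND22 were led by Ptpn3, a tyrosine phosphatase, and Prkcd, whose log2 fold changes at 3 mg/kg were higher in the MBH by 4.09 (standard error 0.19, edgeR adjusted p = 7.95e-07 for the difference) and 4.48 (standard error 0.22, edgeR adjusted p = 9.65e-07). Gabrd, the delta subunit of the GABAA receptor, differed by 4.50 (standard error 0.33, edgeR adjusted p = 3.14e-05). The response of Ndrg1, a gene of myelinating glia, differed by 1.64 at 12 mg/kg (standard error 0.12, edgeR adjusted p = 3.76e-05) and that of Gabre, the epsilon subunit, by -1.57 at 6 mg/kg (standard error 0.14, edgeR adjusted p = 5.66e-05). For DES, Oxt, the oxytocin precursor, differed by 3.37 at 6 µg/kg (standard error 0.36, edgeR adjusted p = 0.0031) and Alox15 by -3.37 at 3 µg/kg (standard error 0.30, edgeR adjusted p = 0.000404). The difference between tissues was tested in one fit of both tissues with a term for each animal number, over 14885 genes. That term pairs an MBH with a POA library, while 9 of 104 MBH libraries were nearest, in the 71 genes with 2-peaked levels, to the POA library of their number. The difference passed the threshold for 3964, 2612 and 3614 genes at KTZ 3, 6 and 12 mg/kg and for 596, 267 and 3891 genes at DES 3, 6 and 12 µg/kg. When 1 library was left out, the counts were 2390 to 5214, 1587 to 3533 and 2673 to 3974 at the 3 doses of KTZ, and at DES 3 µg/kg 160 (without control replicate 5) to 1618 (without DES 3 µg/kg replicate 3), at 6 µg/kg 19 (without control replicate 3) to 861 (without DES 6 µg/kg replicate 1) and at 12 µg/kg 2703 to 4360. DESeq2 called 1172 and 877 at DES 3 and 6 µg/kg. Without the term for the animal number it was 550 at DES 6 µg/kg. The age score was nearest to PND22 in 0 of the 30 exposed MBH libraries labelled PND22 and in all exposed POA libraries labelled PND22. The 5 MBH libraries labelled control at PND22 were also nearest to PND22, and the POA controls define the score. From the number of genes changed and the size of their changes, the paper proposes that the MBH was more sensitive to both compounds than the POA.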

RNA-seq of the preoptic area (POA) indicated a milder effect of perinatal exposure to KTZ or DES on the transcriptome compared to MBH. 

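In the POA libraries labelled DES 12 µg/kg at PND22, Pnck, a calmodulin kinase, was higher by a log2 fold change of 0.36 (standard error 0.05, edgeR adjusted p = 0.0378), and Map1b, a microtubule protein of growing axons, was lower at -0.42 (standard error 0.06, edgeR adjusted p = 0.0378). Cacng7, a subunit that accompanies AMPA receptors, had a log2 fold change of -0.43 (standard error 0.07, edgeR adjusted p = 0.0468). At PND42 and 12 µg/kg, Icam5, a telencephalic adhesion molecule, rose by 0.83 (standard error 0.09, edgeR adjusted p = 0.00351), Slc32a1, the vesicular GABA transporter, by 0.64 and Olig1, a factor of oligodendrocyte precursors, by 0.54. Of 10 precursor markers measured there, 4 rose and 0 fell at 12 µg/kg (7 rose when adjusted over the list alone). Of 18 markers of mature oligodendrocytes, 2 rose and 0 fell at that dose (8 rose over the list alone). At 3 µg/kg, 1 of 11 choroid plexus markers rose and 0 fell (11 rose over the list alone, median 2.13). There 0 of 10 supraoptic and paraventricular markers passed (7 fell and 0 rose over the list alone, median -0.87). With edgeR, 0, 0 and 33 genes changed at PND22 (563, 589 and 2820 at an unadjusted p under 0.05), 40, 0 and 148 at PND42 (1597, 687 and 2423) and 0, 0 and 0 at PND90 (244, 545 and 828) at 3, 6 and 12 µg/kg, and no gene changed at all 3 doses at any age by edgeR. The 33 genes at PND22 fell to 0 without control replicate 3 and were 258 without DES 12 µg/kg replicate 1, and 0 passed with a term for the run of animal numbers. A single run held both control and exposed libraries at that dose, so that the fit with this term compares few libraries. Leaving out 1 library moved the 148 genes at PND42 to 2, 1, 61, 50 and 271 without control replicates 1, 2, 3, 4 and 5 and 12, 1, 236, 1 and 3 without DES 12 µg/kg replicates 1, 2, 3, 4 and 5, and the 40 genes to 7, 8, 21, 1 and 1 without control replicates 1, 2, 3, 4 and 5 and 1, 19 and 204 without DES 3 µg/kg replicates 1, 4 and 5. In the edgeR fit of control and 3 doses, 3 genes changed at 3 µg/kg and 0 at 12 µg/kg at PND42 (106 and 195 by DESeq2 in such a fit). On the first component the exposed libraries lay 6.41, 3.05 and 9.61 from the controls at PND22, PND42 and PND90 (SD 14.1, 10.4 and 1.36 among 5 controls and 5.95, 11.5 and 36.4 among 15 exposed libraries; exact permutation tests, two-sided p = 0.146, 0.602 and 0.527). Single libraries lay far out on that component. At PND22 control replicate 4 had a score of 29.4, with the others between -8.27 and 13.1. At PND90 the library labelled DES 6 µg/kg replicate 2 had 134, with the others between -9.88 and -4.83, and its region score was 2.47.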

The principal component analysis (PCA plot, **Figure 4C**) revealed no distinction between the control and the DES clusters leading to an absence of genes affected by all three doses of DES. 

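In the POA at PND22, KTZ was accompanied by lower Nkx2-2, a transcription factor of ventral progenitors and oligodendrocytes, with log2 fold changes of -1.04, -1.16 and -1.22 at 3, 6 and 12 mg/kg, and by lower Nudc, a dynein-associated protein, at -0.75, -1.00 and -0.97 (control 16.4 ± 0.87 CPM, n = 5). Rpl22l1, a ribosomal protein paralog, rose by 0.67, 0.78 and 0.53. In the POA controls Nkx2-2 changed from PND22 to PND42 by -1.23 (standard error 0.24, edgeR adjusted p = 0.00248) and Rpl22l1 by 1.05 (standard error 0.09, edgeR adjusted p = 1.86e-05). The PND22 controls are the same libraries in both comparisons, which favours agreement in sign even without a shared change. In the POA libraries labelled DES 3 µg/kg, which share none of them, the change was -0.97 (standard error 0.20, edgeR adjusted p = 0.00235) and 0.93 (standard error 0.06, edgeR adjusted p = 1.25e-06), and 85 of the 97 genes that changed at all 3 doses of KTZ and there moved the same way, against 106 of 106 with the controls. Of 13 mitochondrially encoded genes, 1, 2 and 7 fell at the 3 doses and 0 rose (9, 8 and 11 when adjusted over the list alone; medians -0.28, -0.29 and -0.43), and Mt-nd5, a subunit of complex I, had -0.36, -0.39 and -0.61. At PND42 and 3 mg/kg, Lhx6, a factor of GABAergic interneurons, rose by 1.29 (standard error 0.16, edgeR adjusted p = 0.00624) and Htr1a, a serotonin receptor, by 1.20 (standard error 0.15, edgeR adjusted p = 0.00624). At that dose 8 of the mitochondrially encoded genes fell (12 over the list alone), and 1 of 13 immediate early genes rose (9 over the list alone). Among cell type markers there, 5 of 17 of telencephalic excitatory neurons, 4 of 10 of oligodendrocyte precursors, 2 of 12 of preoptic neurons and 2 of 18 of mature oligodendrocytes rose and none of these fell (7, 7, 3 and 2 rose and 1, 0, 1 and 0 fell over the list alone; medians 0.51, 0.33, 0.56 and 0.08), while 2 of 14 of thalamic and 2 of 10 of supraoptic and paraventricular neurons fell and none rose (8 and 3 fell over the list alone; medians -0.79 and -0.52). At PND22, 284 genes (95 higher, 189 lower), 596 (284 and 312) and 568 (259 and 309) changed and 138 changed at all 3 doses, 54 higher and 84 lower (independent lists would share 0.428); simulated shared controls gave at most 0 and a correlation of 0.52 (covariance 0.0242), against 0.71 (0.053) in the data. That count was 24 without control replicate 3 and 246 without KTZ 3 mg/kg replicate 3, and over all libraries left out the counts at 3, 6 and 12 mg/kg were 44 to 652, 209 to 517 and 178 to 449. With a term for the run of animal numbers it was 4, and 5 genes changed at 3 mg/kg, 537 at 6 mg/kg and 52 at 12 mg/kg. At 3 and 12 mg/kg some exposed libraries lay in a run without a control, which leaves fewer libraries to compare in these fits. The controls had lower total counts than the exposed libraries there (means 13816342 and 16935732, exact permutation test, p = 0.00226). These libraries were not thinned to equal totals. At PND42, edgeR called 725, 0 and 1 genes (3576, 1613 and 1732 at an unadjusted p under 0.05) and 0 at all 3 doses, where DESeq2 called 17. Leaving out 1 library moved the 725 genes to 138, 471, 287 and 427 without control replicates 1, 3, 4 and 5 and 184, 241 and 267 without KTZ 3 mg/kg replicates 1, 2 and 3.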

After KTZ exposure, 593 genes were commonly affected by the three doses at PN22 but only 18 at PND42 (**Figure 4B**). At PND 90, 13 genes were affected by all 3 doses of KTZ but the intermediate and the high doses shared 3284 affected genes (**Figure 4B**).

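At PND90 in the POA, Pomc, Agrp and Hdc, genes of arcuate and posterior hypothalamic neurons, were higher in the libraries labelled KTZ 6 and 12 mg/kg. Pomc, the proopiomelanocortin precursor, had log2 fold changes of 3.53 and 3.79, and Agrp, the agouti-related peptide, of 3.19 and 3.76. Hdc had 5.14 (standard error 0.73, edgeR adjusted p = 0.00422) and 5.25 (standard error 0.19, edgeR adjusted p = 2.7e-09). Of 15 arcuate markers, 10 and 10 rose and 0 and 3 fell at 6 and 12 mg/kg (10 and 10 rose, 2 and 4 fell when adjusted over the list alone), and of 12 preoptic markers 0 rose and 3 and 6 fell (7 and 9 fell over the list alone). Gnrh1 had -1.93 (standard error 0.74, edgeR adjusted p = 0.0989) and -4.74 (standard error 0.52, edgeR adjusted p = 3.73e-05).
With edgeR, 0, 2135 (1043 higher, 1092 lower) and 4548 (2494 and 2054) genes changed at 3, 6 and 12 mg/kg, and 0 changed at all 3 doses (1140, 4688 and 6333 at an unadjusted p under 0.05; DESeq2 called 3 at all 3 doses). The 6 and 12 mg/kg groups alone shared 2010 genes. The count at 6 mg/kg was 981 without its replicate 3 and 3821 without its replicate 1, whose region score was -1.15. The region score was 0.99 ± 1.20 in the libraries labelled KTZ 6 mg/kg, 4 of them nearer to the MBH median, and the age score was nearest to PND22 in 4 libraries labelled 6 mg/kg and in 5 labelled 12 mg/kg.

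**Figure D3:**
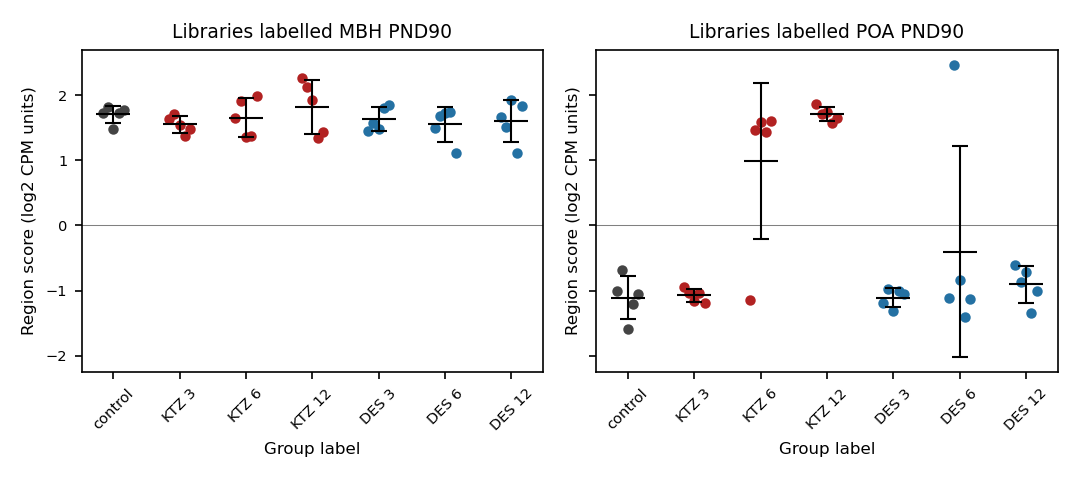
Region score of each library labelled PND90 (vertical axis, log2 units; arcuate and ventromedial markers minus preoptic markers) by labelled group (horizontal axis), for the MBH and the POA. Each point is 1 library and the black bars give the mean and SD of the 5 libraries of a group. The POA libraries labelled KTZ 12 mg/kg lie at 1.71 ± 0.10 and those labelled control at -1.11 ± 0.33.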

**Figure 4:**
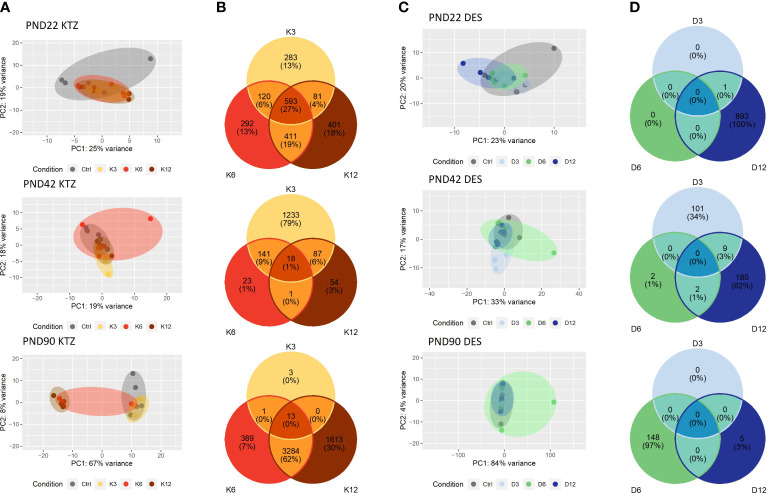
Effects of perinatal exposure to KTZ or DES on the Preoptic area (POA) transcriptome. **(A, C)** Principal activity component (PCA) plot showing the dispersion of the transcriptome of POA samples on PND 22, 42 or 90 after perinatal exposure to vehicle (control) or DES (D3: 3; D6: 6; or D12: 12 µg/kg bw/day) or KTZ (K3: 3; K6: 6; or K12: 12 mg/kg bw/day). Panels **(B, D)**: Venn diagrams representing the number of differentially expressed transcripts based on an adjusted p-value of 0.05 for all 3 doses of KTZ **(B)** or DES **(D)** compared to controls. N=5 samples/group.

### 3.4 Perinatal exposure to KTZ or DES affects common hypothalamic pathways in the MBH before puberty

To investigate possible biological interactions of differentially regulated genes in the MBH at PN22, RNA-seq datasets were imported into the Ingenuity Pathway Analysis Tool. Ingenuity Pathway Analysis (IPA) was used to predict enriched canonical pathways and their activation or inhibition. Heatmaps comparing the most enriched canonical pathways for the 3 doses of KTZ or DES were generated by ranking pathways according to the Z-score and by applying thresholds and filters as described in the material and methods. A Z-score >2 was defined as the threshold for significant activation, whilst Z-score <−2 was defined as the threshold for significant inhibition (55, 56). The heatmaps comparing the 20 most enriched canonical pathways for the 3 doses of KTZ and the three doses of DES are shown in **Figure 5**. 

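In the MBH libraries labelled KTZ at PND22, the genes of steroid and cholesterol synthesis that changed were mostly higher, while those of CREB, IGF-1 and oxytocin signalling went both ways. Srd5a1, which encodes steroid 5-alpha-reductase, rose by log2 fold changes of 0.80, 0.72 and 0.83 at 3, 6 and 12 mg/kg, and Cyp46a1, the cholesterol 24-hydroxylase of neurons, by 1.18, 1.09 and 1.18. Of 22 steroid synthesis genes, 10, 9 and 8 rose and 0, 0 and 1 fell (the same counts when adjusted over the list alone); camera's adjusted p was 0.00922, 0.012 and 0.016, and the adjusted p was 0.806, 0.712 and 0.712 with an estimated correlation. Of 23 cholesterol synthesis genes, 12, 12 and 16 rose and 1, 1 and 1 fell (12, 13 and 16 rose and 1 fell at each dose over the list alone). In the same libraries the markers of mature oligodendrocytes had list medians of 0.84, 0.71 and 0.63 and those of thalamic neurons 1.83, 2.17 and 2.18. In CREB signalling Adcy1, an adenylyl cyclase, rose by 0.97, 1.64 and 1.61 and Prkacb, a catalytic subunit of protein kinase A, had -1.22, -0.61 and -0.64; of 43 genes 9, 9 and 10 rose and 11, 12 and 13 fell (10, 10 and 10 rose and 11, 16 and 15 fell over the list alone). In IGF-1 signalling Socs3, a suppressor of cytokine signalling, had -0.78, -1.24 and -1.29 and Igfbp5, an IGF-binding protein, 0.60, 0.73 and 0.72; of 40 genes 6, 4 and 6 rose and 7, 7 and 10 fell (5, 4 and 6 and 7, 7 and 10 over the list alone). Of 50 oxytocin signalling genes, 9, 9 and 12 rose and 12, 10 and 11 fell (9, 11 and 13 and 12, 10 and 13 over the list alone). Camera's adjusted p was 0.301, 0.658 and 0.738 for CREB, 0.643, 0.898 and 0.794 for IGF-1 and 0.41, 0.988 and 0.931 for oxytocin signalling. The change from PND22 to PND42 in the POA controls was -0.33 (standard error 0.07, edgeR adjusted p = 0.00469) for Prkacb, 0.30 (edgeR adjusted p = 0.0618) for Srd5a1 and 0.40 (edgeR adjusted p = 0.51) for Socs3. From its pathway analysis the paper names estrogen biosynthesis, CREB signalling in neurons, IGF-1 signalling and oxytocin in brain signalling as critical among the pathways shared by the 3 doses of each EDC. The lists counted here are not the gene sets of that analysis, and the list of steroid synthesis is not one of estrogen synthesis alone. These counts therefore do not test its predictions.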

Several important canonical pathways were shared among the three doses of each EDC. *“Estrogen biosynthesis”, “Creb signaling in Neurons”, “IGF-1 signaling”* and *“Oxytocin in brain signaling*” are critical pathways for reproductive function. The prediction of their activation or inhibition were also similar between the doses of each EDC and between both EDCs. 

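With DES at PND22 in the MBH, the steroid synthesis genes that passed the test were higher as well. Srd5a1 rose by 0.67, 0.76 and 0.78 at 3, 6 and 12 µg/kg and Cyp46a1 by 0.99, 1.07 and 1.09. Of the 22 genes, 3, 4 and 8 rose and 0 fell (6, 4 and 8 when adjusted over the list alone), with a camera adjusted p of 0.0208, 0.00937 and 0.00607 (0.812, 0.806 and 0.728 with an estimated correlation). With DES the markers of mature oligodendrocytes had list medians of 0.52, 0.71 and 0.87 and those of thalamic neurons 1.84, 1.88 and 1.77. Cholesterol synthesis genes rose in 9, 3 and 10 of 23 cases and fell in 0, 0 and 1 (12, 10 and 12 rose and 1, 1 and 2 fell over the list alone). CREB signalling genes rose in 3, 1 and 7 of 43 cases and fell in 2, 1 and 12 (2, 1 and 8 and 1, 3 and 14 over the list alone; camera adjusted p 0.799, 0.744 and 0.306). Adcy1 had log2 fold changes of 1.33, 1.17 and 1.01 with DES (edgeR adjusted p = 0.0448, 0.0415 and 0.0157). IGF-1 signalling genes rose in 3, 1 and 5 of 40 cases and fell in 4, 0 and 10 (the same counts over the list alone), and oxytocin signalling genes rose in 3, 1 and 7 of 50 cases and fell in 6, 1 and 15 (3, 1 and 7 and 6, 1 and 17 over the list alone).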

As illustrated by the heatmaps (**Figure 5B**) representing the Log2-fold change of the 10 most up- or downregulated genes for these 4 selected pathways, it appears that the consequences of KTZ and DES exposure led to similar transcriptional effects. For instance, the oxytocin transcript (*Oxt*) was upregulated by the 3 doses of KTZ but also by the three doses of DES. 

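Most genes that changed with DES in the MBH at PND22 also changed with KTZ, and in the same direction. Prkcd rose by log2 fold changes of 4.11, 4.18 and 4.11 at DES 3, 6 and 12 µg/kg, and Thrsp, a regulator of lipid synthesis, by 3.04, 3.30 and 3.22. At the lowest dose of each compound 1020 genes rose with both and 964 fell with both, where independent lists would share 242 and 200; at the middle doses 428 and 346 (75.9 and 60) and at the highest doses 2007 and 2057 (489 and 499), and no gene went opposite ways. In all, 334 genes rose (independent lists, 38.7) and 246 fell (27.9) at all 3 doses of both compounds. These overlaps rest on the DES counts, which were 200 at 6 µg/kg and 176 at 12 µg/kg with a term for the run of animal numbers, so that no more than these could be shared in such fits. At 12 µg/kg a single run held both control and exposed libraries, and at 6 µg/kg some exposed libraries lay in a run without a control. These fits compare few libraries, so the fall does not tell an effect of the run from that loss. When 1 library was left out the DES counts were 1007 to 4580 at 3 µg/kg (lowest without control replicate 1, highest without DES 3 µg/kg replicate 3) and 181 to 2279 at 6 µg/kg (lowest without control replicate 1, highest without DES 6 µg/kg replicate 1). The doses of the compounds are in mg/kg and µg/kg and so are not matched. Both were compared with the same 5 control libraries. Across genes the log2 fold changes of the 2 compounds correlated at 0.82, 0.90 and 0.87 (covariance 0.27, 0.241 and 0.239), and at 0.69, 0.74 and 0.71 (0.251, 0.223 and 0.22) over 10 splits that gave each compound its own 2 or 3 controls; genes are not independent replicates. Over these splits, which have fewer controls per fit, the median number of genes that changed in the same direction with both was 61, 21.5 and 1322. In the direct comparison of KTZ with DES, edgeR called 0, 0 and 0 genes at the 3 doses (1837, 460 and 1318 at an unadjusted p under 0.05; DESeq2 called 4, 8 and 1), which does not show that the compounds act alike. The age score was nearest to PND42 in 13 of 15 libraries labelled KTZ and in 13 of 15 labelled DES. From the heatmaps of Figure 5B, the paper proposes that exposure to KTZ and to DES had similar transcriptional effects.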

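Oxt (ENSRNOG00000021225), which encodes the precursor of oxytocin and neurophysin I, was higher at each dose of both compounds in the MBH at PND22. Its level was 7.69 ± 3.78 CPM in the libraries labelled control and 138 ± 58.4, 84.6 ± 10.1 and 58.3 ± 27 CPM in those labelled KTZ 3, 6 and 12 mg/kg (mean ± SD, n = 5), log2 fold changes of 4.15, 3.44 and 2.91 (standard errors 0.41, 0.25 and 0.43; edgeR adjusted p = 0.000121, 5.79e-06 and 0.000331). With DES 3, 6 and 12 µg/kg it was 110 ± 78.5, 106 ± 28.8 and 121 ± 47 CPM, log2 fold changes of 3.81, 3.76 and 3.95 (standard errors 0.54, 0.35 and 0.35; edgeR adjusted p = 0.00211, 0.000377 and 4.77e-05). Among the POA controls Oxt changed by -0.13 (standard error 0.55, edgeR adjusted p = 0.879) from PND22 to PND42. Of 10 markers of supraoptic and paraventricular neurons, Oxt and Avp rose at each dose of KTZ and 0, 1 and 1 fell (0, 2 and 1 fell when adjusted over the list alone), and with DES 2, 2 and 3 rose and 0, 0 and 1 fell (0, 0 and 2 fell over the list alone).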

The subcellular representations of these 4 pathways are provided in **Supplemental Figures 2–5**.

**Figure 5:**
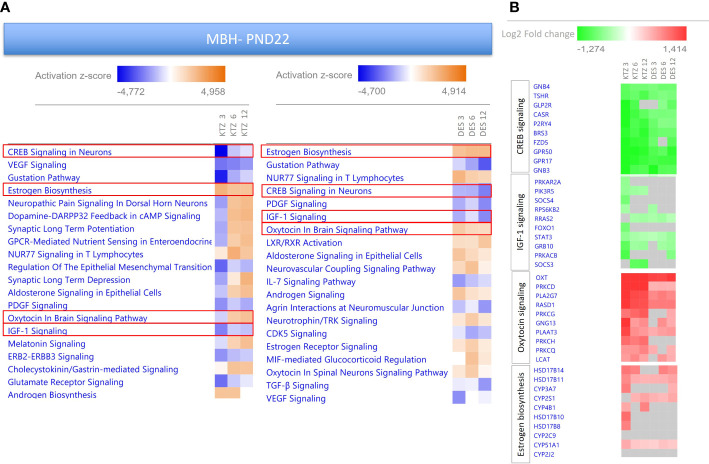
Enriched pathways differentially expressed in the MBH of PND22 females after perinatal exposure to KTZ or DES compared to controls. **(A)** Heatmaps comparing the most enriched canonical pathways for the 3 doses of KTZ or DES were generated by ranking pathways according to the Z-score and applying threshold and filters as described in the material and methods section. The z-score predicts whether a canonical pathway or diseases and biological functions are increased (positive z-score, orange) or decreased (negative z-score, blue) in accordance with the experimental dataset. Darker colors indicate higher absolute z-scores. **(B)** Heatmaps representing the Log2FC of the 10 most affected up- or downregulated genes for 4 selected pathways. Red or green colors indicate a significant change in expression (adjusted p-value < 0.05). Grey indicates non-significant changes.

The heatmaps comparing the 20 most enriched canonical pathways after exposure to the 3 doses of KTZ in the POA at PND22 (**Supplemental Figure 6**), also revealed critical pathways for reproductive function such as “*Creb signaling pathway*” and *“oxytocin in brain signaling*” that are predicted to be downregulated. 

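In the POA libraries labelled KTZ at PND22, few genes of CREB or oxytocin signalling changed. Creb3l1, a CREB-family transcription factor, had log2 fold changes of -0.65, -0.58 and -0.63 at 3, 6 and 12 mg/kg (edgeR adjusted p = 0.04, 0.0177 and 0.0316), and Crtc1, a CREB coactivator, of -0.39, -0.55 and -0.53 (edgeR adjusted p = 0.0938, 0.0128 and 0.00339). Of 43 CREB signalling genes, 0, 0 and 1 rose and 2, 3 and 3 fell (0, 0 and 2 rose and 6, 3 and 5 fell when adjusted over the list alone; medians -0.05, -0.05 and -0.02). Calm2, a calmodulin, had -0.22, -0.22 and -0.18 and Ryr2, an intracellular calcium channel, -0.33, -0.17 and -0.17; of 50 oxytocin signalling genes 0 rose and 3, 1 and 0 fell (3, 0 and 0 over the list alone; median -0.07 at each dose), with 13, 8 and 8 lower at an unadjusted p under 0.05 and 6, 4 and 3 lower by DESeq2. Camera's adjusted p for that list was 0.00515, 0.0115 and 0.0287, with 0.711, 0.642 and 0.712 as the adjusted p with an estimated correlation. Within POA controls Creb3l1 changed from PND22 to PND42 by -0.66 (standard error 0.20, edgeR adjusted p = 0.0274). The PND22 controls are shared by both comparisons, which favours agreement in sign. In the POA libraries labelled DES 3 µg/kg, which share none of them, the change was -0.73 (standard error 0.16, edgeR adjusted p = 0.00361). One control library labelled PND22, replicate 4, had a region score of 1.41.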

The two pathways that are predicted to be activated in the POA involve PPAR signaling. 

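Of 24 target genes of the PPAR receptors, which control fatty acid metabolism, 0 changed in the POA at any dose of KTZ at PND22 by edgeR, and 0 when adjusted over the list alone, with medians of 0.01, 0.04 and 0.04. At an unadjusted p under 0.05, edgeR had 1, 1 and 1 of them higher and 1, 1 and 0 lower, and DESeq2 called 0, 1 and 0 after adjustment. Among other lipid genes, 0 of 23 cholesterol synthesis genes rose and 1, 1 and 2 fell (1, 5 and 4 fell over the list alone), including Sqle, the squalene epoxidase, at -0.17, -0.24 and -0.27.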

Notably, the Log2FC of the differentially expressed genes (DEG) in the POA are smaller than DEG changes observed in the MBH.

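In the POA libraries labelled KTZ at PND22, Nrgn and Hmga1 were also lower at each dose. Nrgn, a calmodulin-binding postsynaptic protein, had log2 fold changes of -0.57, -0.54 and -0.51 at 3, 6 and 12 mg/kg (standard errors 0.07, 0.07 and 0.08; edgeR adjusted p = 0.00346, 0.00261 and 0.00743), and Hmga1, a chromatin protein of dividing cells, of -0.56, -0.59 and -0.60. For comparison, in POA controls Nrgn changed from PND22 to PND42 by -0.66 (standard error 0.07, edgeR adjusted p = 4.45e-05). These are the same PND22 controls as in the comparison with KTZ, which favours agreement in sign, and in the POA libraries labelled DES 3 µg/kg, which share none of them, the change was 0.24 (standard error 0.12, edgeR adjusted p = 0.129), so that the fall with age was not seen there. The median absolute log2 fold change of the genes that changed was 0.35, 0.31 and 0.33 at 3, 6 and 12 mg/kg in the POA and 0.72, 0.47 and 0.40 in the MBH. These medians are over different genes, chosen by passing the test in each tissue, and at unequal totals of counts.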

### 3.5 PPAR, a common upstream target of KTZ and DES

Using IPA upstream regulator analysis to identify potential upstream signals that may be driving changes in gene expression in the MBH, “PPARγ” was identified for all doses of KTZ and DES when compared with controls, with a z-score > 2.

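Of 24 PPAR target genes measured in the MBH at PND22, 5, 4 and 3 rose and 0, 1 and 2 fell at KTZ 3, 6 and 12 mg/kg, and 2, 0 and 4 rose and 0, 0 and 1 fell at DES 3, 6 and 12 µg/kg (the same counts when adjusted over the list alone). Cidea, a lipid droplet protein, rose with KTZ by log2 fold changes of 1.59, 1.54 and 1.42 (standard errors 0.31, 0.28 and 0.34) and Acadl, a mitochondrial acyl-CoA dehydrogenase, by 1.02, 0.55 and 0.38. With DES, Cidea had 1.27 at 3 µg/kg and 1.24 at 12 µg/kg (edgeR adjusted p = 0.0286, 0.116 and 0.00786 over the 3 doses) and Acadl 0.43, 0.59 and 0.66 (edgeR adjusted p = 0.0315, 0.0585 and 0.0033). Ucp2, a mitochondrial uncoupling protein, had -0.21, -0.65 and -0.59 with KTZ (edgeR adjusted p = 0.26, 0.0032 and 0.00315). Camera's adjusted p for the list was 0.121, 0.303 and 0.694 with KTZ. In the POA controls Cidea changed by 1.43 (standard error 0.33, edgeR adjusted p = 0.00666) and Acadl by 0.46 (standard error 0.09, edgeR adjusted p = 0.00229) from PND22 to PND42.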

**Figure 6** provides a heatmap identifying the top 15 up- and downregulated genes regulated by PPARγ in the MBH after exposure to the 3 doses of KTZ or DES. The comprehensive gene list is provided in **Supplementary Table 2**. As an illustration, the subcellular localization of the DEG products after KTZ 3mg/kg.d exposure in the MBH at PND22 is shown in **Figure 6B**. This figure represents the direct interactions between the upstream regulator (PPARγ) and the downstream top upregulated (labelled in red) or downregulated (labelled in green) genes. The upregulation of 10 and the downregulation of 5 of those genes are consistent with PPARγ activation (orange and blue arrows respectively). Two upregulated genes and 5 downregulated genes are inconsistent with PPARγ activation.

**Figure 6:**
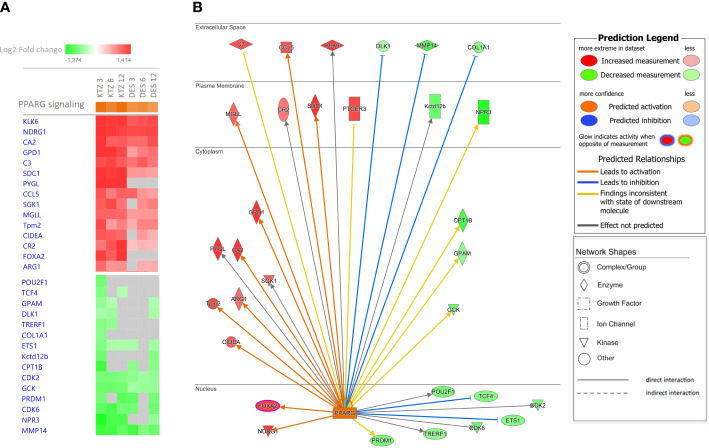
Ingenuity Pathway Analysis (IPA) identified PPARγ as upstream regulators. **(A)** The heatmap provides the top 15 up- and downregulated genes regulated by PPARγ in the MBH after exposure to the 3 doses of KTZ or DES. **(B)** The subcellular localization of the DEG products after KTZ 3 mg/kg bw/day exposure in the MBH at PND22, represents the direct interactions between the upstream regulator (PPARγ) and the downstream upregulated (labelled in red) or downregulated (labelled in green) genes. The upregulation of 10 and the downregulation of 5 of those genes are consistent with PPARγ activation (orange and blue arrows respectively). Two upregulated genes and 5 downregulated genes are inconsistent with PPARγ activation.

The IPA tool, Tox Lists, helps to link experimental data to toxicological responses by providing sets of molecules that are known to be involved in a particular type of toxicity. In the Ingenuity Tox lists, “*PPARα/RXRα activation*” is systematically found among the most significant pathways for each EDC dose compared to control (KTZ 3_p-value =2.29x107; KTZ 6_p-value =5.88x103, KTZ 12_p-value =2.43x102; DES 3_p-value =4.89 x102; DES 6_p-value =2.45 x102; DES 12_p-value =5.88 x103) with an overlap of 15 to 48% between the genes of this pathway and the DEG of each EDC dose. This toxicological activation is systematically found in the 4 canonical pathways, affected in the same direction by three doses of each EDC in the MBH on PD22 (“*Estrogen biosynthesis”, “Creb signaling in Neurons”, “IGF-1 signaling”* and *“Oxytocin in brain signaling*”) (**Supplemental Figures 2 to 5**).

### 3.6 Perinatal exposure to KTZ or DES affects mRNA expression of genes critical for puberty onset

As we previously shown, perinatal exposure to the three doses of DES and the intermediate dose of KTZ led to a significant delay in vaginal opening without affecting bodyweight (21). This observation is consistent with the delayed maturation of GnRH secretion induced by exposure to the two highest doses of KTZ and DES (**Figure 2**). We screened the PND 22 MBH RNA-seq data set for all genes known to be associated with hypogonadotropic hypogonadism or familial self-limited delayed puberty (59, 60) in order to identify potential target genes involved in delayed puberty caused by KTZ or DES. **Table 1** indicates the level of expression of genes known to be mutated in pathological conditions leading to a delay of puberty and significantly affected by at least 2 doses of KTZ on PND22 in the MBH. 

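Of 38 measured genes of human delayed puberty and hypogonadism, 5, 5 and 4 rose and 13, 11 and 12 fell in the MBH libraries labelled KTZ 3, 6 and 12 mg/kg at PND22 (5, 5 and 4 and 13, 13 and 12 when adjusted over the list alone; camera adjusted p 0.0897, 0.261 and 0.201). With DES 3, 6 and 12 µg/kg, 2, 2 and 4 rose and 4, 1 and 15 fell (2, 2 and 4 and 4, 2 and 17 over the list alone). Nsmf, which encodes the NELF protein of GnRH neuron migration, rose from 134 ± 5.71 CPM to 572 ± 310, 395 ± 148 and 386 ± 154 CPM with KTZ, log2 fold changes of 2.08, 1.55 and 1.53 (standard errors 0.29, 0.22 and 0.22; edgeR adjusted p = 0.000926, 0.000384 and 0.000292), and by 1.24, 1.51 and 1.47 with DES. Sema7a, a guidance cue of GnRH neurons, rose by 1.25, 1.28 and 1.42 with KTZ and by 1.10, 1.14 and 1.19 with DES. Sema3a, another guidance cue, had -1.40, -0.78 and -1.24 with KTZ, Fezf1, a factor of the olfactory axis, -0.99, -0.74 and -0.85, and Pnpla6, a phospholipase, -0.47, -0.34 and -0.14 (edgeR adjusted p = 0.0193, 0.00725 and 0.0619). Of the 6 genes of Table 1, which the study chose on these samples so that their counts are not independent evidence, 2, 2 and 2 rose and 4, 4 and 3 fell with KTZ, and 2, 2 and 2 rose and 3, 1 and 4 fell with DES (2 rose at each dose and 4, 4 and 4 fell with KTZ and 3, 3 and 4 with DES when adjusted over the list alone). Among the POA controls Nsmf changed from PND22 to PND42 by 0.55 (edgeR adjusted p = 0.0299), Sema7a by 0.45 and Fezf1 by -1.20.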

The comprehensive gene list is provided in **Supplemental Table 3**. Among them, *Igsf10*, for which loss-of-function mutations lead to delayed puberty, is downregulated by all doses of DES and KTZ at PND22 (61).

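Igsf10 (ENSRNOG00000013917), an immunoglobulin superfamily protein that guides the early migration of GnRH neurons, had 24.8 ± 3.62 CPM in the MBH libraries labelled control at PND22 and 10.2 ± 4.28, 12.7 ± 2.83 and 11.8 ± 2.51 CPM at KTZ 3, 6 and 12 mg/kg (mean ± SD, n = 5). Its log2 fold changes were -1.28, -0.98 and -1.08 (standard errors 0.26, 0.15 and 0.14; edgeR adjusted p = 0.00595, 0.000586 and 0.000194). With DES 3, 6 and 12 µg/kg they were -0.80, -1.05 and -1.07 (standard errors 0.14, 0.25 and 0.16; edgeR adjusted p = 0.00514, 0.0364 and 0.000828). Within POA controls Igsf10 changed by -0.48 (standard error 0.15, edgeR adjusted p = 0.0304) from PND22 to PND42 and by -0.63 (standard error 0.17, edgeR adjusted p = 0.0181) from PND22 to PND90.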

**Table 1:** Genes known to be mutated in pathological conditions leading to a delay of puberty and significantly affected by at least 2 doses of KTZ at PND22 in the MBH.

	KTZ 3		KTZ 6		KTZ 12		DES 3		DES 6		DES 12	
	Log2FC	Padj	Log2FC	Padj	Log2FC	Padj	Log2FC	Padj	Log2FC	Padj	Log2FC	Padj
*Sema7a*	1,09	3,57E-07	1,13	2,83E-07	1,25	1,00E-08	0,73	8,37E-03	0,75	5,41E-03	0,77	3,10E-03
*Nsmf*	1,59	4,16E-09	1,17	3,79E-05	1,15	6,26E-05	0,65	2,34E-02	0,79	3,84E-03	0,77	4,32E-03
*Fezf1*	-0,82	1,06E-03	-0,60	3,73E-02	-0,70	1,47E-02	-0,56	7,21E-02	-0,36	2,58E-01	-0,57	4,63E-02
*Igsf10*	-1,10	1,35E-06	-0,83	7,86E-04	-0,93	1,40E-04	-0,62	1,39E-02	-0,83	3,55E-04	-0,83	2,49E-04
*Sema3a*	-1,12	2,97E-05	-0,62	5,10E-02	-1,00	6,17E-04	-0,83	1,45E-03	-0,54	5,32E-02	-0,80	1,84E-03
*Pnpla6*	-0,45	2,54E-04	-0,31	2,66E-02	-0,13	4,53E-01	-0,10	5,44E-01	-0,21	1,26E-01	-0,24	6,67E-02

In addition, we screened the RNA-seq data set for genes known to regulate GnRH neuron activity directly or indirectly and compared their level of expression after perinatal exposure to the three doses of KTZ and DES in the MBH at PND22 (**Table 2**). 

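Genes of DNA methylation and of the Polycomb complexes, which silence genes through methylated DNA and histone H3, were mostly lower where they changed in the MBH libraries labelled KTZ at PND22. Of 30 measured, 2, 2 and 2 rose and 18, 14 and 17 fell with KTZ 3, 6 and 12 mg/kg (3, 2 and 2 and 20, 18 and 18 when adjusted over the list alone; medians -0.57, -0.37 and -0.27). Camera's adjusted p was 0.000332, 0.000365 and 0.000747, and the adjusted p was 0.812, 0.806 and 0.806 with an estimated correlation. At DES 3, 6 and 12 µg/kg, 2, 2 and 2 rose and 10, 1 and 19 fell (2, 2 and 2 and 13, 4 and 19 over the list alone). Dnmt3a (ENSRNOG00000026649), a de novo DNA methyltransferase, had log2 fold changes of -1.60, -1.02 and -0.88 with KTZ (edgeR adjusted p = 0.0119, 2.68e-05 and 3.32e-05) and -0.93, -0.84 and -1.17 with DES (edgeR adjusted p = 0.00946, 0.0987 and 0.000482). Tet1, a demethylating dioxygenase, had -1.74, -0.82 and -0.97 and Tet3 -1.35, -0.77 and -0.78 with KTZ. In the same KTZ libraries 10, 11 and 11 of 14 thalamic markers rose and 0, 1 and 0 fell (medians 1.83, 2.17 and 2.18), 14, 15 and 13 of 18 markers of mature oligodendrocytes rose and none fell (0.84, 0.71 and 0.63), 2, 0 and 0 of 10 markers of oligodendrocyte precursors rose and 5, 5 and 6 fell (-0.47, -0.27 and -0.37), and of 10 ventromedial markers none rose and 10, 9 and 9 fell (-1.23, -0.81 and -1.06). For comparison, in POA controls Dnmt3a changed from PND22 to PND42 by -1.01 (standard error 0.10, edgeR adjusted p = 2.9e-05) and Tet1 by -0.88 (standard error 0.18, edgeR adjusted p = 0.00375). Of the 11 transcriptional and epigenetic genes of Table 2, chosen by the study on these samples and so not independent evidence, 3, 4 and 4 rose and 5, 6 and 6 fell with KTZ, and 3, 3 and 3 rose and 6, 1 and 5 fell with DES (4 rose at each dose with either compound, and 5, 6 and 6 fell with KTZ and 6, 6 and 6 with DES, when adjusted over the list alone).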

The data indicates that a high number of genes involved in the transcriptional and epigenetic control of GnRH secretion are very consistently affected by the 3 doses of DES and KTZ at PN22. Notably, *Mkrn3*, known to act as a brake on GnRH secretion and puberty onset (62), was downregulated by all doses of DES and KTZ. 

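Mkrn3 (ENSRNOG00000010172), a ubiquitin ligase whose level falls before puberty, had 3.06 ± 0.474 CPM in the MBH libraries labelled control at PND22 and 1.81 ± 0.679, 1.47 ± 0.221 and 1.66 ± 0.168 CPM at KTZ 3, 6 and 12 mg/kg (mean ± SD, n = 5). The log2 fold changes were -0.78, -1.05 and -0.88 (standard errors 0.23, 0.19 and 0.17; edgeR adjusted p = 0.0239, 0.00174 and 0.00189), and with DES 3, 6 and 12 µg/kg they were -0.99, -0.95 and -0.86 (standard errors 0.19, 0.19 and 0.21; edgeR adjusted p = 0.0069, 0.0239 and 0.0082). In the POA controls Mkrn3 fell from PND22 to PND42 with a log2 fold change of -1.13 (standard error 0.23, edgeR adjusted p = 0.00335), and to PND90 with -1.31 (standard error 0.21, edgeR adjusted p = 0.00112). The 5 MBH libraries labelled control at PND22 were nearest, over 71 genes with 2-peaked levels, to POA libraries labelled KTZ 12 mg/kg at PND22, in 5 of 5 cases.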

Glutamatergic and GABAergic pathways appeared also very sensitive to KTZ and DES. 

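Of 31 genes of glutamate signalling, 5, 5 and 8 rose and 9, 8 and 11 fell in the MBH at PND22 with KTZ 3, 6 and 12 mg/kg (5, 5 and 9 and 10, 8 and 11 when adjusted over the list alone), and 3, 3 and 6 rose and 3, 1 and 9 fell with DES 3, 6 and 12 µg/kg (3, 5 and 7 and 3, 4 and 10 over the list alone). Slc17a7, the vesicular glutamate transporter VGLUT1 of cortical and thalamic neurons, rose by log2 fold changes of 4.47, 4.34 and 4.56 with KTZ, while Slc17a8, VGLUT3, had -1.35, -0.80 and -0.91. Of 23 genes of GABA signalling, 3, 5 and 5 rose and 10, 9 and 10 fell with KTZ (3, 6 and 6 and 11, 9 and 10 over the list alone), and 4, 1 and 4 rose and 3, 2 and 10 fell with DES (5, 4 and 4 and 4, 2 and 10 over the list alone). Gabrd rose by 4.87, 4.66 and 4.86 with KTZ and by 4.29, 4.62 and 4.22 with DES, and in the POA controls it changed by 2.66 (standard error 0.76, edgeR adjusted p = 0.0213) from PND22 to PND42. Camera's adjusted p was 0.301, 0.724 and 0.873 for glutamate and 0.1, 0.437 and 0.196 for GABA signalling with KTZ.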

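Grm3 (ENSRNOG00000005519), the metabotropic glutamate receptor mGluR3, had 22.4 ± 2.82 CPM in the MBH libraries labelled control at PND22 and 52 ± 5.64, 59.9 ± 9.4 and 57.5 ± 4.39 CPM at KTZ 3, 6 and 12 mg/kg (mean ± SD, n = 5), log2 fold changes of 1.21, 1.41 and 1.36 (standard errors 0.12, 0.11 and 0.09; edgeR adjusted p = 0.000121, 8.96e-06 and 9.34e-07). With DES 3, 6 and 12 µg/kg they were 1.31, 1.30 and 1.33 (standard errors 0.12, 0.10 and 0.13; edgeR adjusted p = 0.000184, 0.000175 and 6.25e-05). Among the POA controls Grm3 rose from PND22 to PND42 by 1.07 (standard error 0.16, edgeR adjusted p = 0.000589). Among GABA receptor subunits, Gabra4 rose by 1.58, 1.76 and 1.71 with KTZ and had 1.44, 1.54 and 1.36 with DES (edgeR adjusted p = 0.0439, 0.0619 and 0.00133). Gabre (ENSRNOG00000061182) fell from 71.5 ± 10.8 CPM to 18.9 ± 6.26, 22.1 ± 6.03 and 21.3 ± 2.65 CPM with KTZ and had log2 fold changes of -1.30, -1.60 and -1.49 with DES. Gabra5 had -0.48, -0.37 and -0.53 and Gabrq -1.74, -1.00 and -1.12 with KTZ. Of the 9 glutamatergic and 11 GABAergic genes of Table 2, which the study chose on these samples and which are not independent evidence, 4, 5 and 5 and 4, 4 and 5 rose with KTZ, and 3, 4 and 4 and 3, 3 and 3 fell (4, 5 and 5 and 4, 5 and 5 rose and 3, 4 and 4 and 3, 3 and 3 fell when adjusted over the list alone).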

The glutamatergic receptor, *Grm3*, was upregulated by all the doses of KTZ and DES while seven subunits of GABA receptor were significantly affected by the 3 doses of KTZ and by some doses of DES. In addition, the mRNA expression of other receptors able to modulate reproductive function, such as *Ghr, Gpr37, Esrra* or *Tshr*, were also altered in the same direction by all the doses of KTZ and nearly all doses of DES. 

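In the MBH at PND22, Ghr, the growth hormone receptor, had log2 fold changes of -0.92, -0.62 and -0.76 with KTZ 3, 6 and 12 mg/kg (standard errors 0.16, 0.12 and 0.12; edgeR adjusted p = 0.00326, 0.00298 and 0.000602) and -0.63, -0.63 and -0.78 with DES 3, 6 and 12 µg/kg. Tshr, the thyrotropin receptor, had -1.07, -0.99 and -1.16 with KTZ (edgeR adjusted p = 0.00525, 0.00108 and 0.000339) and -1.05, -0.96 and -1.00 with DES. Esrra, the estrogen-related receptor alpha, had 0.93, 0.56 and 0.64 with KTZ (edgeR adjusted p = 0.00468, 0.00966 and 0.00451) and 0.48, 0.74 and 0.66 with DES (edgeR adjusted p = 0.0887, 0.0897 and 0.00167). Gpr37, a receptor of oligodendrocytes, had 0.36, 0.46 and 0.65 with KTZ (edgeR adjusted p = 0.0934, 0.00115 and 3.82e-05) and 0.60, 0.51 and 0.54 with DES. From PND22 to PND42 the POA controls changed by -0.47 (edgeR adjusted p = 0.0111) in Ghr, -0.86 (edgeR adjusted p = 0.0435) in Tshr, 0.16 (edgeR adjusted p = 0.376) in Esrra and 0.62 (edgeR adjusted p = 0.00142) in Gpr37.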

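Avp (ENSRNOG00000021229), which encodes the vasopressin precursor, lies next to Oxt in the genome and had 23.8 ± 11.1 CPM in the MBH libraries labelled control at PND22. It had 159 ± 78.6, 87.1 ± 26.3 and 71.8 ± 24.4 CPM at KTZ 3, 6 and 12 mg/kg (mean ± SD, n = 5), log2 fold changes of 2.72, 1.86 and 1.58 (standard errors 0.39, 0.30 and 0.31; edgeR adjusted p = 0.00107, 0.000862 and 0.00202). With DES 3, 6 and 12 µg/kg it had 116 ± 78.7, 107 ± 38.6 and 125 ± 76.8 CPM and log2 fold changes of 2.26, 2.15 and 2.37 (standard errors 0.47, 0.36 and 0.43; edgeR adjusted p = 0.0104, 0.00973 and 0.00235). Within POA controls its change from PND22 to PND42 was 0.30 (standard error 0.50, edgeR adjusted p = 0.689).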

The two neuropeptides, arginine vasopressin (*Avp*) and oxytocin (*Oxt*) synthesized in magnocellular neurons located mainly in the supraoptic (SON) and paraventricular (PVN) nuclei of the hypothalamus, appear to be upregulated by all the doses of KTZ and DES. The expression of *Npw*, neuropeptide identified to play a role in regulating energy homeostasis during postnatal development (63), was also strongly downregulated by all doses of KTZ and DES.

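Npw (ENSRNOG00000012390), the neuropeptide W precursor, had 2.76 ± 0.766 CPM in the MBH libraries labelled control at PND22 and 0.123 ± 0.0994, 0.0665 ± 0.0915 and 0.0729 ± 0.0481 CPM at KTZ 3, 6 and 12 mg/kg (mean ± SD, n = 5). The log2 fold changes were -4.46, -5.29 and -5.07 with KTZ (standard errors 0.37, 0.48 and 0.38; edgeR adjusted p = 1e-05, 2.18e-06 and 5.36e-07) and -4.74, -4.74 and -4.72 with DES 3, 6 and 12 µg/kg (standard errors 0.41, 0.41 and 0.45; edgeR adjusted p = 2.03e-05, 6.62e-05 and 2.11e-05). The gene did not pass the low-count filter in the POA at PND22, and no change with age is given for it.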

**Table 2:** Genes known to regulate GnRH activity and their level of expression (Log2FC) after perinatal exposure to the three doses of KTZ and DES in the MBH at PND22 and PND90.

	KTZ							DES					
	P22				P90			P22			P90		
Pathway	Gene	K3	K6	K12	K3	K6	K12	D3	D6	D12	D3	D6	D12
Transcriptional and epigenetic control of puberty and reproduction	*Cbx7*	0.493***	0.614***	0.630***	0.704***	0.754***	0.695***	0.578***	0.529***	0.540***			0.400**
	*Dnmt3a*	-1.263***	-0.804**	-0.694*	-0.975***	-0.928***	-0.892***	-0.651*	-0.595*	-0.824**			-0.417**
	*Dnmt3b*	-1.030***	-0.959**	-0.556			-0.478*	-0.794**	-0.604*	-0.924***			
	*Ezh1*	0.335*	0.481**	0.569***	0.451***	0.519***	0.620***	0.500***	0.424***	0.421***			0.357***
	*Ezh2*	-0.429*	-0.560**	-0.544**	-0.788***	-0.843***	-0.896***	-0.685***	-0.361*	-0.591***			-0.418*
	*Mkrn3*	-0.686**	-0.918***	-0.778***	-0.922***	-0.926***	-1.043***	-0.808***	-0.777***	-0.709**			
	*Gata3*	0.871**	0.814*	1.270***									
	*Sema7a*	1.092***	1.130***	1.246***			0.502**	0.725**	0.748**	0.775**			
	*Prc1*				-0.479**	-0.612***	-0.528**						
	*Sirt2*		-0.354*	-0.393*	-1.031***	-1.114***	-1.136***	-0.415**	-0.328*				-0.427*
	*Per3*	-0.932***	-0.598**	-0.421*	-0.287*	-0.342*	-0.401**	-0.528*	-0.433*	-0.657**			-0.394***
Gabaergic signaling	*Gabbr1*	0.154*	0.191*	0.213**	0.135*			0.235*					
	*Gabbr2*	0.476*	0.629**	0.750***			0.324*	0.520*					
	*Gabra4*	1.234***	1.372***	1.336***					0.555*				
	*Gabra5*	-0.462***	-0.352***	-0.515***				-0.424***	-0.467***	-0.425***			
	*Gabrd*	2.143***	2.011***	2.138***			0.307*	0.372***	0.445***	0.353***			
	*Gabre*	-1.711***	-1.509***	-1.555***	-0.782***	-0.786***	-0.856***	-0.897**	-1.102***	-1.022***			-0.421*
	*Gabrq*	-1.287***	-0.739*	-0.833*						-0.863**			
	*Slc32a1*												
	*Abat*				0.393***	0.439***	0.287**						0.256**
	*Gnai2*				0.322***	0.279***	0.210**						
	*Trak2*	0.955***	0.715***	0.607**	0.414*	0.421*		0.489**	0.524**	0.758***			0.391**
Calcium signaling	*Cacna1i*	-0.716***			-0.310**	-0.236*	-0.311**						-0.344**
	*Cacna1h*	-0.781***	-0.778***	-0.524*	-0.401**	-0.336*	-0.356*		-0.501*	-0.504*			-0.481***
	*Cacna2d3*	0.370*	0.493*	0.515*									
	*Cacna2d4*	0.944**	0.785*							0.618*			
	*Cacnb1*	-0.550***	-0.556***	-0.434**	-0.372***	-0.402***	-0.320**	-0.325*	-0.311*	-0.353*			-0.286***
	*Cacng3*	0.239*	0.319*	0.285*			0.331*		0.334*				
	*Cacng4*				-0.220***	-0.296***	-0.217***						-0.152*
Glutamatergic signaling	*Grid2ip*	1.938***	2.068***	2.232***				0.652***	0.753***	0.725***			
	*Grik2*	-0.579***	-0.334*	-0.405*	-0.338**				-0.391*	-0.420*			
	*Grm3*	1.168***	1.365***	1.308***	0.658***	0.606***	0.802***	1.210***	1.198***	1.219***			0.474**
	*Grm4*	0.755**	0.693**	0.993***		-0.434*							
	*Neto1*	-1.163***	-0.526*	-0.703**	-0.539***		-0.389*	-0.543*		-0.692**			
	*Slc17a7*	1.832***	1.744***	1.877***				0.388***	0.544***	0.511***			
	*Adcy6*	-0.745***	-0.527***	-0.420**	-0.479***	-0.448***	-0.414***	-0.449**	-0.499**	-0.469**			-0.369***
	*Itpr1*		0.631**	0.587**	0.414**	0.503**	0.612***						0.409***
	*Slc38a3*		-0.248**		-0.252**	-0.349***	-0.427***			-0.264**			
Neuropeptides and receptors controlling reproductive function	*Crhr2*	-1.019***	-0.962***	-1.043***				-0.588*	-0.735**				-0.360*
	*Esr1*	-1.130***	-0.571*	-0.860***									
	*Esrra*	0.854***	0.516*	0.580**					0.591*	0.519*			
	*Ghr*	-0.846***	-0.561**	-0.701***			-0.346*	-0.533*	-0.541**	-0.666***			
	*Gpr37*	0.345*	0.452**	0.625***	0.266*		0.447***	0.585***	0.491***	0.521***			
	*Rxra*	-0.539***	-0.397**	-0.325*						-0.369*			
	*Rxrg*	-0.509***	-0.570***	-0.585***					-0.414*				
	*Tshr*	-0.935***	-0.851***	-1.008***				-0.794**	-0.720**	-0.765**			
	*Oxt*	2.509***	2.014***	1.651***	0.427*			1.300***	1.271***	1.369***			
	*Pdyn*	-0.624***	-0.708***	-0.775***					-0.498*	-0.697**			
	*Pgf*	0.900***	0.507*	0.477*	0.607***	0.459**	0.384*	0.509*	0.607**	0.572**			
Control of metabolism	*Adora1*	0.777***	0.710***	0.672***				0.473*	0.482*	0.503*			0.306*
	*Agrp*	-0.620*	-1.027***	-1.032***			-0.584**						
	*Arg1*	1.023***	0.725***	0.769***					0.568*	0.563*			
	*Avp*	1.994***	1.337***	1.129***	0.869***		0.779***	0.847***	0.789***	0.895***			
	*Car2*	1.520***	1.103***	1.132***	0.783***	0.655***	0.805***	1.024***	1.030***	1.211***			0.476**
	*Cck*	1.897***	1.486***	1.529***				0.363*	0.603**	0.435*			
	*Gpr12*	0.464*	0.547*	0.549*					0.529*	0.547*			
	*Gpr17*	-1.488***	-1.207***	-1.109***	-2.211***	-2.306***	-2.182***	-1.035***	-1.096***	-1.101***			-0.380*
	*Igfbp5*	0.579***	0.715***	0.697***	0.701***	0.587***	0.718***	0.837***	0.750***	0.572***			0.472**
	*Insig1*	0.628***	0.527***	0.575***			0.344*	0.501**	0.444**	0.467**			
	*Mc3r*	-0.529*	-0.666**	-0.606**					-0.502*	-0.621**			
	*Npw*	-3.104***	-3.317***	-3.315***	-1.996***	-1.898***	-2.049***	-2.525***	-2.524***	-2.524***			-0.426**
	*Npy2r*	-1.257***	-0.684*	-0.806**						-0.679*			
	*Nr5a1*	-1.278***	-1.333***	-0.969***	-0.465*			-0.761*		-0.809**			-0.413*
	*Stat3*	-0.619***	-0.491**	-0.440*				-0.405*	-0.470**	-0.571***			

Upregulated (font color po ay red) or Downregulated (font color po ay green) genes /*p<0,05 ; **p<0,01 ; ***p<0,001.

### 3.7 Consequences of exposure to KTZ or DES on adult transcriptome

As depicted in **Figures 3**, **4**, perinatal exposure to KTZ but not DES appeared to significantly affect hypothalamic (MBH and POA) transcriptional activity in adulthood. 

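In the MBH at PND90, Alox15 had log2 fold changes of -5.76, -6.00 and -5.86 against the control at KTZ 3, 6 and 12 mg/kg, and Ifit3, an interferon-induced gene, of 2.38, 3.14 and 2.92. In the direct comparison of KTZ with DES, 5737 genes (2936 higher with KTZ, 2801 lower) differed at the lowest dose of each and 2456 (1351 and 1105) at the middle dose, where it was 1595 without KTZ 6 mg/kg replicate 2 and 1547 without DES 6 µg/kg replicate 4. At the highest dose edgeR called 0 (963 at an unadjusted p under 0.05; DESeq2 called 2), where KTZ and DES shared 215 genes that rose and 556 that fell (33.2 and 102 for independent lists). Over 10 splits that gave each compound its own 2 or 3 controls, the median number that changed in the same direction with both was 74. At that dose the log2 fold changes correlated at 0.82 across genes (covariance 0.146), and at 0.62 (0.125) over these splits. The doses of the compounds differ in unit and are not matched. The direct comparison was made in the MBH only. Libraries labelled KTZ 3, 6 and 12 mg/kg had age scores of 1.55 ± 0.13, 1.43 ± 0.42 and 1.44 ± 0.13. Those labelled DES 3, 6 and 12 µg/kg had -0.71 ± 0.11, -0.60 ± 0.09 and 0.76 ± 1.26. At the lowest and middle doses the groups compared thus differed in age score. The counts there do not tell a difference between the compounds from one of age. From Figures 3 and 4, the paper proposes that KTZ but not DES affected transcription in the adult MBH and POA. It also reports 2496 genes changed in the MBH at PND90 with the highest dose of DES alone.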

The heatmaps presented in **Figure 7** compares the 20 most enriched canonical pathways in the MBH or POA after perinatal exposure to the 3 doses of KTZ. 

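Calcium channel genes that changed were lower in the MBH libraries labelled KTZ at PND90: Cacna1h, a T-type channel subunit, had log2 fold changes of -0.45, -0.38 and -0.41 at 3, 6 and 12 mg/kg (edgeR adjusted p = 0.0054, 0.0261 and 0.00669) and Cacnb1, a beta subunit, -0.39, -0.43 and -0.35. Of 50 oxytocin signalling genes there, 3, 1 and 5 rose and 16, 4 and 9 fell (4, 1 and 5 and 17, 3 and 9 over the list alone). In the POA libraries labelled KTZ at 6 and 12 mg/kg, Grm2, a metabotropic glutamate receptor, had 0.91 and 1.10, and Camk2a, a calmodulin kinase, -0.62 and -0.53. Of the oxytocin signalling genes, 4 and 12 rose and 3 and 3 fell (6 and 13 and 3 and 4 over the list alone) at these doses in the POA, of 43 CREB signalling genes 4 and 6 rose and 3 and 6 fell (4 and 6 and 3 and 5 over the list alone), and of 24 cholesterol synthesis genes 10 and 11 rose and 1 and 1 fell (12 and 13 and 1 and 1 over the list alone). Markers of ventromedial neurons moved with them in the POA: of 9, 6 and 6 rose and 0 and 1 fell (6 and 7 and 0 and 1 over the list alone). The authors' pathway software weighs a curated network that the deposited counts do not hold, so its activation scores have no counterpart here.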

IPA mainly predicted a strong inhibition of the most affected pathways in the MBH and a moderate activation of a limited number of pathways in the POA. Several enriched pathways appeared conserved between PND 22 and PND 90 in the MBH. “*Creb signaling in Neurons”, “IGF-1 signaling”* and *“Glutamate receptor signaling*” were still predicted to be downregulated. 

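Genes of CREB, IGF-1 and glutamate signalling that changed with KTZ at PND90 in the MBH were mostly lower. Prkacb had log2 fold changes of -0.51, -0.37 and -0.34 at 3, 6 and 12 mg/kg (edgeR adjusted p = 0.000652, 0.0527 and 0.00778), Adcy6, an adenylyl cyclase, -0.50, -0.47 and -0.45, and Grin1, the obligate NMDA receptor subunit, -0.43, -0.50 and -0.17. Of 43 CREB signalling genes, 4, 1 and 3 rose and 15, 2 and 7 fell (4, 0 and 1 and 17, 2 and 6 when adjusted over the list alone; camera adjusted p 0.109, 0.437 and 0.796). Of 40 IGF-1 signalling genes, 1, 1 and 4 rose and 11, 7 and 11 fell (the same counts over the list alone; camera adjusted p 0.132, 0.147 and 0.246), with Igfbp2, an IGF-binding protein, at -1.05, -1.64 and -1.68. Of 31 glutamate signalling genes, 3, 1 and 1 rose and 14, 6 and 5 fell (3, 1 and 1 and 17, 6 and 5 over the list alone; camera adjusted p 0.00568, 0.109 and 0.616, and 0.812 at 3 mg/kg as the adjusted p with an estimated correlation). In the same libraries 7, 7 and 7 of 9 markers of newly formed oligodendrocytes, 8, 9 and 9 of 10 of oligodendrocyte precursors, 6, 6 and 8 of 9 of meningeal fibroblasts and 7, 7 and 7 of 7 of blood cells fell and none of these rose (medians -0.66, -0.68 and -0.67; -0.50, -0.60 and -0.44; -1.35, -1.74 and -2.03; -2.58, -2.65 and -2.19), while 10, 3 and 5 of 14 astrocyte markers and 9, 1 and 6 of 12 microglial markers rose and none fell (0.39, 0.35 and 0.14; 0.41, 0.22 and 0.18). For comparison, in POA controls Grin1 changed from PND22 to PND90 by -0.38 (standard error 0.07, edgeR adjusted p = 0.00291) and Prkacb by -0.33 (standard error 0.08, edgeR adjusted p = 0.00808). All 5 libraries labelled control at PND90 in the MBH had an age score nearest to PND22.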

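In the MBH libraries labelled KTZ at PND90, Kiss1, which encodes kisspeptin, had log2 fold changes of 1.57, 1.61 and 1.04 at 3, 6 and 12 mg/kg (edgeR adjusted p = 0.000902, 0.00767 and 0.084), Tac3, the neurokinin B precursor, 0.83, 0.74 and 0.36 (edgeR adjusted p = 0.000716, 0.0311 and 0.117) and Gnrh1 1.13, 1.08 and 0.05 (edgeR adjusted p = 0.0308, 0.0607 and 0.937). Of 23 genes of this network, 4, 3 and 2 rose and 1, 2 and 1 fell (4, 5 and 2 and 1, 2 and 1 when adjusted over the list alone; camera adjusted p 0.783, 0.387 and 0.527). Of 22 voltage-gated calcium channel genes, which GnRH receptor signalling uses, 14, 8 and 8 fell and 0 rose (15, 8 and 8 over the list alone; medians -0.30, -0.26 and -0.13). In the POA controls Kiss1 changed from PND22 to PND90 by 2.35 (standard error 0.69, edgeR adjusted p = 0.0252) and Tac3 by 1.03 (standard error 0.21, edgeR adjusted p = 0.00416).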

The comparison also revealed “*GnRH signaling pathways*” among the top downregulated pathways.

**Figure 7:**
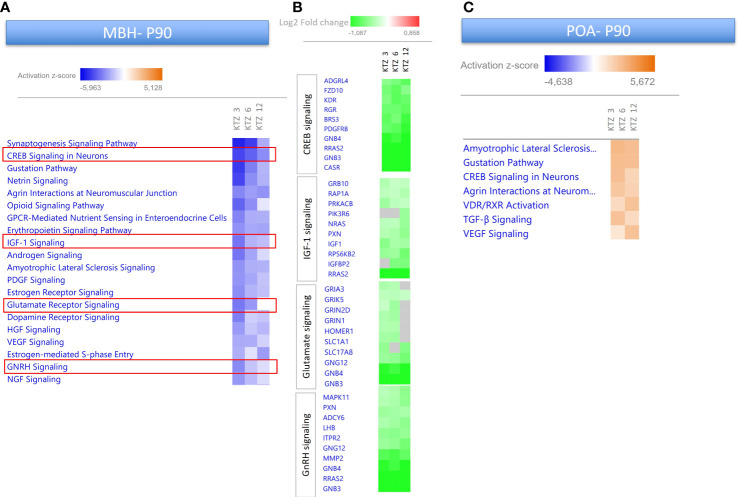
Enriched pathways differentially expressed in the MBH and POA of PND90 females after perinatal exposure to KTZ compared to controls. **(A)** Heatmaps comparing the most enriched canonical pathways for the 3 doses of KTZ were generated by ranking pathways according to the Z-score and applying threshold and filters as described in the material and methods section. The z-score predicts whether a canonical pathway or diseases and biological functions are increased (positive z-score, orange) or decreased (negative z-score, blue) in accordance with the experimental dataset. Darker colors indicate higher absolute z-scores. **(B)** Heatmaps representing the Log2FC of the 10 most downregulated genes for 4 selected pathways. Green color indicates a significant change in expression (adjusted p-value < 0.05). Grey indicates non-significant changes. **(C)** Heatmaps comparing the most enriched canonical pathways in the POA for the 3 doses of KTZ were generated by ranking pathways according to the Z-score.

Several DEGs at PND22 in the MBH showed similar alterations at PND90 after KTZ exposure. 

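Dnmt3a in the MBH had log2 fold changes of -1.12, -1.07 and -1.04 at KTZ 3, 6 and 12 mg/kg at PND90 and Tet1 of -1.21, -0.59 and -0.94. Among the POA controls Dnmt3a changed from PND22 to PND90 by -1.01 (edgeR adjusted p = 0.000154) and Tet1 by -1.08 (edgeR adjusted p = 0.00313). Of 15181 genes tested at both ages, 502 rose at all 3 doses at PND22 and again at PND90 and 498 fell at both, where independent lists would share 119 and 124. A further 8 rose at PND22 and fell at PND90 and 2 did the opposite (125 and 117 for independent lists). The ages have separate control libraries, but both control groups were nearest to PND22 in age score (-0.76 ± 0.07 and -0.67 ± 0.16). All libraries labelled KTZ at these ages were nearest to PND42 or PND90. The recurrence therefore does not tell a lasting effect of KTZ from the same difference in age score at both labelled ages. Of the genes changed at all 3 doses that also changed with age in the POA controls, 1710 of 1719 at PND22 moved as they do from PND22 to PND42, and 1486 of 1486 at PND90 moved as they do from PND22 to PND90.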

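Cbx7 (ENSRNOG00000016875), a reader subunit of Polycomb repressive complex 1, had 45.6 ± 2.05 CPM in the MBH libraries labelled control at PND22 and 64.4 ± 2.6, 70 ± 5.71 and 70.8 ± 3.7 CPM at KTZ 3, 6 and 12 mg/kg (mean ± SD, n = 5). Its log2 fold changes were 0.49, 0.61 and 0.63 at PND22 and 0.73, 0.77 and 0.71 at PND90 (edgeR adjusted p = 0.00188, 0.000125 and 1.54e-05 and 9.28e-06, 6.51e-05 and 1.43e-05). Ezh1, a histone methyltransferase of Polycomb repressive complex 2, had 0.34, 0.49 and 0.59 at PND22 (edgeR adjusted p = 0.0701, 0.00242 and 2.59e-05) and 0.47, 0.54 and 0.63 at PND90. Ezh2 (ENSRNOG00000006048), its paralog in dividing cells, had -0.47, -0.62 and -0.60 at PND22 (edgeR adjusted p = 0.0348, 0.0116 and 0.00612) and -0.89, -0.96 and -1.03 at PND90 (edgeR adjusted p = 0.000235, 0.000558 and 6.65e-05). Within POA controls Cbx7 rose by 0.69 (standard error 0.11, edgeR adjusted p = 0.000575) from PND22 to PND42, Ezh1 changed by 0.46 (standard error 0.07, edgeR adjusted p = 0.000375), and Ezh2 changed by -0.89 (standard error 0.15, edgeR adjusted p = 0.00117) from PND22 to PND90. Of the 30 Polycomb and DNA methylation genes, 3, 2 and 3 rose and 13, 9 and 14 fell at PND90 (3, 2 and 3 and 15, 11 and 16 when adjusted over the list alone).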

Three PolyComb genes important for the epigenetic regulation of reproductive genes (64), *Cbx7, Ezh1* and *Ezh2*, were all affected by the three doses of KTZ at both ages. The glutamatergic receptor, *Grm3*, and the ϵ subunit of GABAergic receptor were still upregulated and downregulated, respectively, at PND90. 

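At PND90 in the MBH, Grm3 had 30 ± 4.51 CPM in the libraries labelled control and 49.3 ± 8.03, 47.4 ± 8.09 and 55.1 ± 4.94 CPM at KTZ 3, 6 and 12 mg/kg (mean ± SD, n = 5), log2 fold changes of 0.73, 0.67 and 0.87 (standard errors 0.12, 0.12 and 0.09; edgeR adjusted p = 0.000466, 0.00323 and 2.24e-05). Gabre had 54.8 ± 7.81 CPM and 27.4 ± 5.67, 27.3 ± 8.5 and 25.7 ± 4.9 CPM, log2 fold changes of -0.98, -0.99 and -1.09 (standard errors 0.13, 0.20 and 0.13; edgeR adjusted p = 0.000117, 0.00559 and 4.44e-05). From PND22 to PND90 the POA controls changed by 0.88 (standard error 0.20, edgeR adjusted p = 0.00662) in Grm3 and by -1.09 (standard error 0.14, edgeR adjusted p = 0.000286) in Gabre. Of the 23 GABA signalling genes, 3, 3 and 4 rose and 8, 3 and 6 fell at PND90 (the same counts when adjusted over the list alone).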

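Npw at PND90 in the MBH had 3.12 ± 1.07 CPM in the libraries labelled control and 0.139 ± 0.19, 0.194 ± 0.122 and 0.103 ± 0.0769 CPM at KTZ 3, 6 and 12 mg/kg (mean ± SD, n = 5). Its log2 fold changes were -4.47, -3.93 and -4.85 (standard errors 0.47, 0.38 and 0.41; edgeR adjusted p = 8.24e-06, 4.84e-05 and 4.27e-07). All 15 exposed libraries lay below the control mean. Of the 15 metabolism genes of Table 2, which hold Npw and were chosen on these samples, so that they are not independent evidence, 4, 2 and 4 rose and 4, 2 and 3 fell at PND90 (4, 2 and 6 and 4, 2 and 4 when adjusted over the list alone).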

The expression of the neuropeptide, *Npw* was also strongly downregulated by all doses of KTZ at PND90.

Finally, we assessed by RT-qPCR the mRNA expression of six genes after pubertal and adult exposures to KTZ and DES. These six genes were chosen because they were differentially affected by the perinatal exposure to most of the doses of KTZ and DES at PND22 and PND90. Only *Dnmt3* mRNA expression was affected by pubertal or adult exposure to one dose of KTZ (**Supplemental Figure 7**).

## 4 Discussion

This study assessed the consequences of exposure to two EDCs with different mode of action, ketoconazole (steroidogenesis inhibitor) and diethylstilbestrol (strong estrogen), on the hypothalamic transcriptome governing GnRH release in female rats. To consolidate the study, multiple doses and different windows of exposure were tested. We found that perinatal exposure to KTZ and DES delayed the maturation of GnRH secretion in female rats which is consistent with the delay in vaginal opening we previously reported for the same animals (21). Our results underline the exquisite sensitivity of the mediobasal hypothalamus to developmental exposure to EDCs. In particular, the transcription of crucial actors of the GnRH network was affected by the developmental exposure to both estrogenic and anti-androgenic compounds.

### 4.1 GnRH release is sensitive to EDC exposure

We have previously shown that developmental exposure to estrogenic EDCs can disrupt the hypothalamic control of puberty (19, 20, 65). Our hypothalamic incubation model retains the pulsatile characteristics of GnRH secretion which are defined by a physiological acceleration before the onset of puberty (51). This model is thus well suited to detect the central effects of EDCs on GnRH secretion *ex vivo*. We previously documented that delayed vaginal opening caused by developmental exposure to EDCs can be explained by a slowdown of GnRH pulsatile release before puberty. Exposure to DES at 1 µg/kg.day during the first 5 postnatal days led to a slower release of GnRH at PND 25 and to delayed vaginal opening (19). The same observation was made after exposure to 25 ng/kg.day of BPA during the first 5 or 15 postnatal days while a higher dose of 5 mg/kg.day accelerated maturation of GnRH secretion and advanced puberty (20). In this study, we observed that perinatal exposure to 12 µg/kg.day DES and 12 mg/kg.day KTZ slowed down GnRH secretion consistent with the reported delayed vaginal opening (21). The prepubertal period was the most sensitive in detecting the impact of EDCs on GnRH release as the impact of DES and KTZ on GnRH secretion was less pronounced at later ages (PND 42 and 90). This indicates that the mechanisms that trigger the activation of the GnRH pulse generator at puberty onset may be more sensitive to KTZ or DES than the mechanisms maintaining GnRH secretion later in life (66, 67). The activation of GnRH release around puberty results from a loss in trans-synaptic inhibition together with a rise in excitatory input (34). This is explained by a shift in expression of puberty activating and inhibitory genes. Our results suggest that early exposure to KTZ or DES disrupt the shift in expression of key inhibitory or excitatory factors which are responsible for GnRH secretion acceleration at puberty. In addition, our data identified the perinatal period as a critical window of sensitivity, as exposure to DES or KTZ during that period led to an alteration of GnRH pulsatility while pubertal or adult exposures had no impact on GnRH pulse frequency in our model. However, we cannot exclude that such later exposure could affect other parameters such as the amplitude of GnRH pulses *ex vivo* which is physiologically increased during the afternoon of the proestrus (68).

### 4.2 EDC exposure disrupts extrinsic GnRH pulse generator

We show here that a very high number of hypothalamic genes is affected by perinatal exposure to KTZ and DES when studied during the prepubertal period (PND 22). This illustrates the high sensitivity of the hypothalamic transcriptional regulation to EDC exposure. The cell bodies of GnRH neurons are located in the POA. Their projections cross the MBH to end in the median eminence where GnRH is released in a pulsatile manner. Compelling data indicate that the pulse generator is not intrinsic to GnRH neurons, but rather is extrinsic and located within the arcuate nucleus and MBH (32, 67, 69). In our study, the MBH transcriptome appeared more sensitive to KTZ and DES exposure than the POA, as shown by the higher number of DEGs and the broad amplitude of expression changes. KNDy (expressing Kisspeptin, Neurokinin B and Dynorphin) and GABAergic neurons appear to be major actors of the GnRH pulse generator (32, 67, 69). Recent work by Herbison demonstrated that the inhibitory GABAergic signalization on GnRH dendrons requires GABA_B_ receptor and voltage-gated calcium channels (VGCC)(70). 

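In the MBH libraries labelled KTZ at PND22, Gabbr1, a subunit of the GABAB receptor, had log2 fold changes of 0.14, 0.18 and 0.21 at 3, 6 and 12 mg/kg (standard errors 0.08, 0.07 and 0.06; edgeR adjusted p = 0.175, 0.0546 and 0.0173), and Gabbr2, the other subunit, 0.52, 0.69 and 0.83 (edgeR adjusted p = 0.0313, 0.0019 and 0.000953). Cacna2d3, an auxiliary calcium channel subunit, had 0.39, 0.52 and 0.55 (edgeR adjusted p = 0.016, 0.0123 and 0.00942) and Cacng3, a gamma subunit, 0.24, 0.32 and 0.29 (edgeR adjusted p = 0.134, 0.0138 and 0.00772). Cacna2d1, a related subunit, had -1.43, -0.76 and -0.64. Of 22 voltage-gated calcium channel genes, 3, 3 and 4 rose and 9, 7 and 7 fell (3, 3 and 7 and 10, 8 and 9 when adjusted over the list alone; camera adjusted p 0.16, 0.388 and 0.743). From PND22 to PND42 the POA controls changed by -0.02 (edgeR adjusted p = 0.912) in Gabbr2 and -0.08 (edgeR adjusted p = 0.76) in Cacna2d3.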

In our study, the expression of two subunits of GABA_B_ receptor and two subunits of VGCC, *Cacna2d3* and *Cacng3*, are upregulated by all doses of KTZ in the MBH at PND22, which is consistent with a delay in the activation of the extrinsic GnRH pulse generator and slowdown of GnRH pulsatile secretion. The opposite observation is made for the P22 downregulation of *Mkrn3*, that has been recently demonstrated to prevent puberty initiation, at least in part, by repressing the transcription of the genes coding for Kisspeptin and Neurokinin B (62). Finally, we cannot exclude that the delay in GnRH secretion maturation is due to the disruption of embryonic migration or development of GnRH neurons by DES or KTZ. *Igsf10* mutations are associated with abnormal GnRH neuronal migration resulting in delayed puberty (61). Notably, in our study, *Igsf10* is downregulated by all doses of KTZ and DES at PND22. Additionally, epigenetic factors driving fgf8-dependent GnRH neuron development such as *Dnmt* and *Ezh2* (71), were downregulated by the developmental exposure to KTZ.

### 4.3 Biomarkers of KTZ and DES exposure

To identify potential biomarkers of exposure, we focused on DEGs and pathways that were affected by all 3 doses of KTZ and DES*. Ingenuity pathway analysis^®^(IPA)* is a powerful analysis and interpretation tool built on the comprehensive and manually selected content of the QIAGEN Knowledge Base. Using IPA, we identified pathways predicted to be up or down regulated by perinatal exposure to KTZ and DES. At PND 22, the top pathway predicted to be activated by DES and KTZ was “*estrogen biosynthesis*”. The role of neuroestrogens in the regulation of GnRH and puberty is still incompletely understood. Terasawa et al. showed that neuroestradiol, locally synthesized in the hypothalamus, could be a component of the central inhibition of GnRH release before puberty in monkeys (72). Estradiol (E_2_) levels in the median eminence are higher before than during puberty onset when GnRH release begins to increase (73). Because neuroestrogens appear to halt puberty, the activation of this pathway seems consistent with the delay of maturation of GnRH release observed in our model of exposure.

The “*Creb signaling pathway*” was systematically identified as downregulated by the three doses of KTZ in the MBH at PND22 and PND90 and in the POA at PND22. DES exposure similarly led to a downregulation of this pathway in the MBH at PND22. cAMP response element-binding protein (Creb) is a transcription factor which binds to cAMP response element (CRE) of the promoter of its target genes. As illustrated in **Supplemental Figure 2**, Creb can act as a second messenger upon activation of glutamate receptors, growth factor receptors or an intracellular Ca2+ influx (74, 75). GnRH neurons express Creb which acts as a mediator of E2 negative feedback (76). Creb has already been reported to be a target of anti-androgenic EDC in the hippocampus (77–79) and the testes (80).

The “*Igf‐1 (insulin-‐like growth factor 1) signaling pathway*” was another pathway constantly affected by perinatal exposure to KTZ and DES. Igf1 is a metabolic signal activating and enhancing GnRH secretion at the time of puberty 81). IGF1 effect on GnRH neurons is mediated by glial production of PGE2 (81) and by neurokinin B release by KNDys neurons (82). Its expression is sensitive to EDCs, as it is upregulated in the arcuate nucleus after perinatal exposure to BPA or DES (83). Recent data indicates that precocious puberty in female rats following peripubertal exposure to 5 mg/kg/day of DEHP was associated with an upregulation of the hypothalamic Igf-1/Pi3k/Akt/mTor pathway. Inhibition of Igf-1R and mTor prevented the action of DEHP by decreasing Kiss-1, Gpr54, and GnRH expression (84). These reports support Igf1 as an interesting biomarker of EDC impact on the hypothalamic network.

We identified *Oxt* and *Avp* as potential biomarkers, as they were among the genes most affected by perinatal exposure to KTZ and DES at PND 22 and PND 90. The pathway “*Oxytocin in brain signaling*” was also identified by IPA analyses. Oxytocin appears to play a key role in pubertal onset and ovulation in several species. In rats, oxytocin facilitates female pubertal development through a mechanism involving Pge2 release by glial cell and increases the expression of several actors of the GnRH network including kisspeptin (85–87). In fish, studies suggest a modulation of the hypothalamo-pituitary-gonadal axis by oxytocin (88). In women, oxytocin is involved in the physiological regulation of LH through the ovulatory cycle (89). Hypothalamic oxytocin appears to be sensitive to EDC exposure. In our previous study, a perinatal exposure to a mixture of estrogenic and anti-androgenic EDCs led to a transgenerational downregulation of *Oxt* mRNA expression in the hypothalamus of prepubertal female rats (65). In the present study, we observed an opposite effect. *Oxt* was upregulated after both KTZ and DES perinatal exposure. These changes appear to contradict the delayed maturation of GnRH secretion and puberty. but could be seen as reactive rather than causal as previously seen for BPA effects on hypothalamic expression of enzymes involved in GABA synthesis (20). Thus, *Oxt* appears as a sensitive target, and a potential biomarker, of developmental exposure to EDCs.

Our results indicate that PPARγ could be one of the upstream regulators driving the changes in gene expression caused by KTZ and DES in the MBH. PPARγ is a nuclear receptor and a transcription factor. It regulates the expression of genes responsible for adipocyte differentiation, placental differentiation, lipid and glucose homeostasis, control of inflammatory responses and steroidogenesis (90). PPARγ is also expressed by hypothalamic AgRP and NPY neurons which are involved in the control of energy balance in mice and rats (91, 92). Those neurons send projections to GnRH neurons and regulate their activity (reviewed in (93)). One could hypothesize that PPARγ expressed by AgRP/NPY neurons could mediate EDC effects on GnRH secretion. However, the role of PPARγ as a metabolic sensor regulating GnRH activity remains to be determined. Several studies indicate that PPARγ expression and activity are sensitive to EDCs. It has been identified as a major mediator of the obesogenic effects of phthalates or bisphenol A, in adipocytes (94, 95). PPARγ is also expressed in the ovary where its activity is induced by mono-(2-ethylhexyl) phthalate (MEHP)(96) or Perfluoroalkyl and polyfluoroalkyl substances (PFAS) (97). All together, these data suggest that PPARγ could also be a potent effector and biomarker of EDC effects on female reproduction and lend further support to a previously developed putative AOP that proposes a PPARγ-mediated reduction in aromatase to explain irregular ovarian cycling and impaired fertility in adult females (*AOP-Wiki*).

It should be considered that our transcriptome data were obtained from whole MBH or POA, both of which are made up of various cell populations. Thus, it can be difficult to separate changes to general cellularity (a shift in cell populations) from bona fide changes in gene transcription. This is a prevailing challenge for RNA-seq analysis of heterogenous tissues. 

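Markers of cell types moved apart in the MBH libraries labelled KTZ. At PND22, Rgs5, a pericyte gene, had log2 fold changes of -1.03, -0.69 and -0.70 at 3, 6 and 12 mg/kg, Pdgfra, the growth factor receptor of oligodendrocyte precursors, -0.75, -0.41 and -0.45, and Th, the tyrosine hydroxylase of dopamine neurons, 1.47, 1.01 and 1.39. Of 11 endothelial and pericyte markers, 0, 1 and 2 rose and 5, 6 and 6 fell (1, 2 and 2 and 6, 6 and 6 over the list alone), of 10 oligodendrocyte precursor markers 2, 0 and 0 rose and 5, 5 and 6 fell (2, 0 and 0 and 6, 5 and 6 over the list alone), and of 15 arcuate markers 3, 2 and 2 rose and 6, 6 and 7 fell (3, 2 and 2 and 6, 9 and 9 over the list alone). At DES 3, 6 and 12 µg/kg, 0, 0 and 0 rose and 6, 2 and 5 fell (1, 0 and 0 and 6, 6 and 5 over the list alone) among the endothelial and pericyte markers. At PND90 with KTZ, Col1a1, a collagen of fibroblasts, had -2.62, -3.01 and -3.42 and Trem2, a microglial receptor, 0.81, 0.30 and 0.55. Of 9 meningeal fibroblast markers, 0, 0 and 0 rose and 6, 6 and 8 fell (0, 0 and 0 and 7, 9 and 9 over the list alone) at PND90, and of 12 microglial markers 9, 1 and 6 rose and 0, 0 and 0 fell (10, 1 and 6 and 0, 0 and 1 over the list alone). Camera's adjusted p was 0.00111, 4.22e-05 and 6.77e-07 for the fibroblast markers (0.808, 0.806 and 0.711 with an estimated correlation). Counts from whole tissue do not tell a change in the share of a cell type from a change within it.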

Future studies including single-cell RNA-seq could be used to identify specific cell populations sensitive to EDC exposure by deconvolution approaches. Nevertheless, our data suggests that a large proportion of DEGs represent changes in transcription, as we did not observe any obvious trend of all (or most) genes specific to certain cell types were moving in one direction; either up- or down-regulated.

### 4.4 Mode of action of ketoconazole

KTZ is mostly known to inhibit various P450 cytochrome enzymes involved in steroidogenesis and thereby interfering with both androgen and estrogen synthesis (39, 40). However, the role and expression of aromatase in the brain during puberty onset has been poorly studied. Aromatase (*Cyp19a1*) mRNA expression in the hypothalamus is very low during the infantile period (98, 99) and almost undetectable in the POA at P21 (100). Recent studies using modified mice where EGFP transcription is coupled to the physiological activation of Cyp19A1, show that aromatase is well expressed in the medial preoptic area of the hypothalamus during embryonic life (101) and during adulthood (102). However, infantile, and pubertal periods have not been studied with this technology. This suggests that KTZ exposure during gestation and lactation could impact aromatase transcription or activity during the embryonic period. During this period, aromatase plays a crucial role in sexual differentiation of the brain. The classical view of brain sexual differentiation in mammals holds that sex differences mostly depend on the production of testosterone by the testes (103). Depending on the species, some of the effects of testosterone result from the action of estradiol derived from aromatization of testosterone locally in the male brain. For this reason, any compound which interferes with estrogen-dependent processes, as estrogenic or anti-androgenic compounds, in the developing brain can disrupt the sexual differentiation and consequently also the programming of puberty and reproductive function. Thus, we cannot exclude that the hypothalamic disruption is indirect and due to an altered release of peripheral steroids as KTZ can inhibit steroidogenic P450 enzymes in the adrenal cortex (104, 105) and gonads (105, 106). A recent review also reported that azole fungicides may affect all levels of the hypothalamo-pituitary-adrenal & gonadal axes in fish (107).

## 5 Conclusions

GnRH secretion and the hypothalamic transcriptome of female rats are sensitive to perinatal exposure to both DES and KTZ. Our results point toward similar transcriptional consequences after exposure to a steroidogenesis inhibitor (KTZ) or an estrogenic compound (DES). In particular, perinatal exposure to KTZ strongly impacted hypothalamic gene expression before puberty with consequences persisting until adulthood. Several enriched pathways as well as differentially expressed genes that were affected at PND 22 were still altered at PND 90. These pathways should be explored further to identify biomarkers for future EDC testing strategies and be part of future standard information requirement in risk assessment of chemicals.

## Data availability statement

The original contributions presented in the study are publicly available. This data can be found here: 10.6084/m9.figshare.21842124.

## Ethics statement

The animal study was reviewed and approved by Danish Animal Experiments Inspectorate; authorization number 2015-15-0201-00553.

## Author contributions

DF: Conceptualization, Formal analysis, Data interpretations, Writing – Original draft, Writing – review & editing. HJ: Conceptualization, Data interpretations, Writing – review & editing. DL-R: Formal analysis, Data interpretations, Writing – review & editing. AL: Data interpretations, Formal analysis, Writing – review & editing. QT: Technical support, Formal analysis. JB: Conceptualization, Writing – review & editing, Funding acquisition. SC: Conceptualization, Writing – review & editing. TS: Conceptualization, Writing – review & editing, Funding acquisition. A-SP: Conceptualization, Data interpretations, Writing – Original draft, Writing – review & editing, Funding acquisition. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Perinatal exposure to the fungicide ketoconazole alters hypothalamic control of puberty in female rats
**Source:** Front Endocrinol (Lausanne). 2023 Apr 3;14:1140886. doi: 10.3389/fendo.2023.1140886
**Supplement:** Supplementary file 1

Supplementary Material

**Perinatal exposure to the fungicide ketoconazole alters hypothalamic control of puberty in female rats**

**
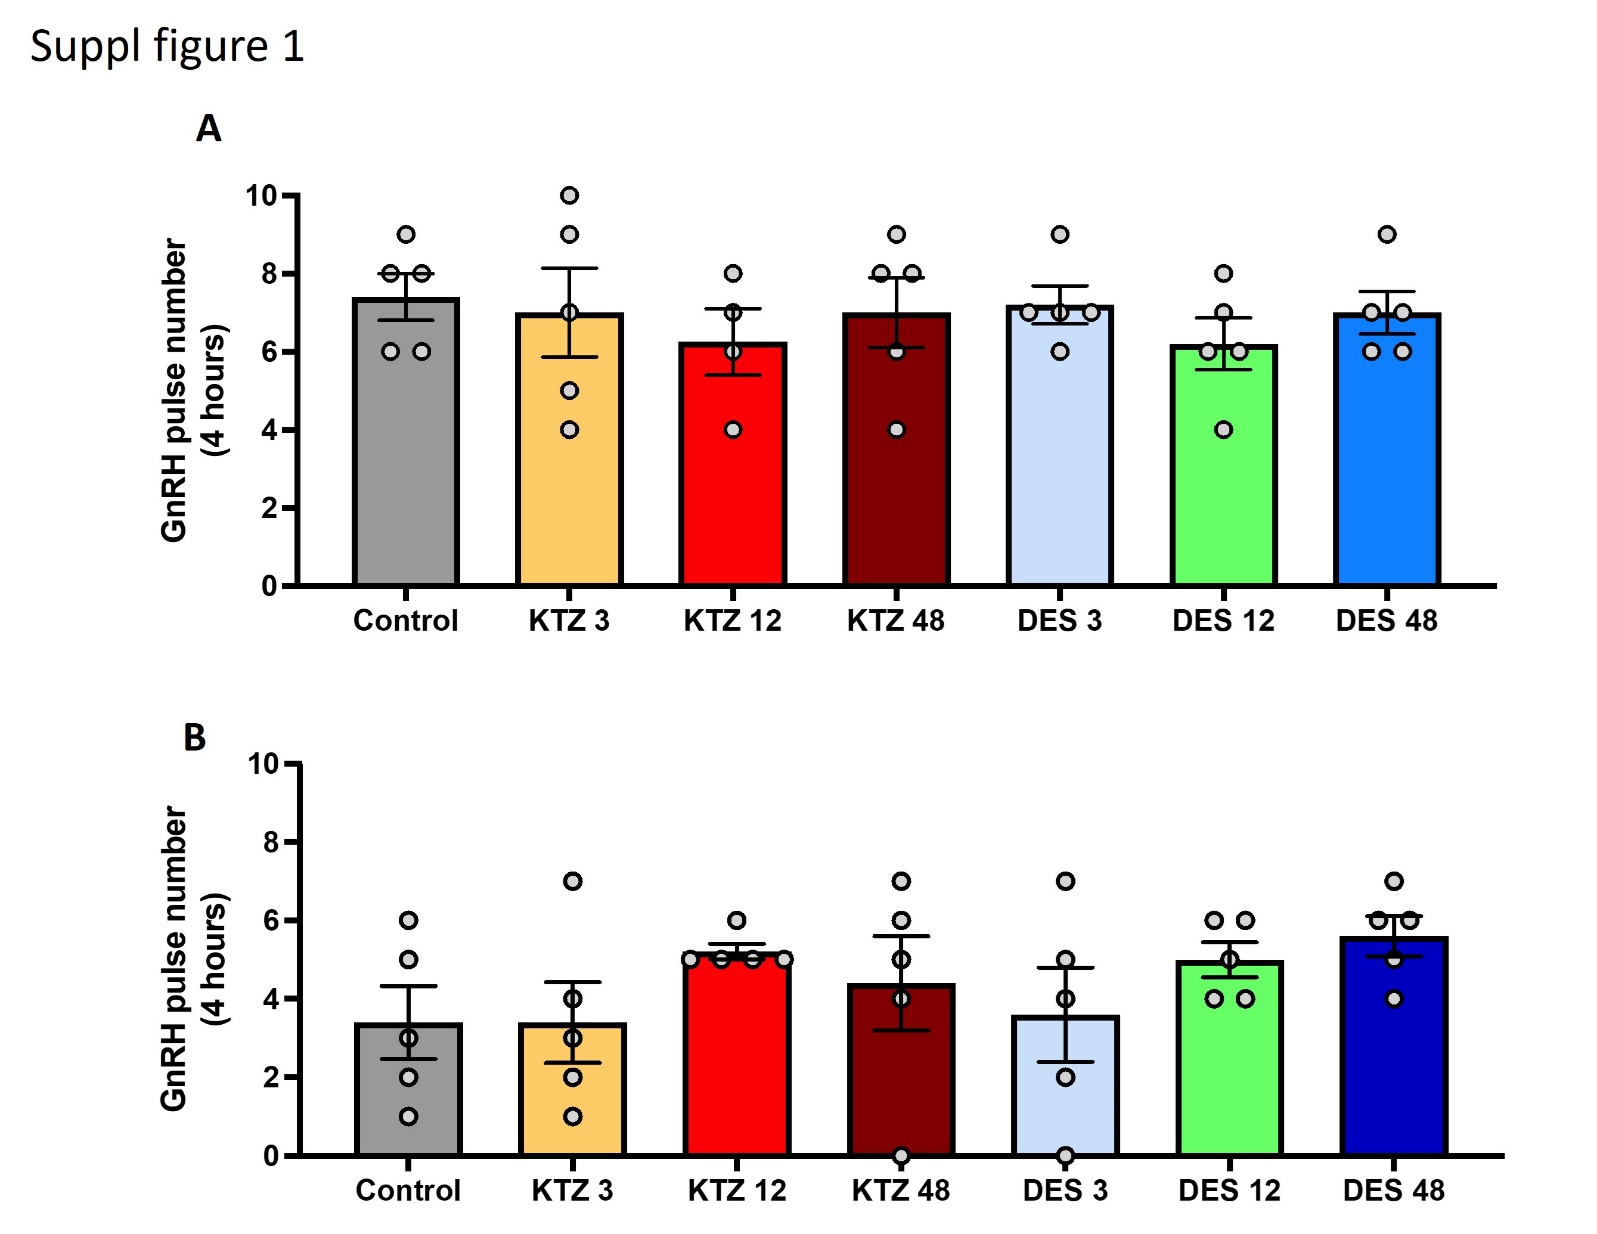
**

**Suppl figure 1** : Effects of pubertal (A) or adult (B) exposure to KTZ and DES on pulsatile GnRH secretion from hypothalamic explants *in vitro*. (A) Average GnRH pulse numbers/4 hours were measured *ex vivo* using hypothalamic explants obtained from female rats on PND 50 after peripubertal exposure to vehicle (control), DES (3; 12; or 48 µg/kg bw/day) or KTZ (3; 12; or 48 mg/kg bw/day). (B) Average GnRH pulse numbers/4hours were measured *ex vivo* using hypothalamic explants obtained from female rats on PND 90 after adult exposure to DES or KTZ. Data are mean (n=4-6/group) +/- SEM.

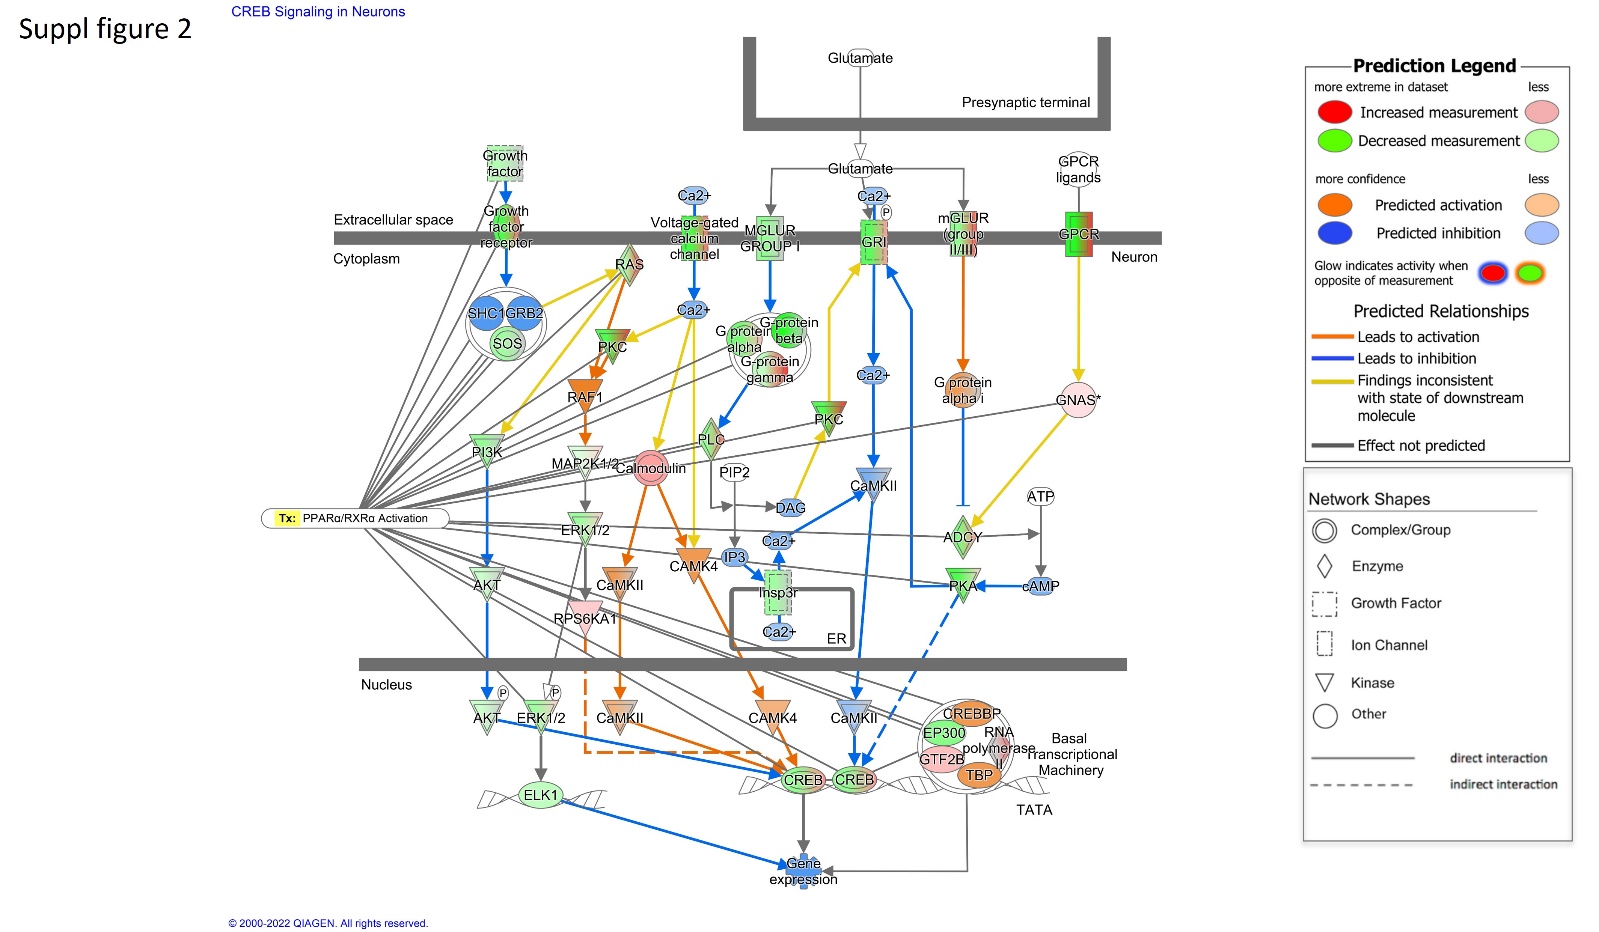

**Suppl figure 2**: CREB signaling pathway identified by IPA. The CREB signaling pathway was identified as an enriched pathway differentially expressed in the MBH of PND22 females after perinatal exposure to KTZ or DES compared to controls. The figure illustrates here the subcellular localization of the DEG products after KTZ 3 mg/kg bw/day exposure in the MBH at PND22. All up-regulated DEGs are labelled in red while down-regulated DEG are labelled in green. The Ingenuity Tox list indicates “PPARα/RXRα activation” as a pathway involved in the regulation of a high proportion of the DEG belonging to the CREB pathway.

**
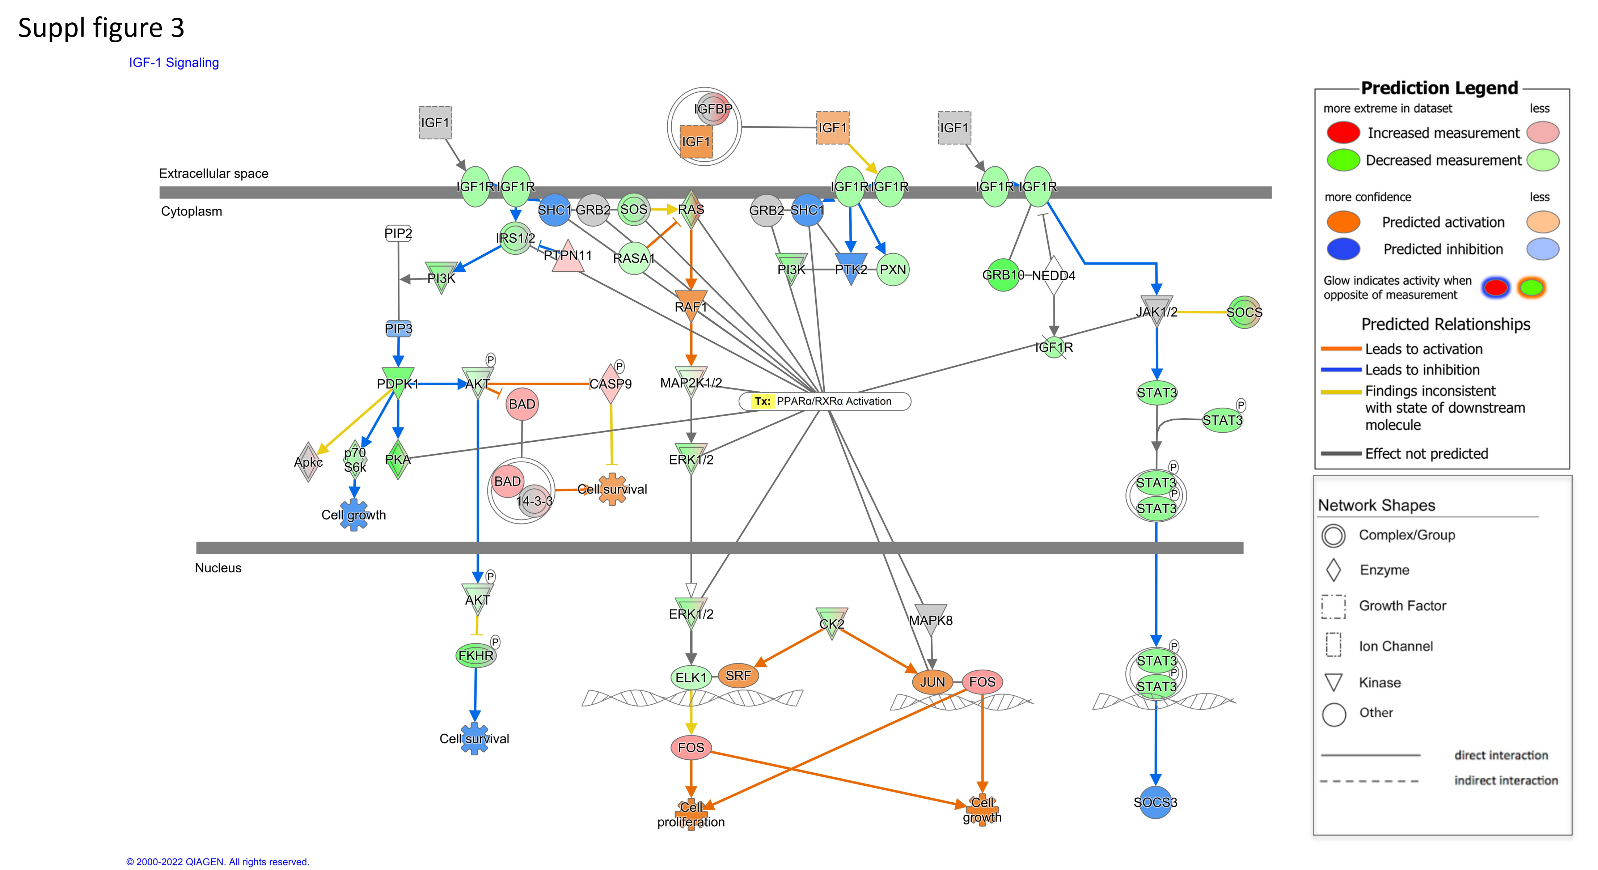
**

**Suppl figure 3**: IGF-1 signaling pathway identified by IPA. The IGF-1 signaling pathway was identified as an enriched pathway differentially expressed in the MBH of PND22 females after perinatal exposure to KTZ or DES compared to controls. The figure illustrates here the subcellular localization of the DEG products after KTZ 3 mg/kg bw/day exposure in the MBH at PND22. All up-regulated DEGs are labelled in red while down-regulated DEG are labelled in green. The Ingenuity Tox list indicates “PPARα/RXRα activation” as a pathway involved in the regulation of a high proportion of the DEGs belonging to IGF-1 pathway.

**
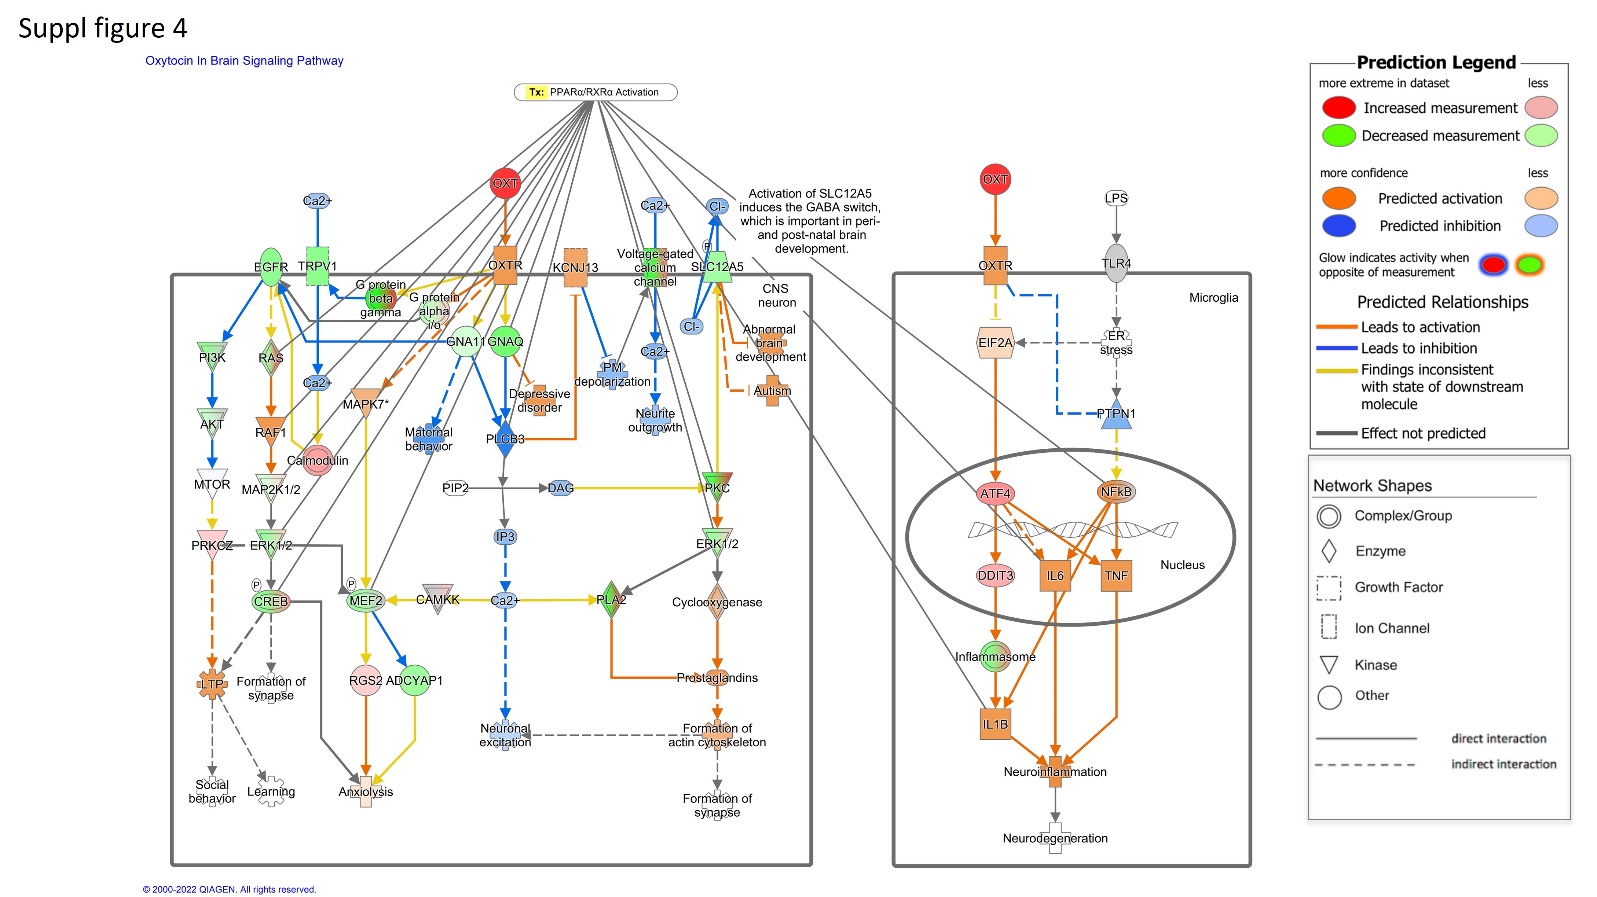
**

**Suppl figure 4**: Oxytocin in Brain signaling pathway identified by IPA. The Oxytocin in Brain signaling pathway was identified as an enriched pathway differentially expressed in the MBH of PND22 females after perinatal exposure to KTZ or DES compared to controls. The figure illustrates here the subcellular localization of the DEG products after KTZ 3 mg/kg bw/day exposure in the MBH at PND22. All up-regulated DEGs are labelled in red while the down-regulated DEG are labelled in green. The Ingenuity Tox list indicates “PPARα/RXRα activation” as a pathway involved in the regulation of several DEG belonging to *Oxytocin in Brain signaling* pathway.

**
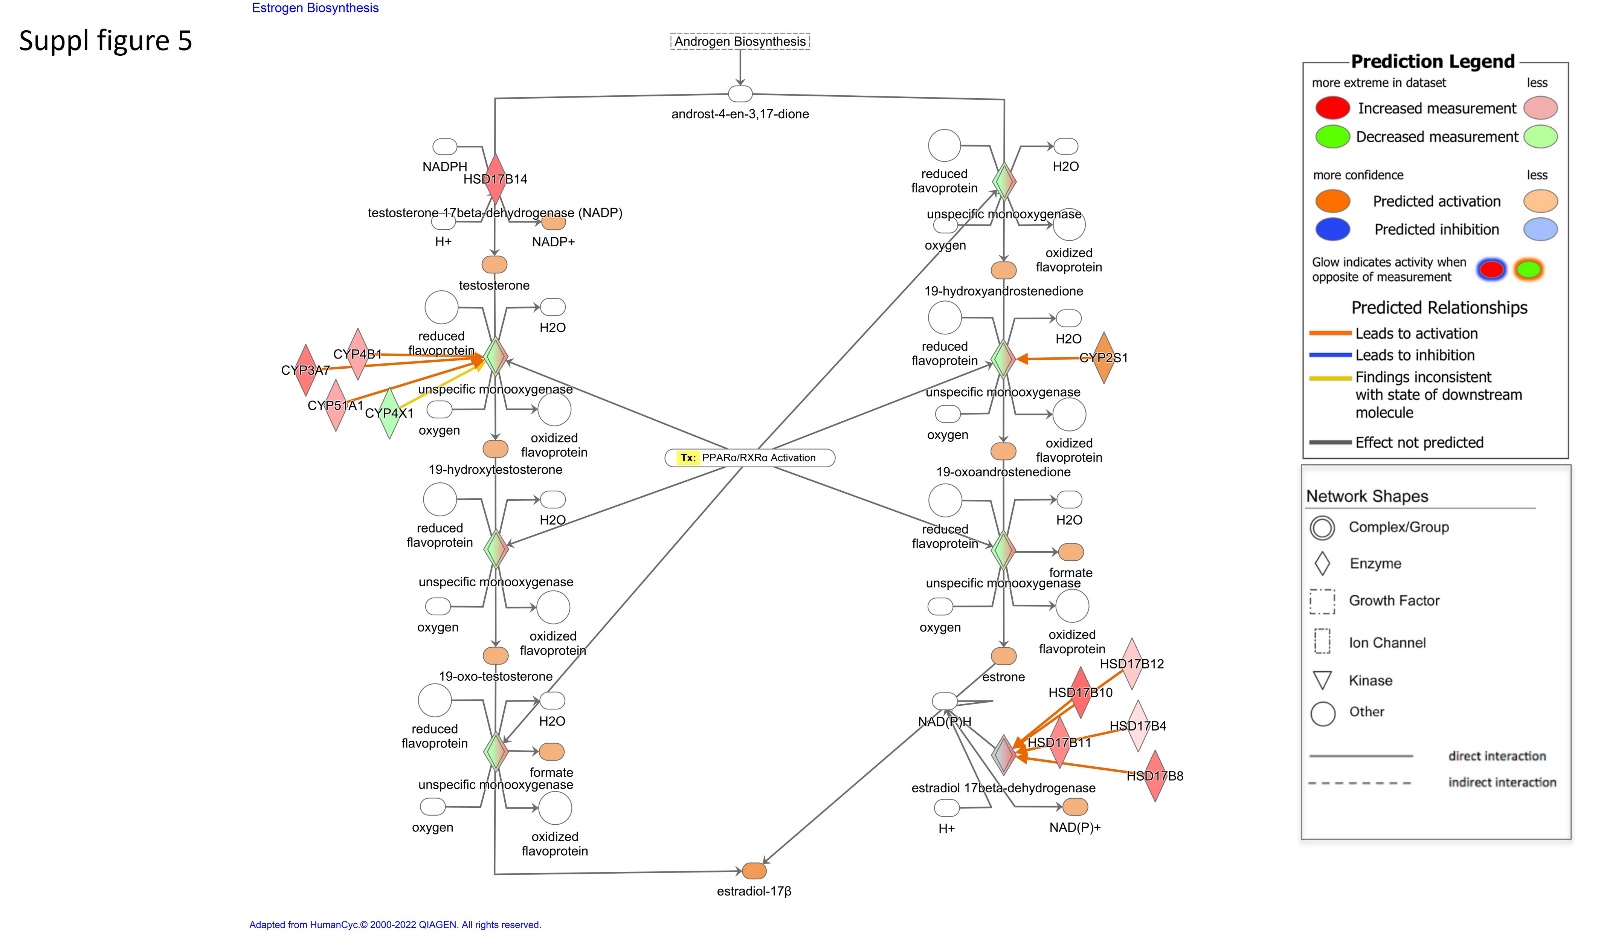
**

**Suppl figure 5**: Estrogen biosynthesis pathway identified by IPA. The Estrogen biosynthesis pathway was identified as an enriched pathway differentially expressed in the MBH of PND22 females after perinatal exposure to KTZ or DES compared to controls. The figure illustrates here the subcellular localization of the DEG products after KTZ 3 mg/kg bw/day exposure in the MBH at PND22. All the up-regulated DEGs are labelled in red while the down-regulated DEG are labelled in green. The Ingenuity Tox list indicates “PPARα/RXRα activation” as a pathway involved in the regulation of some DEGs belonging to Estrogen biosynthesis pathway.

**
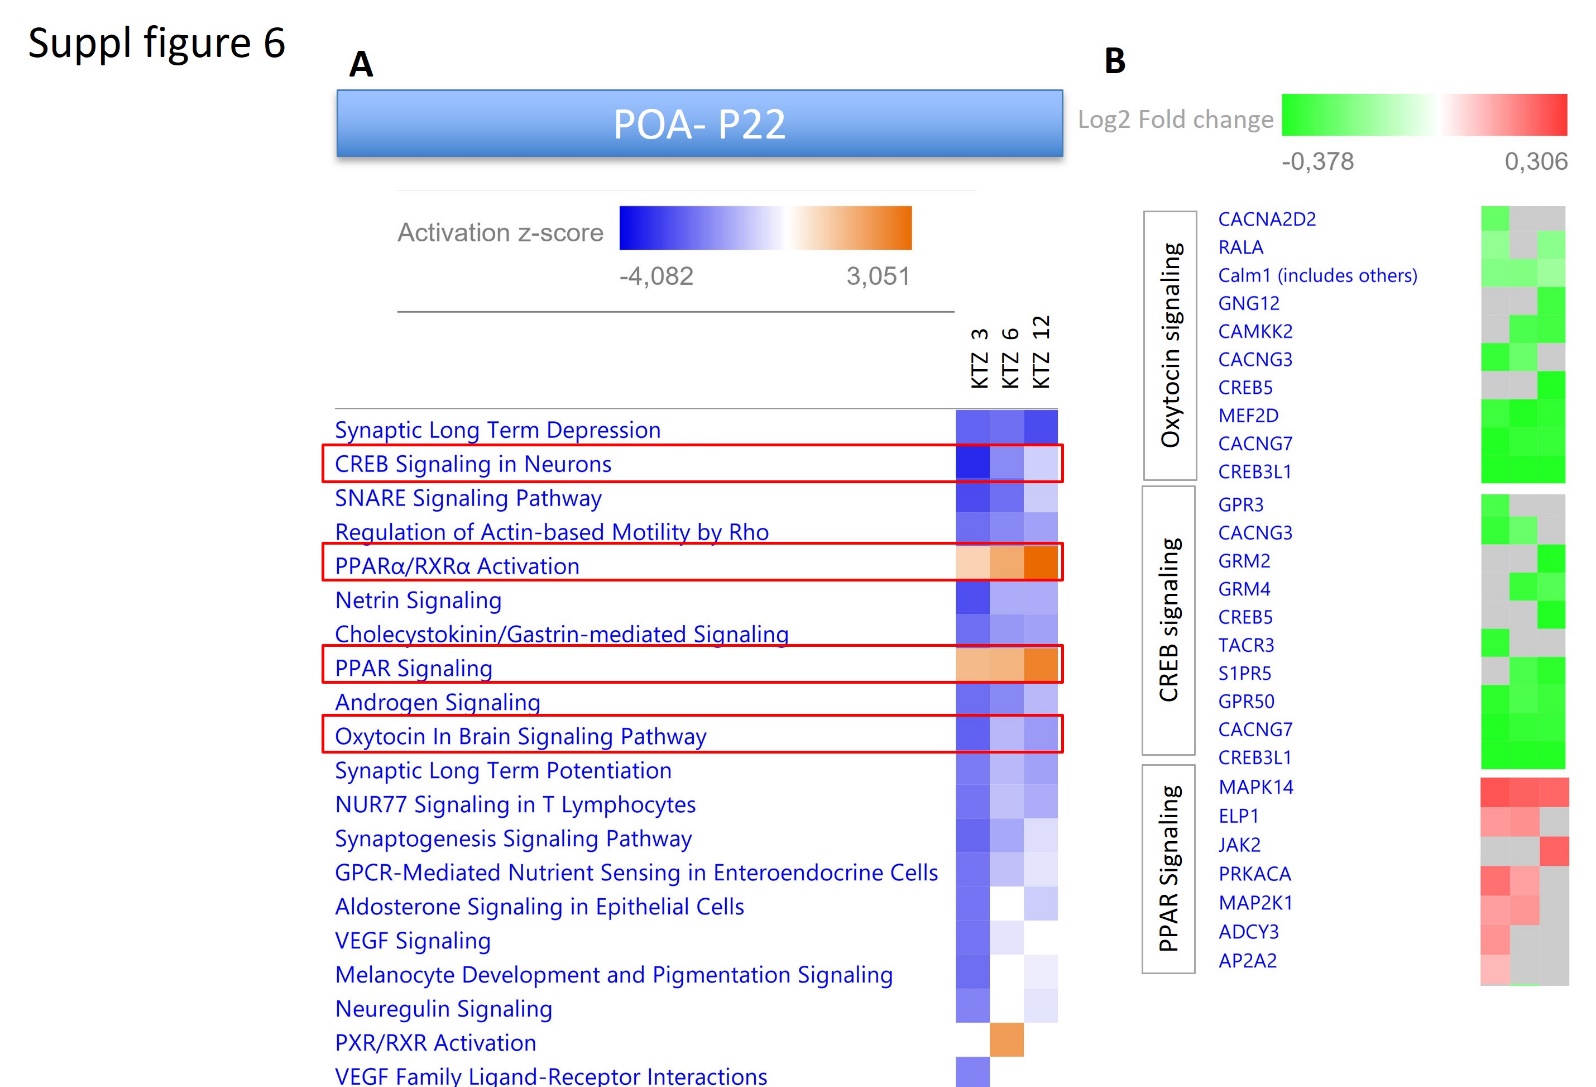
**

**Suppl figure 6:** Enriched pathways differentially expressed in the POA of PND22 females after perinatal exposure to KTZ compared to controls. (A) Heatmaps comparing the most enriched canonical pathways for the 3 doses of KTZ were generated by ranking pathways according to the Z-score and applying threshold and filters as described in the material and methods section. The z-score predicts whether a canonical pathway or diseases and biological functions are increased (positive z-score, orange) or decreased (negative z-score, blue) in accordance with the experimental dataset. Darker colors indicate higher absolute z-scores. (B) Heatmaps representing the Log2FC of the 10 most down- or upregulated genes for 3 selected pathways. Green and red colors indicate a significant change in expression (adjusted p-value < 0.05). Grey indicates non-significant changes.

**
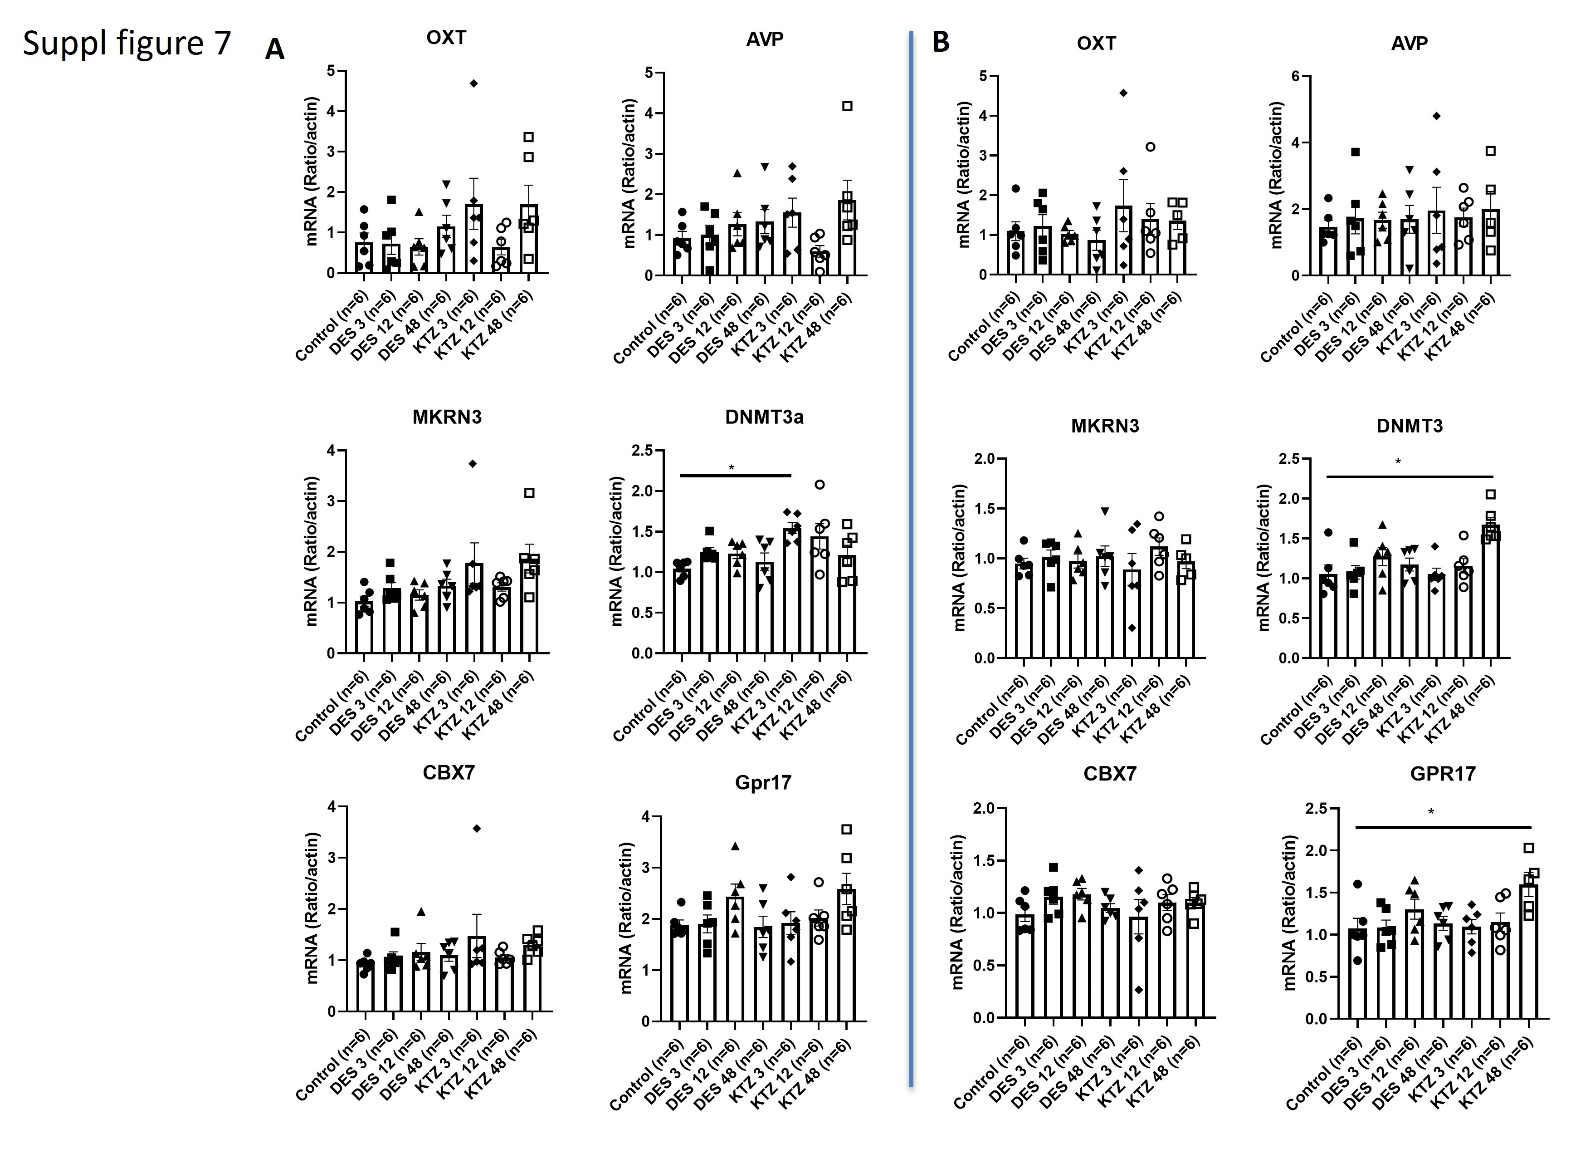
**

**Suppl figure 7:** mRNA expression of hypothalamic genes after pubertal (A) and adult (B) exposure to KTZ and DES. The six studied genes were DEG after perinatal exposure to most of the doses of KTZ and DES at PND22 and PND90. After pubertal and adult exposure to KTZ and DES, only DNMT3 mRNA expression was affected by pubertal and adult exposure to one dose of KTZ. Data are mean (n=6) +/- SEM; *p < 0.05 versus control at the same age.

Supplemental table 1 : Primer sequences

| Genes | Primer sequence |
| --- | --- |
| *Oxt* | Fw : GCTGCCAGGAGGAGAACTAC Rv :ATCATCACAAAGCGGGCTCA |
| *Avp* | Fw : AGCGATGAGAGCTGCGTG  Rv : CTGTACCAGCCTAAGCAGCA |
| *Mkrn3* | Fw : GCCTAGGTCACTGCCCATTT  Rv : ACGCTTCCCTCTCGAAACTG |
| *Dnmt3* | Fw : ACACGGCAGAATAGCCAAGT  Rv : GGGAAGCCAAACACCCTTTC |
| *Cbx7* | Fw : ATGGAGCTGTCAGCCATAGG  Rv : ATTCAACTTTGCCCTTCCGC |
| *Gpr17* | Fw : TTCCTCACCTGCATCAGTGC  Rv : CACTAGCAGTGGGGCCATAG |

Supplemental table 2  : Lis of up- and downregulated genes regulated by PPARγ in the MBH after exposure to the 3 doses of KTZ or DES.

Supplemental table 3 : Comprehensive list of genes known to be mutated in pathological conditions leading to a delay of puberty and their level of expression at PND 22 in MBH after KTZ and DES perinatal exposure.

How the deposited data were processed for this re-analysis (not part of the article)

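RNA of the mediobasal hypothalamus (MBH) and the preoptic area (POA) of female rats was measured by sequencing of stranded poly(A) libraries, in 210 libraries, 105 per tissue. Each of the 42 groups of tissue, postnatal day (22, 42 or 90) and exposure (control, KTZ at 3, 6 or 12 mg/kg, DES at 3, 6 or 12 µg/kg) had 5 libraries. Condition, replicate and animal number of each library were taken from the sample labels, which were compared with the paper's methods. No library was left out of the main comparisons and none was given another label.

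The deposited values are raw counts per gene, in 1 table per tissue with 32883 genes. The authors made these counts with the nf-core rnaseq pipeline version 1.4.2, which ran FastQC 0.11.8, STAR 2.6.1d on the genome build Rnor_6.0 and featureCounts 1.6.4 on Ensembl release 102, and they compared groups with DESeq2. The table holds 396 entries without a gene name, which took 0.0204% of the counts and were kept in library sizes and tests. All 210 columns carry a sample's name, and columns of other series numbered 0. Gene names and identifiers are those of the table. Reads, alignments and the authors' pathway scores were not analysed here, and numbers that only the paper's Venn diagrams show were not used.

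The counts assigned per library ranged from 12455770 to 25347848 in the MBH and from 12116064 to 24247711 in the POA. At this depth and with 5 libraries per group, simulated counts drawn from the means and totals of the real libraries, with a dispersion that was set rather than estimated, gave the following recovery. For the comparison of KTZ 3 mg/kg with control at PND22, edgeR recovered 90% of genes changed by a log2 fold change of 1 and 28% of those changed by 0.5 in the MBH, with 10 unchanged genes called among 15423, and 89% and 22% in the POA, with 13 called among 14981. DESeq2 recovered 87% and 30% in the MBH, with 18 unchanged genes called, and 88% and 30% in the POA, with 22 called. The test of a tissue difference recovered 65% of genes changed by 1, with 5 unchanged genes called among 14885. In the simulated counts, limma's camera called a simulated raised list and did not call an unchanged list. Intervals and p values cover the spread between the libraries of a group, which the labels give as separate animals. The dams were dosed and the labels give no litter, so the spread between litters is not covered where animals of a group share one. The lowest chi-square per degree of freedom between 2 replicates was 4.95, so no pair of libraries was counted as 1.

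The analysis used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by filterByExpr (minimum count 10) over the 35 libraries of a tissue and age. Each dose was compared with the control of its tissue and age in a fit of those 10 libraries alone, by edgeR's quasi-likelihood test after TMM scaling, with Benjamini-Hochberg adjustment at 0.05 and no threshold on the fold, following the pairwise comparisons of the paper's methods. Genes changed at all 3 doses are the overlap of the 3 comparisons, set beside the overlap of independent lists and beside simulated unchanged groups against the same controls. Tissue differences at PND22 were tested as an interaction in one fit of both tissues with a term for each animal, and KTZ was compared with DES directly in the MBH at PND22 and PND90. Principal components were computed on log2 CPM (prior count 2) of the 500 most variable genes, and the distance of exposed from control libraries on the first component was tested by exact permutation. Gene lists were compared with other genes by limma's camera.

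The genes named were set by a rule. For each tissue, age and compound it took the 10 genes with the largest median log2 fold change among those that passed the threshold at all 3 doses in one direction, with an average log2 CPM of at least 1 and every exposed library on one side of the control mean. Where no gene qualified, it took the 5 with the smallest p at the dose with the most calls. It added every gene the paper names for that tissue and age, whose values in the paper's tables had been seen, and up to 4 members of each list with the largest change. For tissue differences it took the 10 with the smallest p.

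The alternatives were DESeq2 on the same pairs of groups, size factors by the median of ratios (RLE) in place of TMM, no low-count filter, the replicate number as a block, the run of animal numbers as a term at PND22, 1 fit of the control and the 3 doses of a compound with edgeR and with DESeq2, all kept genes in place of the 500 most variable for the principal components, and leaving out each library in turn. After the data had been seen, 3 were added: leaving out libraries that lay nearer to the other tissue's median of the region score, testing tissue differences without the term for the animal, and 1 DESeq2 fit of the control and the 3 doses of a compound with its normal prior on the fold changes. The last was chosen after the paper's values had been seen, from several ways of shrinking fold changes (DESeq2's normal prior in fits of 1 dose, of 3 doses and of both compounds, and the 3 methods of lfcShrink), because its values lay nearest to the paper's. Fold changes in the text are not shrunken.

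Several measures were built after the data had been seen. The region score is the mean log2 CPM of 23 arcuate and ventromedial markers minus that of 11 preoptic markers. A pituitary criterion was dropped from the definition of libraries nearer to the other tissue after its result had been seen. The age score uses 187 genes that rose and 227 that fell from PND22 to PND90 in the POA controls by a log2 fold change of more than 1. Changes with age in the POA controls were tested by edgeR over 14652 genes, and also in the POA libraries labelled DES 3 µg/kg, since POA comparisons share the control libraries. To compare libraries of 1 animal, genes with 2-peaked levels, a form that inherited expression differences can take, were sought after removal of 12 principal components, with a residual SD above 0.45, a bimodality coefficient above 0.5 and a mean log2 CPM above 0.5. This gave 71 genes, whose inheritance was not tested. It was the second rule tried, since a first rule, based on the correlation within animal numbers, chose 0 genes. In simulated data with 105 animals, 104 MBH libraries were matched to their own POA library, and without simulated inherited genes 0 genes were chosen. A first simulation with 70 libraries and 4000 genes had matched 0. For each count of changed genes, 40 splits of the same libraries were drawn with a fixed seed.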

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

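The tests of labels on libraries of other animals, of libraries of older animals and of tissue of the other region were chosen only after the result was seen, and the tests of outside tissue, of total counts and of the run of animal numbers before.

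In the libraries labelled MBH at PND22, 3340 genes changed at all 3 doses of KTZ. Total counts are argued against, since 97.1% of that count (3243 genes) was left after every library was thinned to 17233362 counts, and so is a day or litter marked by the run of animal numbers as the whole cause, since 62.8% of the genes were still called with the run as a term. The run is taken from the labelled animal numbers, so the term cannot stand for a day or litter where these numbers are off. Labels on libraries of other animals and libraries of animals older than the label says may account for the pattern, since 0 of the 20 libraries were nearest, over 71 genes with 2-peaked levels, to the POA library of the same animal number, and 99.5% of the genes that also changed with age in the POA controls (1710 of 1719) moved as from PND22 to PND42. Tissue from outside the hypothalamus in the exposed dissections also stays open, since 71.4% of the thalamic list (10 of 14 genes measured) was higher at all 3 doses, against 2 of 17 genes of the telencephalic list. The thalamic marker score was also high in the MBH libraries labelled control at PND42 (4.23 ± 0.92, against 2.84 ± 0.14 in those labelled control at PND22). A high score was thus not confined to libraries labelled as exposed. An effect of KTZ on these genes, shifted maturation included, stays open and was not tested apart from these. All exposed POA libraries labelled PND22 were nearest to PND22 in age score, and 0 of the MBH libraries labelled KTZ were. If labels of age are off here, this points to those of the MBH table, though the score rests on the POA labels. Over the genes with 2-peaked levels, many MBH groups matched POA groups in a shifted order of labels. That shift lies between the 2 tables, so for dose and animal number the counts do not settle which table's labels would be off. The paper's RT-qPCR concerns pubertal and adult exposures. The paper's longer GnRH interpulse interval at PND22 with the highest dose of each compound, and the later vaginal opening it cites, were measured on explants and on animals of these litters and not on these libraries. Both are signs of later maturation, whereas these genes moved as they do with age.

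In the libraries labelled MBH at PND90, 2227 genes changed at all 3 doses of KTZ. Total counts are argued against, since 96.6% of that count (2152 genes) was left after thinning to 16002928 counts. Labels on libraries of other animals may account for the pattern, since 5 of the 5 libraries labelled PND90 control were nearest to the PND22 POA controls on the age genes, and of the genes that also changed with age in the POA controls 1486 of 1486 moved as from PND22 to PND90. Over the 71 genes with 2-peaked levels, however, 5 of the 5 libraries labelled KTZ 3 were nearest to the POA library of their own group and animal number, so that the 2 tables agree on that group, whereas for the libraries labelled control, KTZ 6 and KTZ 12 this held for 0, 1 and 0 of 5. An effect of KTZ stays open and was not tested apart from this.

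In the libraries labelled POA at PND90, 2135 genes changed with KTZ 6 mg/kg and 4548 with KTZ 12 mg/kg. Tissue of the other region in the exposed libraries, or labels on libraries of other animals, may account for this, since 9 of the 10 libraries of these groups lay nearer to the MBH median of the region score than to that of the POA, and 9 of the 10 were nearest to the PND22 POA controls on the age genes (age scores of -0.34 ± 0.79 and -0.71 ± 0.09 at 6 and 12 mg/kg). Of the genes that also changed from PND22 to PND90 in the POA controls, 1 of 1340 and 6 of 2267 moved as they do with age, but the PND90 controls are in both comparisons. Against the POA libraries labelled DES 3, which share none of them, it was 25 of 1328 and 62 of 2369. Tissue of the other region taken at PND90 does not by itself predict an age score near PND22, which exchanged labels can give. It is not excluded by that score, as the 5 libraries labelled control in the MBH at PND90 had -0.67 ± 0.16. An effect of KTZ stays open, as it was not tested apart from these.

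Single libraries lay far from the other 4 of their group, by Dixon's test with a critical value of 0.71 over 126 groups, of which chance alone would pick about 1 in 20. Total counts stood apart in the library labelled MBH PND90 DES 3 replicate 2 (16431601) and in MBH PND90 KTZ 3 replicate 4 (22999078). The region score stood apart in MBH PND22 DES 12 replicate 4 (-1.41), MBH PND22 DES 3 replicate 3 (-0.73), MBH PND42 DES 6 replicate 5 (1.41), POA PND22 control replicate 4 (1.41), POA PND42 DES 6 replicate 4 (1.03), POA PND90 DES 6 replicate 2 (2.47) and POA PND90 KTZ 6 replicate 1 (-1.15). The age score stood apart in MBH PND22 DES 6 replicate 1 (1.64), MBH PND42 KTZ 12 replicate 1 (1.83), POA PND22 KTZ 12 replicate 5 (-1.00) and POA PND90 KTZ 6 replicate 1 (1.08).

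At PND22, the response in the libraries labelled MBH differed from that in the libraries labelled POA, by edgeR's test of the interaction with a term for the animal number, which mostly does not pair the libraries, in 3964, 2612 and 3614 genes with KTZ 3, 6 and 12 mg/kg and in 596, 267 and 3891 genes with DES 3, 6 and 12 µg/kg. Among lists of genes outside those the paper discusses, 10 of 14 thalamic genes rose at all 3 doses of KTZ in the MBH at PND22, and 7 of 7 genes of blood cells fell at all 3 doses in the MBH at PND90.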

How the results depend on the processing

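The settings without libraries nearer to the other tissue and without the term for the animal, and the DESeq2 fit with shrunken folds, were chosen only after the result was seen. Counts below are numbers of genes changed, with the main count in parentheses, and a count is listed where it lies more than 1.5 times from the main one. With RLE size factors, 61 of 61 counts stayed within that range. With no low-count filter 3 of 61 moved, with DESeq2 34 of 61, with the DESeq2 fit of control and 3 doses 32 of 49, with the edgeR fit of control and 3 doses 26 of 49, and with the run of animal numbers, which could be fitted at PND22 only, 8 of 16. Among the values of named genes under all settings, 48750 kept direction and side of the threshold, 4158 fell below it, 1230 rose past it and 690 without a call moved. The log2 fold change of Gpr6 with DES 12 µg/kg in the MBH at PND22 turned to 0.38 with the run of animal numbers as a term. Fits of 4 groups take the spread from all 20 libraries and leaving out a library takes away a sample, and for the other changes the cause was not tested. Simulated genes with a log2 fold change of 0.5 were recovered in 28% of cases in the MBH and 22% in the POA, at a single depth, with 5 libraries per group and a set dispersion, so this does not single out what depth limits. Depth was tested only by thinning to the smallest total, which left 3243 of 3340 and 2152 of 2227 genes of the counts at all 3 doses of KTZ in the MBH at PND22 and PND90.

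With DESeq2, the counts were in the MBH at PND22 1921 for DES 6 (844), 1283 for DES at all 3 doses (614), 4 for KTZ 3 against DES 3 (0), 8 for KTZ 6 against DES 6 (0) and 1 for KTZ 12 against DES 12 (0), in the MBH at PND42 555 for KTZ 3 (50), 293 for KTZ 12 (2), 281 for DES 3 (48), 561 for DES 6 (74), 447 for DES 12 (49), 28 for KTZ at all 3 doses (0) and 88 for DES at all 3 doses (16), in the MBH at PND90 6 for DES 3 (0), 89 for DES 6 (0), 1840 for DES 12 (857), 2 for DES at all 3 doses (0) and 2 for KTZ 12 against DES 12 (0), in the POA at PND22 833 for KTZ 3 (284), 1145 for KTZ 6 (596), 1165 for KTZ 12 (568), 749 for DES 12 (33) and 415 for KTZ at all 3 doses (138), in the POA at PND42 1466 for KTZ 3 (725), 140 for KTZ 6 (0), 238 for KTZ 12 (1), 273 for DES 3 (40), 4 for DES 6 (0), 650 for DES 12 (148) and 17 for KTZ at all 3 doses (0), in the POA at PND90 8 for KTZ 3 (0), 21 for DES 12 (0) and 3 for KTZ at all 3 doses (0), and at PND22 1172 for DES 3 between the tissues (596) and 877 for DES 6 between the tissues (267). With the DESeq2 fit of control and 3 doses, they were in the MBH at PND22 3199 for KTZ 6 (4964), 2741 for KTZ 12 (5606), 2148 for DES 6 (844), 3155 for DES 12 (5440), 1910 for KTZ at all 3 doses (3340) and 1088 for DES at all 3 doses (614), in the MBH at PND42 812 for KTZ 3 (50), 260 for KTZ 12 (2), 232 for DES 3 (48), 411 for DES 6 (74), 502 for DES 12 (49), 49 for KTZ at all 3 doses (0) and 100 for DES at all 3 doses (16), in the MBH at PND90 2 for DES 3 (0), 3 for DES 6 (0) and 2500 for DES 12 (857), in the POA at PND22 1102 for KTZ 3 (284), 1455 for KTZ 6 (596), 1483 for KTZ 12 (568), 887 for DES 12 (33) and 607 for KTZ at all 3 doses (138), in the POA at PND42 1475 for KTZ 3 (725), 167 for KTZ 6 (0), 160 for KTZ 12 (1), 106 for DES 3 (40), 4 for DES 6 (0) and 18 for KTZ at all 3 doses (0), and in the POA at PND90 14 for KTZ 3 (0), 3686 for KTZ 6 (2135), 2 for DES 6 (0), 3 for DES 12 (0) and 10 for KTZ at all 3 doses (0). With the DESeq2 fit with shrunken folds, one of control and 3 doses, they were in the MBH at PND22 3205 for KTZ 6 (4964), 2758 for KTZ 12 (5606), 2145 for DES 6 (844), 3109 for DES 12 (5440), 1918 for KTZ at all 3 doses (3340) and 1065 for DES at all 3 doses (614), in the MBH at PND42 787 for KTZ 3 (50), 281 for KTZ 12 (2), 238 for DES 3 (48), 410 for DES 6 (74), 507 for DES 12 (49), 57 for KTZ at all 3 doses (0) and 107 for DES at all 3 doses (16), in the MBH at PND90 3 for DES 3 (0), 3 for DES 6 (0) and 2500 for DES 12 (857), in the POA at PND22 1097 for KTZ 3 (284), 1441 for KTZ 6 (596), 1476 for KTZ 12 (568), 903 for DES 12 (33) and 599 for KTZ at all 3 doses (138), in the POA at PND42 1489 for KTZ 3 (725), 164 for KTZ 6 (0), 157 for KTZ 12 (1), 114 for DES 3 (40), 4 for DES 6 (0) and 16 for KTZ at all 3 doses (0), and in the POA at PND90 18 for KTZ 3 (0), 3678 for KTZ 6 (2135), 10 for DES 6 (0) and 14 for KTZ at all 3 doses (0). With the edgeR fit of control and 3 doses, they were in the MBH at PND22 2715 for KTZ 6 (4964), 2210 for KTZ 12 (5606), 1148 for DES 3 (2316), 1449 for DES 6 (844), 2248 for DES 12 (5440) and 1600 for KTZ at all 3 doses (3340), in the MBH at PND42 188 for KTZ 3 (50), 816 for KTZ 6 (1595), 0 for KTZ 12 (2), 125 for DES 3 (48), 120 for DES 6 (74), 214 for DES 12 (49) and 43 for DES at all 3 doses (16), in the MBH at PND90 1861 for DES 12 (857), in the POA at PND22 698 for KTZ 3 (284), 1024 for KTZ 6 (596), 1101 for KTZ 12 (568), 427 for DES 12 (33) and 392 for KTZ at all 3 doses (138), in the POA at PND42 3 for KTZ 6 (0), 0 for KTZ 12 (1), 3 for DES 3 (40) and 0 for DES 12 (148), in the POA at PND90 3398 for KTZ 6 (2135) and 1 for DES 6 (0), and in the MBH 589 for KTZ at all 3 doses at PND22 and PND90 (1010). With the run of animal numbers, they were in the MBH at PND22 3267 for KTZ 6 (4964), 200 for DES 6 (844), 176 for DES 12 (5440) and 45 for DES at all 3 doses (614), and in the POA at PND22 5 for KTZ 3 (284), 52 for KTZ 12 (568), 0 for DES 12 (33) and 4 for KTZ at all 3 doses (138). Some runs held no control, and for DES 12 a single run held both control and exposed libraries. The falls there do not tell an effect of the run from the loss of libraries to compare. Without the low-count filter, they were in the POA at PND42 16 for KTZ 12 (1), 77 for DES 3 (40) and 234 for DES 12 (148). Without libraries nearer to the other tissue, they were in the MBH at PND22 4580 for DES 3 (2316), in the MBH at PND42 3 for KTZ 3 (50) and 396 for KTZ 12 (2), and in the POA at PND22 0 for DES 12 (33). No count for KTZ at all 3 doses exists there in the MBH at PND42, where none of the libraries labelled KTZ 6 would be kept, nor in the POA at PND90. Without the term for the animal, this was at PND22 550 for DES 6 between the tissues (267). With all kept genes in place of the 500 most variable, the distance on the first component passed the exact permutation test, in the POA at PND22 23.5 for KTZ (6.3), and in the POA at PND42 20.6 for KTZ (4.96).

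The replicate numbers do not pair the libraries, as the mean correlation of deviations between libraries of the same number lay between -0.01 and 0.03 over the 6 sets of tissue and age. With a replicate block, 31 of 55 counts stayed within 1.5 times of the main count and 24 moved, in the MBH at PND22 1051 for DES 3 (2316), 74 for DES 6 (844) and 63 for DES at all 3 doses (614), in the MBH at PND42 23 for KTZ 3 (50), 1 for KTZ 12 (2), 22 for DES 3 (48), 3 for DES 6 (74), 1 for DES 12 (49) and 1 for DES at all 3 doses (16), in the MBH at PND90 1924 for KTZ 6 (2930), 2 for DES 3 (0), 1 for DES 6 (0) and 469 for DES 12 (857), in the POA at PND22 99 for KTZ 3 (284), 190 for KTZ 6 (596), 300 for KTZ 12 (568), 62 for DES 12 (33) and 50 for KTZ at all 3 doses (138), in the POA at PND42 469 for KTZ 3 (725), 9 for KTZ 12 (1) and 7 for DES 12 (148), in the POA at PND90 1 for DES 3 (0) and 1 for DES 12 (0), and in the MBH 618 for KTZ at all 3 doses at PND22 and PND90 (1010).

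Leaving out each library in turn moved the following counts in the MBH, given with the library left out and with the range over all libraries left out. For MBH PND22 DES 3 (2316, range 1007 to 4580), it was 1007, 1235, 1354 and 1524 without control replicates 1, 2, 3 and 5 and 4580, 1418 and 1500 without DES 3 replicates 3, 4 and 5. For MBH PND22 DES 6 (844, range 181 to 2279), it was 181, 225, 255, 284 and 245 without control replicates 1, 2, 3, 4 and 5 and 2279, 328 and 441 without DES 6 replicates 1, 2 and 5. For MBH PND22 DES at all 3 doses (614, range 144 to 1174), it was 144, 176, 204, 238 and 211 without control replicates 1, 2, 3, 4 and 5 and 1174, 280 and 363 without DES 6 replicates 1, 2 and 5. For MBH PND22 KTZ 3 (5878, range 3564 to 7046), it was 3564 without control replicate 1. For MBH PND22 KTZ at all 3 doses (3340, range 2127 to 3448), it was 2127 without control replicate 1. For MBH PND42 DES 12 (49, range 5 to 84), it was 10, 5, 18 and 25 without control replicates 1, 2, 3 and 4 and 15, 18, 15 and 84 without DES 12 replicates 1, 2, 3 and 4. For MBH PND42 DES 3 (48, range 28 to 94), it was 30 and 94 without control replicates 1 and 5 and 31 and 28 without DES 3 replicates 2 and 5. For MBH PND42 DES 6 (74, range 13 to 576), it was 28, 17, 30 and 576 without control replicates 1, 2, 3 and 5 and 27, 29, 13 and 48 without DES 6 replicates 1, 2, 3 and 4. For MBH PND42 DES at all 3 doses (16, range 4 to 21), it was 7, 4 and 10 without control replicates 1, 2 and 3 and 10 without DES 12 replicate 2. For MBH PND42 KTZ 12 (2, range 0 to 877), it was 1 without control replicate 4 and 877, 0, 0 and 0 without KTZ 12 replicates 1, 3, 4 and 5. For MBH PND42 KTZ 3 (50, range 10 to 117), it was 12, 10, 87, 32 and 95 without control replicates 1, 2, 3, 4 and 5 and 117, 21, 10 and 16 without KTZ 3 replicates 2, 3, 4 and 5. For MBH PND42 KTZ 6 (1595, range 863 to 2062), it was 896 and 863 without control replicates 1 and 2 and 959, 936 and 866 without KTZ 6 replicates 1, 3 and 5. For MBH PND42 KTZ at all 3 doses (0, range 0 to 19), it was 19 without KTZ 12 replicate 1. For MBH PND90 DES 12 (857, range 239 to 1604), it was 546, 239, 432, 427 and 277 without control replicates 1, 2, 3, 4 and 5 and 1529, 1604, 345, 336 and 297 without DES 12 replicates 1, 2, 3, 4 and 5. For MBH PND90 DES 3 (0, range 0 to 1), it was 1 without DES 3 replicate 3. For MBH PND90 DES 6 (0, range 0 to 5), it was 5 without control replicate 4 and 2 without DES 6 replicate 3. For MBH PND90 KTZ 6 against DES 6 (2456, range 1547 to 3130), it was 1595 without KTZ 6 replicate 2 and 1547 without DES 6 replicate 4. For MBH PND90 KTZ 6 (2930, range 1907 to 3716), it was 1907 without KTZ 6 replicate 2.

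The following counts in the POA, and between the tissues, moved in the same way. For PND22 DES 3 between the tissues (596, range 160 to 1618), it was 181, 338, 162 and 160 without control replicates 1, 2, 3 and 5 and 196, 1618, 289 and 310 without DES 3 replicates 2, 3, 4 and 5. For PND22 DES 6 between the tissues (267, range 19 to 861), it was 64, 94, 19, 151 and 27 without control replicates 1, 2, 3, 4 and 5 and 861, 65, 151 and 43 without DES 6 replicates 1, 2, 4 and 5. For PND22 KTZ 3 between the tissues (3964, range 2390 to 5214), it was 2541, 2479 and 2390 without control replicates 1, 3 and 5 and 2581 without KTZ 3 replicate 4. For PND22 KTZ 6 between the tissues (2612, range 1587 to 3533), it was 1729 without control replicate 5 and 1587 without KTZ 6 replicate 4. For POA PND22 DES 12 (33, range 0 to 258), it was 152, 0, 0 and 2 without control replicates 1, 3, 4 and 5 and 258, 1, 21, 0 and 0 without DES 12 replicates 1, 2, 3, 4 and 5. For POA PND22 KTZ 12 (568, range 178 to 449), it was 178 without control replicate 3 and 270, 314, 257 and 338 without KTZ 12 replicates 1, 2, 3 and 4. For POA PND22 KTZ 3 (284, range 44 to 652), it was 45 and 106 without control replicates 3 and 5 and 62, 52, 652, 85 and 44 without KTZ 3 replicates 1, 2, 3, 4 and 5. For POA PND22 KTZ 6 (596, range 209 to 517), it was 395 and 235 without control replicates 2 and 3 and 264, 209, 290 and 377 without KTZ 6 replicates 1, 2, 3 and 5. For POA PND22 KTZ at all 3 doses (138, range 24 to 246), it was 24 and 69 without control replicates 3 and 5 and 43, 41, 246, 62 and 37 without KTZ 3 replicates 1, 2, 3, 4 and 5. For POA PND42 DES 12 (148, range 1 to 271), it was 2, 1, 61, 50 and 271 without control replicates 1, 2, 3, 4 and 5 and 12, 1, 236, 1 and 3 without DES 12 replicates 1, 2, 3, 4 and 5. For POA PND42 DES 3 (40, range 1 to 204), it was 7, 8, 21, 1 and 1 without control replicates 1, 2, 3, 4 and 5 and 1, 19 and 204 without DES 3 replicates 1, 4 and 5. For POA PND42 KTZ 12 (1, range 0 to 22), it was 0, 22, 0, 0 and 0 without control replicates 1, 2, 3, 4 and 5 and 0, 0, 0, 0 and 5 without KTZ 12 replicates 1, 2, 3, 4 and 5. For POA PND42 KTZ 3 (725, range 138 to 817), it was 138, 471, 287 and 427 without control replicates 1, 3, 4 and 5 and 184, 241 and 267 without KTZ 3 replicates 1, 2 and 3. For POA PND42 KTZ 6 (0, range 0 to 2), it was 2 without KTZ 6 replicate 4. For POA PND90 DES 12 (0, range 0 to 1), it was 1 and 1 without control replicates 1 and 3. For POA PND90 DES 6 (0, range 0 to 1), it was 1 without control replicate 3. For POA PND90 KTZ 3 (0, range 0 to 1), it was 1 without KTZ 3 replicate 2. For POA PND90 KTZ 6 (2135, range 981 to 3821), it was 1192 and 1176 without control replicates 4 and 5 and 3821, 1112, 981, 1057 and 1206 without KTZ 6 replicates 1, 2, 3, 4 and 5. The distance on the first component changed its side of the exact permutation test's threshold for 2 comparisons. For POA PND22 KTZ distance on the first component (6.3, range 5.87 to 9.52), it was 9.31 without control replicate 4. For POA PND90 KTZ distance on the first component (27.3, range 25.8 to 29.5), it was 27.1, 27.8, 28.3, 27.6 and 26.3 without control replicates 1, 2, 3, 4 and 5.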

Differences from the paper's values

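The tables of calls under each setting were made only after the result was seen, whereas all settings named here were set before the data were examined, apart from leaving out libraries nearer to the other tissue and the DESeq2 fit with shrunken folds. Counts are set beside the paper's at its stated threshold, an adjusted p of 0.05 with no threshold on the fold. A count is taken to differ where the larger of it and the paper's is more than 1.5 times the smaller. With KTZ at all 3 doses in the MBH at PND22, the paper's count of genes changed is 1896 and the count here 3340. Under the run of animal numbers (2306), the DESeq2 fit of control and 3 doses (1910) and the edgeR fit of control and 3 doses (1600) the count does not differ by the same rule, and under DESeq2, RLE size factors, no low-count filter and a replicate block it does. With DES at all 3 doses in the MBH at PND22, the paper's count of genes changed is 1084 and the count here 614. Under DESeq2 (1283), the DESeq2 fit of control and 3 doses (1088) and the edgeR fit of control and 3 doses (733) the count does not differ by the same rule, and under RLE size factors, no low-count filter, a replicate block and the run of animal numbers it does. With KTZ at all 3 doses in the MBH at PND42, the paper's count of genes changed is 48 and the count here 0. Under the DESeq2 fit of control and 3 doses (49) the count does not differ by the same rule, and under DESeq2, RLE size factors, no low-count filter, a replicate block and the edgeR fit of control and 3 doses it does. With DES at all 3 doses in the MBH at PND42, the paper's count of genes changed is 100 and the count here 16. Under DESeq2 (88) and the DESeq2 fit of control and 3 doses (100) the count does not differ by the same rule, and under RLE size factors, no low-count filter, a replicate block and the edgeR fit of control and 3 doses it does. With DES at dose 12 only in the MBH at PND90, the paper's count of genes changed is 2496 and the count here 857. Under DESeq2 (1781), the DESeq2 fit of control and 3 doses (2498) and the edgeR fit of control and 3 doses (1861) the count does not differ by the same rule, and under RLE size factors, no low-count filter and a replicate block it does. With KTZ at all 3 doses in the POA at PND22, the paper's count of genes changed is 593 and the count here 138. Under DESeq2 (415) and the DESeq2 fit of control and 3 doses (607) the count does not differ by the same rule, and under RLE size factors, no low-count filter, a replicate block, the run of animal numbers and the edgeR fit of control and 3 doses it does. With KTZ at all 3 doses in the POA at PND42, the paper's count of genes changed is 18 and the count here 0. Under DESeq2 (17) and the DESeq2 fit of control and 3 doses (18) the count does not differ by the same rule, and under RLE size factors, no low-count filter, a replicate block and the edgeR fit of control and 3 doses it does. With KTZ at all 3 doses in the POA at PND90, the paper's count of genes changed is 13 and the count here 0. Under the DESeq2 fit of control and 3 doses (10) the count does not differ by the same rule, and under DESeq2, RLE size factors, no low-count filter, a replicate block and the edgeR fit of control and 3 doses it does. With KTZ at doses 6 and 12 only in the POA at PND90, the paper's count of genes changed is 3284 and the count here 2010. Under DESeq2 (2681), the DESeq2 fit of control and 3 doses (3298) and the edgeR fit of control and 3 doses (3101) the count does not differ by the same rule, and under RLE size factors, no low-count filter and a replicate block it does. With the DESeq2 fit with shrunken folds, a setting chosen after the values had been seen, these counts were in the same order 1918, 1065, 57, 107, 2498, 599, 16, 14 and 3266.

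Of the log2 fold changes in the paper's Tables 1 and 2, 46 differ by more than the SD of the difference between replicates, an error chosen after it was seen that the smaller standard error would list more. Values are for the MBH. The paper's values are on another scale than the values here, which are not shrunken. Over the 447 table values the mean absolute difference from the paper is 0.347 here and 0.00147 with DESeq2's normal prior on the fold in 1 fit of control and 3 doses, where 2 differ by the same rule, those of Cacng3 in MBH PND90 KTZ 12 (0.12) and Slc38a3 in MBH PND22 DES 12 (-0.07). The prior was one of several ways of shrinking tried after the values had been seen, and the paper's text names none. For Gabra4, the paper's value is 1.234 for KTZ 3 at PND22, and the value here is 1.58. For Gabrd, the paper's values are 2.143, 2.011, 2.138, 0.372, 0.445 and 0.353 for KTZ 3, 6 and 12 at PND22 and DES 3, 6 and 12 at PND22, and the values here are 4.87, 4.66, 4.86, 4.29, 4.62 and 4.22. For Gabrq, the paper's value is -0.863 for DES 12 at PND22, and the value here is -1.36. For Cacng3, the paper's value is 0.331 for KTZ 12 at PND90, and the value here is 0.12. For Grid2ip, the paper's values are 1.938, 2.068, 0.652, 0.753 and 0.725 for KTZ 3 and 6 at PND22 and DES 3, 6 and 12 at PND22, and the values here are 2.78, 2.95, 2.68, 2.96 and 2.88. For Slc17a7, the paper's values are 1.832, 1.744, 1.877, 0.388, 0.544 and 0.511 for KTZ 3, 6 and 12 at PND22 and DES 3, 6 and 12 at PND22, and the values here are 4.47, 4.34, 4.56, 3.57, 4.18 and 4.07. For Slc38a3, the paper's value is -0.264 for DES 12 at PND22, and the value here is -0.07. For Oxt, the paper's values are 2.509, 2.014, 1.300, 1.271 and 1.369 for KTZ 3 and 6 at PND22 and DES 3, 6 and 12 at PND22, and the values here are 4.15, 3.44, 3.81, 3.76 and 3.95. For Avp, the paper's values are 0.847, 0.789 and 0.895 for DES 3, 6 and 12 at PND22, and the values here are 2.26, 2.15 and 2.37. For Cck, the paper's values are 1.897, 1.486, 1.529, 0.363, 0.603 and 0.435 for KTZ 3, 6 and 12 at PND22 and DES 3, 6 and 12 at PND22, and the values here are 3.30, 2.69, 2.76, 2.21, 3.02 and 2.49. For Npw, the paper's values are -3.104, -3.317, -3.315, -1.996, -1.898, -2.049, -2.525, -2.524 and -2.524 for KTZ 3, 6 and 12 at PND22, KTZ 3, 6 and 12 at PND90 and DES 3, 6 and 12 at PND22, and the values here are -4.46, -5.29, -5.07, -4.47, -3.93, -4.85, -4.74, -4.74 and -4.72. For Npy2r, the paper's value is -0.679 for DES 12 at PND22, and the value here is -1.08. For Nsmf, the paper's value is 0.77 for DES 12 at PND22, and the value here is 1.47. With the run of animal numbers, the values of Gabra4 at PND22 KTZ 3 (1.47), Grid2ip at PND22 KTZ 6 (2.62), Slc38a3 at PND22 DES 12 (-0.15), Cck at PND22 KTZ 3 (2.46), Cck at PND22 KTZ 6 (2.28), Cck at PND22 DES 3 (1.73) and Cck at PND22 DES 6 (2.33) do not differ. With a replicate block, the values of Avp at PND22 DES 3 (2.05), Cck at PND22 DES 3 (1.76) and Cck at PND22 DES 6 (2.23) do not differ. All other planned settings that were run left these values differing. All 447 table values compared have the paper's sign here.

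Of the 447 table values, which include some that the paper does not mark as significant, 401 pass the threshold here, 424 with DESeq2, 435 with the DESeq2 fit of control and 3 doses, 395 with the edgeR fit of control and 3 doses, 397 with no low-count filter, 400 with RLE size factors and 350 with a replicate block, and 226 of 331 with the run of animal numbers. Without libraries nearer to the other tissue, a setting chosen after seeing the values, 92 of 94 pass and 0 of those called here were lost.

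Of the 438 table values that the paper marks as significant, 397 pass the threshold here and 41 do not. The latter are given with their log2 fold change and edgeR adjusted p. At PND22 KTZ 3 mg/kg in the MBH they were Ezh1 (0.34, adjusted p = 0.0701), Gabbr1 (0.14, adjusted p = 0.175), Cacng3 (0.24, adjusted p = 0.134) and Gpr37 (0.36, adjusted p = 0.0934). At PND22 KTZ 6 mg/kg in the MBH they were Gabbr1 (0.18, adjusted p = 0.0546). At PND22 DES 3 µg/kg in the MBH they were Pgf (0.61, adjusted p = 0.0649). At PND22 DES 6 µg/kg in the MBH they were Dnmt3a (-0.84, adjusted p = 0.0987), Dnmt3b (-0.79, adjusted p = 0.0531), Ezh2 (-0.39, adjusted p = 0.117), Sirt2 (-0.36, adjusted p = 0.117), Per3 (-0.51, adjusted p = 0.169), Gabra4 (1.54, adjusted p = 0.0619), Cacna1h (-0.62, adjusted p = 0.109), Cacnb1 (-0.34, adjusted p = 0.101), Cacng3 (0.28, adjusted p = 0.153), Grik2 (-0.44, adjusted p = 0.0975), Adcy6 (-0.55, adjusted p = 0.0538), Esrra (0.74, adjusted p = 0.0897), Rxrg (-0.48, adjusted p = 0.0729), Gpr12 (0.72, adjusted p = 0.0817), Insig1 (0.48, adjusted p = 0.0619), Mc3r (-0.65, adjusted p = 0.062) and Stat3 (-0.52, adjusted p = 0.0653). At PND22 DES 12 µg/kg in the MBH they were Slc38a3 (-0.07, adjusted p = 0.407). At PND90 KTZ 3 mg/kg in the MBH they were Gabbr1 (0.14, adjusted p = 0.0878). At PND90 KTZ 6 mg/kg in the MBH they were Trak2 (0.53, adjusted p = 0.143). At PND90 KTZ 12 mg/kg in the MBH they were Gabbr2 (0.35, adjusted p = 0.084) and Cacng3 (0.12, adjusted p = 0.225). At PND90 DES 12 µg/kg in the MBH they were Cbx7 (0.49, adjusted p = 0.0902), Dnmt3a (-0.55, adjusted p = 0.107), Ezh2 (-0.58, adjusted p = 0.098), Sirt2 (-0.66, adjusted p = 0.0794), Gabre (-0.76, adjusted p = 0.0632), Abat (0.27, adjusted p = 0.0914), Trak2 (0.45, adjusted p = 0.0602), Cacng4 (-0.16, adjusted p = 0.1), Grm3 (0.64, adjusted p = 0.063), Crhr2 (-0.58, adjusted p = 0.0928), Adora1 (0.35, adjusted p = 0.0554), Car2 (0.62, adjusted p = 0.0527) and Gpr17 (-1.14, adjusted p = 0.111). The DESeq2 fit of control and 3 doses calls all of these but Cacng3 at PND90 KTZ 12, Cacng3 at PND22 DES 6 and Slc38a3 at PND22 DES 12. DESeq2 on pairs of groups calls the same ones but Ezh2 at PND22 DES 6, Sirt2 at PND22 DES 6, Sirt2 at PND90 DES 12, Per3 at PND22 DES 6, Gabbr2 at PND90 KTZ 12, Gabre at PND90 DES 12, Trak2 at PND90 KTZ 6, Cacna1h at PND22 DES 6, Cacnb1 at PND22 DES 6, Cacng3 at PND22 KTZ 3, Cacng4 at PND90 DES 12, Grik2 at PND22 DES 6, Gpr37 at PND22 KTZ 3 and Gpr17 at PND90 DES 12. The edgeR fit of control and 3 doses calls Cbx7 at PND90 DES 12, Dnmt3a at PND90 DES 12, Dnmt3b at PND22 DES 6, Ezh1 at PND22 KTZ 3, Ezh2 at PND22 DES 6, Ezh2 at PND90 DES 12, Sirt2 at PND90 DES 12, Gabre at PND90 DES 12, Abat at PND90 DES 12, Trak2 at PND90 DES 12, Cacng3 at PND22 KTZ 3, Grik2 at PND22 DES 6, Grm3 at PND90 DES 12, Adcy6 at PND22 DES 6, Esrra at PND22 DES 6, Gpr37 at PND22 KTZ 3, Adora1 at PND90 DES 12, Car2 at PND90 DES 12, Gpr17 at PND90 DES 12, Insig1 at PND22 DES 6 and Stat3 at PND22 DES 6. The run of animal numbers as a term calls Ezh1 at PND22 KTZ 3, Cacng3 at PND22 KTZ 3 and Gpr37 at PND22 KTZ 3, RLE size factors call Gabbr1 at PND22 KTZ 6, and no low-count filter calls Gabbr1 at PND22 KTZ 6 and Car2 at PND90 DES 12. Of the settings chosen after the values had been seen, the DESeq2 fit with shrunken folds calls all but Gabra4 at PND22 DES 6, Cacng3 at PND90 KTZ 12, Cacng3 at PND22 DES 6 and Slc38a3 at PND22 DES 12 and drops 10 of the table values called here, and leaving out libraries nearer to the other tissue calls Pgf at PND22 DES 3. The paper states no clear clustering in the MBH at PND42, where the KTZ libraries lay 26.4 from the controls on the first component here (exact permutation p = 0.0153, adjusted p = 0.0459; 5 of the 15 had scores of -28.5 to -14.1, among or beyond the controls at -24.1 to -14.1, and the other 10 lay nearer to the POA median of the region score) and the DES libraries 5.57 (exact permutation p = 0.383). The paper's pathway software predicts PPAR signalling as activated in the POA at PND22, where 0 of 24 PPAR targets changed at any dose of KTZ by edgeR, with 1, 1 and 1 at an unadjusted p under 0.05 higher and 1, 1 and 0 lower, and with 0, 1 and 0 higher by DESeq2. The paper's pathway software places GnRH signalling among the lowered pathways in the MBH at PND90, where of 23 genes of the GnRH network 4, 3 and 2 rose and 1, 2 and 1 fell at KTZ 3, 6 and 12 mg/kg, and of 22 calcium channel genes 14, 8 and 8 fell. The PPAR list and the network list, which holds Kiss1, Tac3 and Gnrh1, are not the gene sets of that software. A count of calls is also another measure than its activation score, so these counts do not test its predictions. For Mkrn3, Igsf10, Grm3, Oxt, Avp, Npw, Tshr and Ghr the direction is the paper's at every dose.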

Other observations

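The table of genes' changes with age was made, and the grouping of libraries by nearest library chosen, only after the result was seen. Of 12 genes that glucocorticoids raise, 6, 7 and 6 were higher in the MBH at PND22 with KTZ 3, 6 and 12 mg/kg and 0 were lower (6, 7 and 6 when adjusted over the list alone). Sgk1, a kinase induced by glucocorticoids, had log2 fold changes of 1.40, 1.55 and 1.18 (standard errors 0.18, 0.25 and 0.24, edgeR adjusted p = 0.000602, 0.000982 and 0.0021). By limma's camera the list was raised (adjusted p = 0.00841, 0.0109 and 0.0269), which was lost with an estimated correlation (adjusted p = 0.806, 0.813 and 0.813). Of 13 immediate early genes, which neurons switch on after activity, 4, 5 and 4 rose and 0 fell at PND22 (2, 5 and 4 rose when adjusted over the list alone), and 4, 5 and 10 rose and 0 fell at PND90 (5, 10 and 10 when adjusted over the list alone). Dusp1, a phosphatase of this group, had log2 fold changes of 1.39, 1.59 and 1.46 at PND22 (standard errors 0.15, 0.18 and 0.23, edgeR adjusted p = 0.000231, 9.94e-05 and 0.000553). Of 17 genes of the circadian clock, 6, 8 and 9 rose and 1, 1 and 1 fell at PND22 (the same counts when adjusted over the list alone), with Dbp, a clock output factor, at 1.14, 0.70 and 0.83 and Per3 at -1.02, -0.66 and -0.46. In the POA controls Dbp changed by 0.74 (standard error 0.10, edgeR adjusted p = 0.000216) from PND22 to PND42 and Per3 by -0.07 (standard error 0.08, edgeR adjusted p = 0.55). In these libraries of PND22, 10 of 14 thalamic genes rose at all 3 doses as well.

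Genes of newly formed oligodendrocytes, the cells about to make myelin, fell in the MBH at PND90 with KTZ, 7, 7 and 7 of 9 at 3, 6 and 12 mg/kg with 0 higher (7, 7 and 7 when adjusted over the list alone), whereas in the POA at PND90 0, 6 and 7 of 9 rose and 0 fell (0, 6 and 7 when adjusted over the list alone). Enpp6, a phosphodiesterase of these cells, had log2 fold changes of -2.50, -2.24 and -1.80 in the MBH (standard errors 0.19, 0.11 and 0.11, edgeR adjusted p = 6.98e-07, 2.77e-07 and 2.36e-07) and of -0.03, 1.78 and 2.03 in the POA (standard errors 0.28, 0.31 and 0.18, edgeR adjusted p = 0.984, 0.00736 and 5.85e-06). The difference between the tissues was not tested at PND90. Of the POA libraries labelled KTZ 6 and 12 mg/kg, 4 and 5 of 5 lay nearer to the MBH median of the region score and 4 and 5 of 5 were nearest to PND22 in age score, as were 5 of 5 MBH libraries labelled control. By camera the list was lower in the MBH (adjusted p = 5.29e-05, 1.08e-06 and 5.31e-05), which was lost with an estimated correlation (adjusted p = 0.711, 0.527 and 0.712). In the POA controls, whose PND90 libraries are also those of the POA comparison, Enpp6 changed by -2.39 (standard error 0.23, edgeR adjusted p = 5.5e-05) from PND22 to PND90. At KTZ 3 mg/kg in the POA, where edgeR called 0 of the 9, 0 passed at an unadjusted p under 0.05 and 0 by DESeq2. Glucocorticoid-responsive genes in the POA at PND90 fell in 0, 3 and 7 of 12 (3, 5 and 8 when adjusted over the list alone), with Sgk1 at -0.30, -1.34 and -1.52 (edgeR adjusted p = 0.818, 0.0197 and 0.00123).

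Over the 71 genes with 2-peaked levels, 84 pairs of an MBH and a POA library were each other's nearest, with a median correlation of 0.63, and 6 of them carried 1 animal number. The median correlation of libraries of 1 animal number was -0.03, and 9 of 104 MBH libraries were nearest to the POA library of the same animal number. The label of the nearest POA library was shared by 3 or more of 5 libraries in 18 of the 21 MBH groups, and by 2, 2 and 1 in MBH PND42 KTZ 3, PND42 KTZ 6 and PND90 KTZ 12. The fullest agreement was 5 of 5 of MBH PND22 control nearest to POA PND22 KTZ 12, 5 of 5 of MBH PND22 KTZ 12 nearest to POA PND42 KTZ 6, 5 of 5 of MBH PND22 KTZ 6 nearest to POA PND42 KTZ 3, 5 of 5 of MBH PND22 DES 12 nearest to POA PND42 DES 6, 5 of 5 of MBH PND42 control nearest to POA PND42 KTZ 12, 5 of 5 of MBH PND42 DES 3 nearest to POA PND90 control and 5 of 5 of MBH PND42 DES 6 nearest to POA PND90 DES 3. Many matches ran in the order of the groups. MBH PND22 DES 3, 6 and 12 matched POA PND42 control, DES 3 and DES 6 most. MBH PND22 KTZ 3, 6 and 12 and PND42 control matched POA PND42 DES 12 and KTZ 3, 6 and 12. MBH PND42 DES 3, 6 and 12 matched POA PND90 control, DES 3 and DES 6. MBH PND90 control, DES 3 and DES 6 matched POA PND22 DES 3, 6 and 12. Most of these MBH libraries had an age score nearest to the age of the matched group. MBH PND90 DES 12 matched its own POA group most. In the MBH libraries labelled PND90 KTZ 3, 5 of 5 were nearest to the POA library of their own group and animal number. Of the 138 genes changed at all 3 doses of KTZ in the libraries labelled POA PND22, 106 also changed with age in the POA controls, and 106 of those moved as from PND22 to PND42. This shares the PND22 controls with the comparison itself, and against the change with age in the libraries labelled DES 3, 85 of 97 genes moved the same way (87.6%).

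For each count of genes changed, 40 splits of the same libraries into groups of the same sizes were compared, the real one included. A share of 1 in 40 is the smallest that these splits can give. It is not adjusted over the counts tested, so it excludes chance for none of them alone, least of all where another split came near. With that limit, chance is argued against where 1 of the 40 splits, the real one, reached the count. In the MBH these were MBH PND22 KTZ 3 (5878, highest other 1), MBH PND22 KTZ 6 (4964, highest other 592), MBH PND22 KTZ 12 (5606, highest other 1), MBH PND22 DES 3 (2316, highest other 1), MBH PND22 DES 6 (844, highest other 0), MBH PND22 DES 12 (5440, highest other 0), MBH PND42 KTZ 3 (50, highest other 20), MBH PND42 KTZ 6 (1595, highest other 583), MBH PND42 DES 6 (74, highest other 64), MBH PND42 DES 12 (49, highest other 0), MBH PND90 KTZ 3 (5008, highest other 955), MBH PND90 KTZ 6 (2930, highest other 1), MBH PND90 KTZ 12 (4655, highest other 1), MBH PND90 DES 12 (857, highest other 1), MBH PND22 KTZ at all 3 doses (3340, highest other 0), MBH PND22 DES at all 3 doses (614, highest other 1), MBH PND42 DES at all 3 doses (16, highest other 0), MBH PND90 KTZ at all 3 doses (2227, highest other 0), MBH KTZ at all 3 doses at PND22 and PND90 (1010, highest other 0), MBH PND90 KTZ 3 against DES 3 (5737, highest other 560) and MBH PND90 KTZ 6 against DES 6 (2456, highest other 1). In the POA and between the tissues they were POA PND22 KTZ 3 (284, highest other 32), POA PND22 KTZ 6 (596, highest other 69), POA PND22 KTZ 12 (568, highest other 100), POA PND22 DES 12 (33, highest other 4), POA PND42 KTZ 3 (725, highest other 1), POA PND42 DES 3 (40, highest other 2), POA PND42 DES 12 (148, highest other 1), POA PND90 KTZ 6 (2135, highest other 1818), POA PND90 KTZ 12 (4548, highest other 1), POA PND22 KTZ at all 3 doses (138, highest other 0), PND22 KTZ 3 between the tissues (3964, highest other 0), PND22 KTZ 6 between the tissues (2612, highest other 1), PND22 KTZ 12 between the tissues (3614, highest other 84), PND22 DES 3 between the tissues (596, highest other 1), PND22 DES 6 between the tissues (267, highest other 1) and PND22 DES 12 between the tissues (3891, highest other 13).

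Chance is not argued against for MBH PND42 KTZ 12 (real 2, reached by 4 of the 40 splits, highest other 2542), MBH PND42 DES 3 (real 48, reached by 3 of the 40 splits, highest other 250) and POA PND42 KTZ 12 (real 1, reached by 5 of the 40 splits, highest other 1). A highest other count several times the real one, as in the MBH PND42 KTZ 12 and DES 3, points to a structure of the samples. Nor is chance argued against for a count of 0 by edgeR, which all 40 splits reach, given here with the genes at an unadjusted p under 0.05, the DESeq2 count and the highest of the other splits. These were MBH PND90 DES 3 (unadjusted 1226, DESeq2 6, highest other 74), MBH PND90 DES 6 (unadjusted 1822, DESeq2 89, highest other 17), POA PND22 DES 3 (unadjusted 563, DESeq2 0, highest other 75), POA PND22 DES 6 (unadjusted 589, DESeq2 0, highest other 3), POA PND42 KTZ 6 (unadjusted 1613, DESeq2 140, highest other 2), POA PND42 DES 6 (unadjusted 687, DESeq2 4, highest other 1), POA PND90 KTZ 3 (unadjusted 1140, DESeq2 8, highest other 1), POA PND90 DES 3 (unadjusted 244, DESeq2 0, highest other 3), POA PND90 DES 6 (unadjusted 545, DESeq2 0, highest other 1), POA PND90 DES 12 (unadjusted 828, DESeq2 21, highest other 442), MBH PND22 KTZ 3 against DES 3 (unadjusted 1837, DESeq2 4, highest other 1), MBH PND22 KTZ 6 against DES 6 (unadjusted 460, DESeq2 8, highest other 313), MBH PND22 KTZ 12 against DES 12 (unadjusted 1318, DESeq2 1, highest other 2) and MBH PND90 KTZ 12 against DES 12 (unadjusted 963, DESeq2 2, highest other 317). At all 3 doses the count was also 0 for MBH PND42 KTZ (DESeq2 28, highest other 0), MBH PND90 DES (DESeq2 2, highest other 0), POA PND22 DES (DESeq2 0, highest other 0), POA PND42 KTZ (DESeq2 17, highest other 0), POA PND42 DES (DESeq2 0, highest other 0), POA PND90 KTZ (DESeq2 3, highest other 0) and POA PND90 DES (DESeq2 0, highest other 0).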
